# Complex molecular mechanisms underlying seedling salt tolerance in rice revealed by comparative transcriptome and metabolomic profiling

**DOI:** 10.1093/jxb/erv476

**Published:** 2015-10-27

**Authors:** Wen-Sheng Wang, Xiu-Qin Zhao, Min Li, Li-Yu Huang, Jian-Long Xu, Fan Zhang, Yan-Ru Cui, Bin-Ying Fu, Zhi-Kang Li

**Keywords:** ABA, metabolomics, molecular mechanisms, *Oryza sativa* L, salt tolerance, transcriptome.

## Abstract

To understand the physiological and molecular mechanisms underlying seedling salt tolerance in rice (*Oryza sativa* L.), the phenotypic, metabolic, and transcriptome responses of two related rice genotypes, IR64 and PL177, with contrasting salt tolerance were characterized under salt stress and salt+abscisic acid (ABA) conditions. PL177 showed significantly less salt damage, lower Na^+^/K^+^ ratios in shoots, and Na^+^ translocation from roots to shoots, attributed largely to better salt exclusion from its roots and salt compartmentation of its shoots. Exogenous ABA was able to enhance the salt tolerance of IR64 by selectively decreasing accumulation of Na^+^ in its roots and increasing K^+^ in its shoots. Salt stress induced general and organ-specific increases of many primary metabolites in both rice genotypes, with strong accumulation of several sugars plus proline in shoots and allantoin in roots. This was due primarily to ABA-mediated repression of genes for degradation of these metabolites under salt. In PL177, salt specifically up-regulated genes involved in several pathways underlying salt tolerance, including ABA-mediated cellular lipid and fatty acid metabolic processes and cytoplasmic transport, sequestration by vacuoles, detoxification and cell-wall remodeling in shoots, and oxidation–reduction reactions in roots. Combined genetic and transcriptomic evidence shortlisted relatively few candidate genes for improved salt tolerance in PL177.

## Highlight

Comprehensive analyses of phenotypic, metabolic, and transcriptome data from two genotypes with contrasting salt tolerance provided a more complete picture of the molecular mechanisms underlying seedling tolerance in rice.

## Introduction

Rice (*Oryza sativa* L.) is the staple food crop for most Asian people. Grown in diverse ecologies of the world, rice plants suffer many abiotic stresses, of which salt is the most important constraint limiting rice yield in the coastal regions of the tropics and the inland arid/semi-arid areas (Ondrasek *et al.*, 2011). Developing salt-tolerant rice varieties is the most efficient way to reduce the yield loss caused by salt.

Rice is sensitive to salt stress at both the young seedling and reproductive stages (Lutts *et al.*, 1995), and rice genotypes vary considerably in their tolerance to salt, which involves complex physiological mechanisms (Li and Xu, 2007) and is controlled by many quantitative trait loci (QTLs) (Singh *et al.*, 2007; Zang *et al.*, 2008; Thomson *et al.*, 2010; Wang *et al.*, 2013). Several major salt tolerance QTLs with relatively large effects such as *qSKC1*, *qSNC7*, and *Saltol* have been identified (Lin *et al.*, 2004; Thomson *et al.*, 2010). *qSKC1* is a sodium transporter controlling K^+^ homeostasis in rice under salt stress (Ren *et al.*, 2005). Unfortunately, few successful cases have been reported in developing new salt-tolerant rice varieties by using molecular breeding approaches based on these identified salt tolerance QTLs.

Historically, plant salt tolerance was found to be associated with the accumulation of specific metabolites in plant tissues such as proline and trehalose (Ashrafa and Foolad, 2007; Li *et al.*, 2011). At the transcriptomic level, plant responses to salt are known to involve large numbers of genes functioning in stress signaling, transcription regulation, ion transport, and biosynthesis of specific metabolites of complex signaling pathways (Kawasaki *et al.*, 2001; Walia *et al.*, 2007; Cotsaftis *et al.*, 2011; Kumar *et al.*, 2013). As an important phytohormone in plant growth and development, abscisic acid (ABA) is known to be involved in plant abiotic stress tolerances (Ye *et al.*, 2012). Exogenous ABA application was able to offset the osmotic and ion stress effects from salt stress in common bean (Khadri *et al.*, 2007), wheat (Gurmani *et al.*, 2013), and rice (Sripinyowanich *et al.*, 2013) by reducing the sodium concentration and improving osmotic adjustment. According to physiological evidence, rice shoots were more stressed than roots under salt (Cotsaftis *et al.*, 2011). At the transcriptomic level, there was limited overlap of stress-responsive genes between shoots and roots of Arabidopsis (Kreps *et al.*, 2002). However, there is little information regarding the relationship between the metabolomic responses and the transcriptomic responses to salt stress in rice, nor about the relationship between shoots and roots of rice, because most reported studies have focused on either shoots or roots of plants.

In this study, the transcriptome and metabolome profiles in the shoots and roots of two related rice genotypes, IR64 and PL177, with contrasting salt tolerance were investigated under salt stress and salt+ABA conditions. Our results revealed organ-specific transcriptome reprogramming and primary metabolite changes in the two genotypes in their response to the treatments, which provides insights into the molecular networks underlying salt tolerance in rice.

## Materials and methods

### Plant materials and stress treatment

A salt-tolerant F_6_ pyramiding line, PL177, derived from a cross between two IR64 introgression lines (Supplementary Figs S1 and S2 at *JXB* online) and its background parent, IR64, were used in this study. IR64 is moderately sensitive to salt stress (Kumari *et al.*, 2009). The seedlings were cultured in Yoshida solution in a box containing 40 plants of each genotype plus 20 plants of the salt-sensitive standard, IR29 (Yoshida *et al.*, 1976), for 11 d after germination. The salinity treatment was applied by adding NaCl in three steps to reach a final concentration of 140mM, as described by Walia *et al.* (2007) with minor modifications (Supplementary Fig. S3 at *JXB* online). The seedlings were independently subjected to one of three different treatments: no-stress control, salt stress (140mM NaCl), and salt+ABA (140mM NaCl+10 μM ABA), with three replications per treatment. The seedlings were grown in a phytotron with 29/22 °C day/night temperatures and a minimum relative humidity of 70%. The pH of the nutrient solution was adjusted daily to 5.5 by adding sulfuric acid and was refreshed every week.

### Phenotyping and physiological characterization

The yield performances of the two genotypes under normal and salt stress conditions were evaluated in the summer of 2010. The two genotypes were grown in 2 m^2^ plots with three replications for each genotype under normal field conditions in an experimental farm of the Institute of Crop Sciences, Chinese Academy of Agricultural Sciences, Beijing. Under the salt stress conditions, the two genotypes were grown in three concrete ponds at the Tianjing Academy of Agricultural Sciences, which were irrigated weekly with salty water (0.8%) from the seedling stage (7 d after transplanting) until maturity. At maturity, grain yield and related traits were measured from 12 plants of each genotype.

After 11 d under three different treatments, plants of PL177 and IR64 were visually scored for their symptoms of salt injury using the modified standard evaluation system (SES) for rice (Gregorio *et al.* 1997, Supplementary Table S1 at *JXB* online). Final scoring and sampling were done when the sensitive standard IR29 scored 7. Each sampled plant was then measured for its shoot and root lengths (cm). The dry weights of the root and shoot samples were measured after being oven dried at 70–75 °C for 72h. Relative water content (RWC) of each plant was determined as a percentage using the equation: RWC (%)=(FW – DW)/(TW– DW)×100, where FW, DW, and TW are fresh weight, dry weight and total weight of each plant (Larbi and Mekliche, 2004). The sodium and potassium concentrations and sodium/potassium ratio (Na^+^/K^+^) in roots and shoots were measured according to the method described by Zang *et al.* (2008).

### Metabolite profiling and data analysis

Metabolites from the sampled shoots and roots of both genotypes of each replication under the different treatments were extracted and measured based on their chromatograms and mass spectra using the GC-MS Postrun Analysis (Shimadzu) software as described previously (Zhao *et al.* 2013). Specific mass spectral fragments were detected in defined retention-time windows using the mass spectral libraries of NIST08, NIST08S, and Wiley 9 in the public domain mass spectra library of the Max Planck Institute in Germany (http://csbdb.mpimp-golm.mpg.de/csbdb/). The quantification of each metabolite was based on its specific peak area. Further confirmation of most identified amino acids, organic acids, and sugars was performed by standard addition experiments using the pure authenticated compounds. In total, 88 primary metabolites were identified in the present study (Supplementary Table S2 at *JXB* online).

### Total RNA isolation and microarray analysis

Total RNA was extracted from liquid-nitrogen-frozen shoot and root samples using TRIzol reagent, and purified and concentrated using an RNeasy MinElute Cleanup kit (Qiagen). Two micrograms of total RNA was used for microarray analysis by CapitalBio Corporation (Beijing) as described previously (Wang *et al.*, 2011). Differentially expressed genes (DEGs) were identified using the empirical criterion of a greater than 2-fold change and a significant *q* value (false discovery rate-adjusted *P* value) of <0.05 based on three independent biological replicates. Cluster analyses of the identified DEGs were performed using the complete linkage hierarchical analysis of TIGR MeV 4.2 software (http://www.tm4.org). Gene Ontology (GO) enrichment/over-representation analysis was performed using AgriGO (http://bioinfo.cau.edu.cn/agriGO/; Du *et al.*, 2010). Metabolic pathways analysis was carried out using MapMan software (version 3.5.1R2) (http://mapman.gabipd.org/; Thimm *et al.*, 2004)

### Real-time PCR confirmation of salt-responsive genes

A set of 10 DEGs was selected to confirm the expression level of microarray results using real-time-PCR (RT-PCR). The sequences corresponding to the genes were obtained from the rice genome sequences database (TIGR), and the sequences of exons of each gene were used to design the RT-PCR primers using Primer3 software (http://frodo.wi.mit.edu/); the *Actin* gene was used as the internal control. The same RNA samples for the microarray analysis were used for RT-PCR, as described previously (Wang *et al.* 2011).

### Data availability

The entire set of original microarray data has been deposited in NCBI’s Gene Expression Omnibus under GEO Series number GSE58603.

## Results

### Phenotypic and genotypic differences in salt tolerance, yield, and related traits under salt and salt+ABA treatments

Under normal field conditions, PL177 showed no difference from IR64 for yield and related traits except for having a slightly increased height by 3.6cm (Fig. 1A, Supplementary Table S3 at *JXB* online). Under consistent salt stress from the seedling stage to maturity, PL177 was 6.5cm taller with 1.9 (33.9%) more tillers and 2.8g (54.9%) higher yield per plant than IR64, indicating that the improved yield of PL177 under salt stress was due primarily to its improved seedling salt tolerance.

**Fig. 1.**
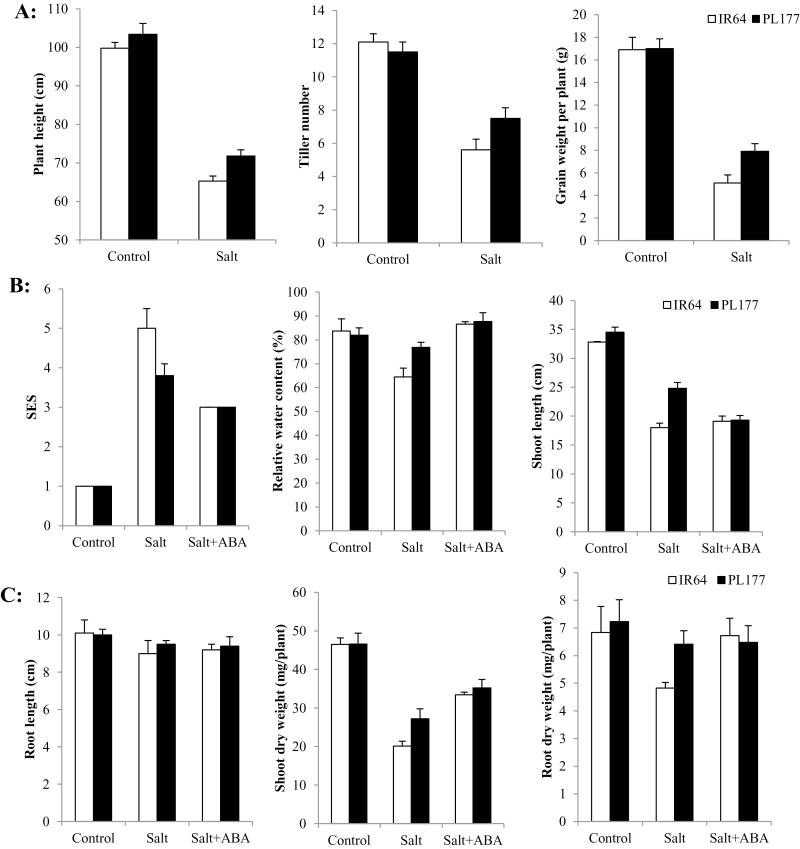
Morphological and yield trait performance of IR64 and PL177 measured under control, salt, and/or salt+ABA conditions. Results are shown as means±SD.

Significant differences were detected between IR64 and PL177 for salt damage scores and related traits measured under all three treatments at the seedling stage (Fig. 1B, 1C, Supplementary Table S3). Under the non-stress control and salt+ABA treatments, no significant differences were observed between IR64 and PL177 for all measured traits. However, under salt stress, salt tolerance-related trait values of both genotypes were significantly reduced but to a significantly lesser degree for PL177 than for IR64. Exogenous ABA significantly improved the trait values of IR64 for shoot dry weight (SDW), root dry weight (RDW) and RWC, but not for plant height (PH) and root length (RL). For PL177, exogenous ABA also improved its salt tolerance, SDW, and RWC, but caused no difference in RL and reduced its PH. These results indicated that exogenous ABA could remarkably offset the detrimental effect of salt stress on seedling growth of IR64.

In the absence of NaCl and ABA, IR64 and PL177 showed no differences in Na^+^ and K^+^ concentrations in shoots and roots (Fig. 2, Supplementary Table S4 at *JXB* online). Salt stress significantly increased Na^+^ concentrations and Na^+^/K^+^ ratios in shoots and roots of both genotypes. However, the genotypic differences in Na^+^ and K^+^ concentrations under salt were more evident in shoots than in roots, indicating a significant difference between IR64 and PL177 in shoot Na^+^ translocation. Compared with IR64, PL177 showed significantly lower Na^+^/K^+^ ratios in shoots, attributed largely to more Na^+^ translocation from the roots to the shoots in IR64. Thus, the improved salt tolerance of PL177 was at least partially attributed to its much lower Na^+^ concentration in shoots and thus lower Na^+^ toxicity in its shoots compared with IR64.

**Fig. 2.**
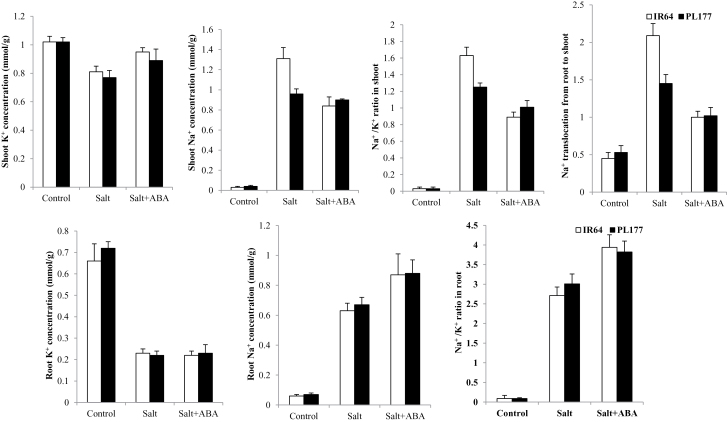
Shoot and root Na^+^ and K^+^ concentrations and Na^+^/K^+^ ratio in IR64 and PL177 under control, salt, and salt+ABA treatment conditions. Results are shown as means±SD.

The salt+ABA treatment had an overall mitigation effect on salt stress. In comparison with the salt-stressed rice seedlings, the shoot K^+^ content in both genotypes was significantly increased by exogenous ABA. ABA also increased the root Na^+^ concentration but had no effect on the root K^+^ concentration in both genotypes (Fig. 2, Supplementary Table S4). However, under salt stress, exogenous ABA significantly reduced the shoot Na^+^ concentrations but increased root Na^+^ concentrations of both genotypes, although this reduction or increase was more evident in IR64 than in PL177. As a result, the Na^+^/K^+^ ratio was remarkably reduced in shoots and increased in roots in both genotypes. The translocation of Na^+^ from the roots to the shoots was significantly reduced in both genotypes by exogenous ABA, but the genotypic difference in Na^+^/K^+^ ratio remained significant although much smaller compared with the salt treatment without ABA.

### Genotypic differences in metabolite profiling under salt and salt+ABA

Figure 3 and Supplementary Tables S5 and S6 at *JXB* online show the general pattern of the relative changes of the 88 measured primary metabolites (19 amino acids, 24 sugars, 29 organic acids, and 16 other small molecular components) in shoots and roots of PL177 and IR64 in response to the salt stress and salt+ABA treatments. In general, the level of virtually all measured primary metabolites except for 5-hydroxytryptamine, trehalose, and allantoin, was significantly higher in shoots than in roots of both genotypes and these changes were highly organ specific.

**Fig. 3.**
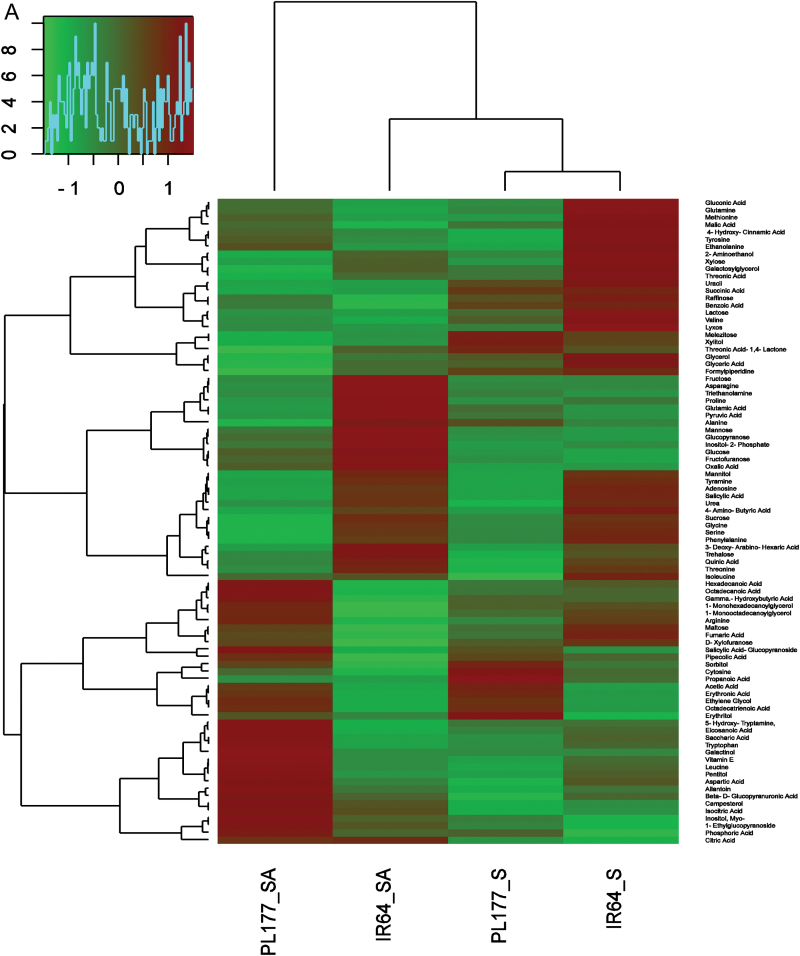

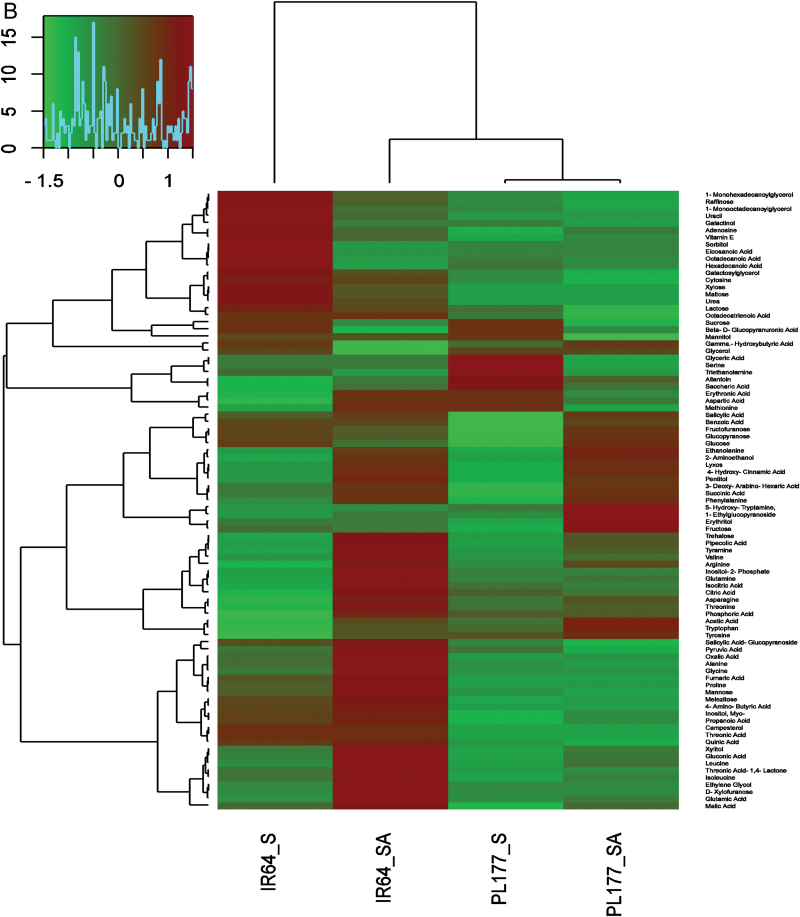
Results of hierarchical cluster analysis of changed metabolite pools. Hierarchical trees were drawn based on detected changed metabolites in shoots (A) and roots (B) of IR64 and PL177 under salt stress (S), salt stress+ABA (SA) treatments. (This figure is available in color at *JXB* online.)

In shoots, 38 of the 88 measured metabolites showed significant genotypic changes (G) in response to the treatments and explained an average of 6.5% of the total phenotypic variation; the treatments (T) caused significant changes (mostly increases) in most (77/88) metabolites and explained an average 58.6% of the total phenotypic variation; the G×T interaction was significant for 32 of the measured metabolites and accounted for an average of 12.7% of the total variation (Supplementary Table S6A). According to the principal component (PC) analyses, PC1 explained 60.1% of the total measured metabolite variation in the direction of the treatments, while PC2 accounted for 19.4% of the total variation that was attributed partially to the treatment differences and partially to the genotypic differences under salt+ABA. PC3 explained 11.3% of the total variation, which was due primarily to the genotypic differences within different treatments (Supplementary Table S7 at *JXB* online and Fig. 3A).

Supplementary Table S8 at *JXB* online shows those metabolites that increased significantly under salt and/or salt+ABA treatment in one or both genotypes; these could be classified into two major types based on their differential responses to the salt and salt+ABA treatments. Type I included 20 metabolites in shoots that increased significantly by more than 2.5-fold in one or both genotypes in response to salt but were insensitive to ABA. Of these, adenosine increased most dramatically by >18-fold and 44-fold in PL177 and IR64, respectively. Type II included 16 metabolites that were significantly responsive to both salt and ABA. Of these, proline, glutamine, and fructose were the most notable. The proline content increased by 66-fold and 25-fold in PL177, and by 204-fold and 769-fold in IR64 under salt and salt+ABA, respectively. The glutamine content increased by 4.7-fold and 6.3-fold in PL177, and by 13.3-fold and 2.6-fold in IR64 under salt and salt+ABA, while the fructose content increased by 15-fold and 22-fold in PL177, and by 28-fold and 515-fold in IR64 under salt and salt+ABA, respectively. In particular, the accumulation in shoots of both genotypes under salt and/or salt+ABA was highest for proline, glutamine, fructose, and fructofuranose, indicating their unique roles in rice salt tolerance.

In roots, 32 of the 88 measured metabolites showed significant genotypic changes in response to the treatments and explained an average of 10.1% of the total phenotypic variation; the treatments caused significant changes in 58 of the 88 measured metabolites and explained an average 38.7% of the total phenotypic variation; the G×T interaction was significant for 37 of the measured metabolites and accounted for an average of 15.6% of the total variation (Supplementary Tables S5 and S6B). Again, the maximum direction (PC1) of the metabolite changes in roots was attributed primarily to the treatments, which explained 35.5% of the total measured metabolite variation, and partially to the genotypic difference within the salt+ABA treatment (Supplementary Table S7, Fig. 3B). PC2 accounted for 26.3% of the total variation and was attributed partially to the treatment differences and partially to the genotypic differences under salt stress. PC3 explained 16.9% of the total variation, which was due primarily to the genotypic differences within different treatments (Supplementary Table S7).

The number of metabolites and the overall levels of salt- or salt+ABA-induced metabolic changes were much less in roots than in shoots of both genotypes. In roots, allantoin showed extremely high accumulation in roots of both genotypes under salt and salt+ABA conditions, with its content increasing by 111-fold and 57.7-fold in PL177 under salt and salt+ABA, respectively, and by 41.8-fold in IR64 under salt+ABA, when compared with the non-stress control (Supplementary Tables S2 and S8). Urea was unique, which decreased slightly in PL177 but increased dramatically by 49 and 30 times in IR64 under salt and salt+ABA. The asparagine contents in PL177 and IR64 increased 7.8 and 2.3 times under salt and by 10.3 and 14.4 times under salt+ABA, respectively. The pentitol contents in PL177 and IR64 increased by 3.2 and 3.9 times under salt, and by 7.4 and 8.2 times under salt+ABA (Supplementary Table S8).

Figure 4 shows the metabolic pathways leading to the most primary metabolites examined in this study, revealing two important results. First, salt-induced metabolic accumulation in the shoots of both genotypes primarily involved a few sugars (glucose, fructose, and fructofuranose) plus proline, all of which were ABA mediated. In contrast, salt-induced metabolic accumulation in the roots of both genotypes involved allantoin, urea, and glutamine, which are products of N metabolism. Trehalose was the only sugar with a relatively high accumulation in the roots of both genotypes.

**Fig. 4.**
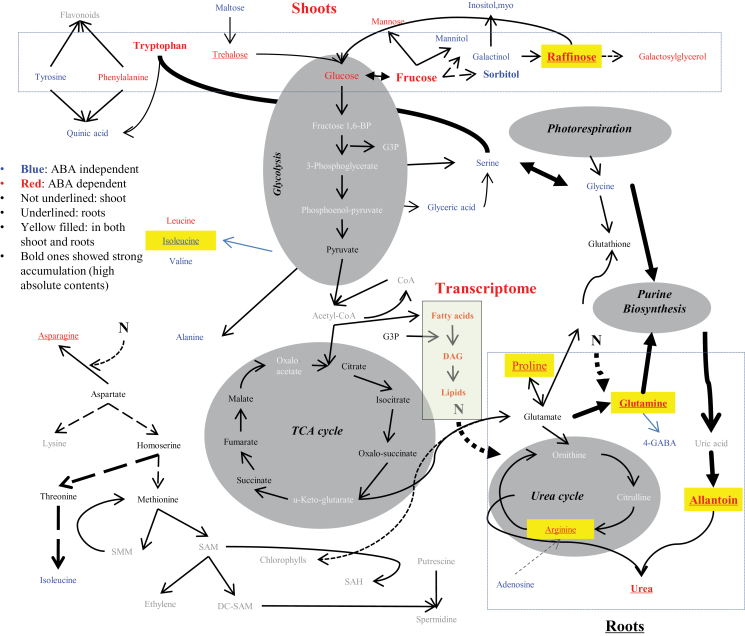
The metabolic pathways leading to the most primary metabolites under salt and salt+ABA conditions. (This figure is available in color at *JXB* online.)

### Global transcriptomic responses of PL177 and IR64 to salt and salt+ABA treatments

Based on the criteria of a greater than 2-fold change and significance at *P*<0.05 in *t*-tests, a total of 3738 genes were found to be differentially regulated in at least one sample of the shoots and roots of PL177 and IR64 under salt and salt+ABA, when compared with their respective controls. 

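PL177 is a salt-tolerant pyramiding line and IR64 its moderately salt-sensitive background parent. Gene expression in their shoots and roots was measured under the control, under salt (140 mM NaCl) and under salt+ABA (140 mM NaCl with 10 µM ABA). These are 12 groups of 3 arrays, which the paper describes as independent biological replicates, 36 Affymetrix rice arrays in all. The paper describes 11 d of treatment, whereas the sample labels give 4 d for the treated samples. The values deposited by the authors are intensities of 57381 probe sets on a linear scale, and the method that summarised and normalized them is not given in the sources used here. The median intensity of an array lay between 56.8 and 64.3, and 31.2% of all values were below 32. Here the 123 control probe sets were left out, the arrays of an organ were quantile normalized and 32 was added before the log2 scale was taken, so that fold changes of dim genes are understated. One limma model per organ was fitted to its 18 arrays and 6 groups. A probe set was counted as a DEG at a change of more than 2-fold with a Benjamini-Hochberg adjusted p below 0.05 over the 57258 probe sets tested. Of all probe sets, 22436 could be named by 1 gene, and 34727 could not. Lists of genes were set against all other genes with limma's camera at a preset correlation of 0.01. Some lists also hold genes of Tables S10 and S12, which the study chose on these samples, so that such lists are not independent evidence. In 110 pairs of a list and a comparison the list passed, and in 1 of them, the cytochrome P450 enzymes of PL177 shoots under salt, it also passed with an estimated correlation. The number of arrays, 3 per group, limits the precision, and 3 choices moved most counts of DEGs: the value added before the log2 scale, the test and the 2-fold threshold. With 128 added, 1882 probe sets were DEGs in at least 1 comparison with the control, and a t-test per probe set after adjustment left 947. Most calls of a single gene named here were also lost with the adjusted t-test, but none in roots under salt+ABA against the control, and the larger part was kept in PL177 roots for salt+ABA against salt. Without the 2-fold threshold 21203 probe sets passed limma.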

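HOX24, a homeodomain-leucine zipper transcription factor, rose under salt in all 4 samples, with log2 fold changes of 4.24 (standard error 0.25, adjusted p = 6.37e-07) in PL177 and 4.48 in IR64 in shoots, and 3.08 (standard error 0.51, adjusted p = 0.0012) in PL177 and 3.00 in IR64 in roots. PP2C59, a protein phosphatase 2C, rose in shoots by 3.84 in PL177 (standard error 0.36, adjusted p = 2.14e-05) and 3.49 in IR64. CYP74A2, an allene oxide synthase of jasmonate synthesis, fell in shoots under salt, with a log2 fold change of -4.06 (standard error 0.18, adjusted p = 4.96e-08) in IR64 and one of -4.0 in PL177. BZIP52, a bZIP transcription factor, fell in both organs, with -3.18 and -3.15 in shoots of PL177 and IR64 and -2.37 and -2.50 in roots (adjusted p = 2.51e-06, 2.13e-06, 1.37e-05 and 7.29e-06 from limma). In all, 3051 probe sets were DEGs in at least 1 of the 8 comparisons of salt or salt+ABA with the control.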

Cluster analysis clearly differentiated these DEGs into two major clusters in shoots and roots, subclusters between the treatments, and subclusters between the two genotypes within each treatment (Fig. 5). 

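ELA3 rose under salt in shoots, with log2 fold changes of 4.68 (standard error 0.37, adjusted p = 6.35e-06) in PL177 and 5.06 in IR64, and had log2 fold changes of 0.61 and 0.45 in roots (adjusted p = 0.0927 and 0.245). The difference between its responses in shoots and roots passed its own test in PL177 (4.07, standard error 0.45, adjusted p = 1.36e-06 from limma over all 36 arrays) and in IR64 (4.61, adjusted p = 1.6e-07). 4CL5, a 4-coumarate:CoA ligase, fell in shoots with log2 fold changes of -2.52 (standard error 0.33, adjusted p = 0.00026) in PL177 and -2.62 in IR64, while its log2 fold changes in roots were 0.98 in PL177 and 1.05 in IR64, of which only the second passed the threshold. That call ended at 1.05 with only the arrays compared, 0.99 with a pseudocount of 128, 0.85 and 0.90 without IR64 root salt replicates 1 and 3 and 0.92 without IR64 root control replicate 3, and the first passed at 1.20 without PL177 root salt replicate 2, 1.18 without PL177 root control replicate 2 and 1.06 without quantile normalization. Complete-linkage clustering of the 8 profiles of fold changes over the 3051 DEGs, on 1 minus Pearson's r across genes, which are not independent replicates, joined the 2 genotypes first within each organ and treatment. PL177 and IR64 joined at a height of 0.03 for roots under salt+ABA, 0.033 for roots under salt, 0.037 for shoots under salt and 0.064 for shoots under salt+ABA. The treatments joined at 0.21 in shoots and 0.337 in roots, and the organs last, at 0.799. Over all 57258 probe sets the genotypes joined at 0.083, 0.102, 0.101 and 0.128, in the same order. There the treatments joined at 0.434 in shoots and 0.468 in roots, and the organs at 0.938. The treatments of a genotype share their control arrays, which alone add to such a correlation, and the same-numbered control arrays of the genotypes deviated together, which adds to it too. Over all probe sets, the covariance of the salt and salt+ABA profiles in shoots was 0.08315 in PL177 and 0.07971 in IR64, against 0.01437 and 0.01465 in simulated arrays with no treatment effect. In roots it was 0.06522 and 0.05465, against 0.008197 and 0.008112.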

Using 10 randomly selected genes and 160 comparisons of two organs in two genotypes under two treatments of salt versus the control (10×2×2×2×2), the quantitative RT-PCR results were in good agreement with those from the microarray experiments (*r* ^*2*^=0.741; Supplementary Fig. S4 and Table S9 at *JXB* online).

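Of the genes listed in Table S9 for quantitative RT-PCR, 3 could be matched to a probe set. PM1 (Os05g0381400), annotated in Table S10 as an ABA-induced plasma membrane protein, rose under salt+ABA against the control by log2 fold changes of 2.70 (standard error 0.34, adjusted p = 0.000569) and 2.63 in shoots of PL177 and IR64, and of 4.31 (standard error 0.26, adjusted p = 6.33e-08) and 4.34 in roots. Os01g0795000, a subtilisin-like protease, moved in opposite directions in the 2 organs under salt. Its log2 fold changes were -1.73 (standard error 0.19, adjusted p = 6.62e-05) in PL177 and -1.92 in IR64 in shoots, and 2.40 (standard error 0.27, adjusted p = 6.26e-05) in PL177 and 2.09 in IR64 in roots. Os12g0555000, of the Bet v I allergen family, behaved likewise, at -2.14 in shoots and 1.45 in roots of PL177 (adjusted p = 0.00286 and 0.00709 from limma), and -2.39 and 1.06 in IR64. With 128 added before the log2 scale, the calls of Os01g0795000 in shoots ended at -0.81 and -0.93. The call of Os12g0555000 in IR64 roots ended at 1.06 with all 36 arrays in 1 fit, 1.06 with limma's trend and robust options, 1.06 with only the arrays compared, 0.97 with a pseudocount of 128, 0.87 and 0.95 without IR64 root control replicates 2 and 3, 1.12 and 0.72 without IR64 root salt replicates 1 and 2 and 1.06 without IR64 root salt+ABA replicates 1, 2 and 3, PL177 root salt replicate 2 and PL177 root salt+ABA replicates 1, 2 and 3, and that in IR64 shoots ended with only the arrays compared. The RT-PCR values themselves were not analysed here.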

**Fig. 5.**
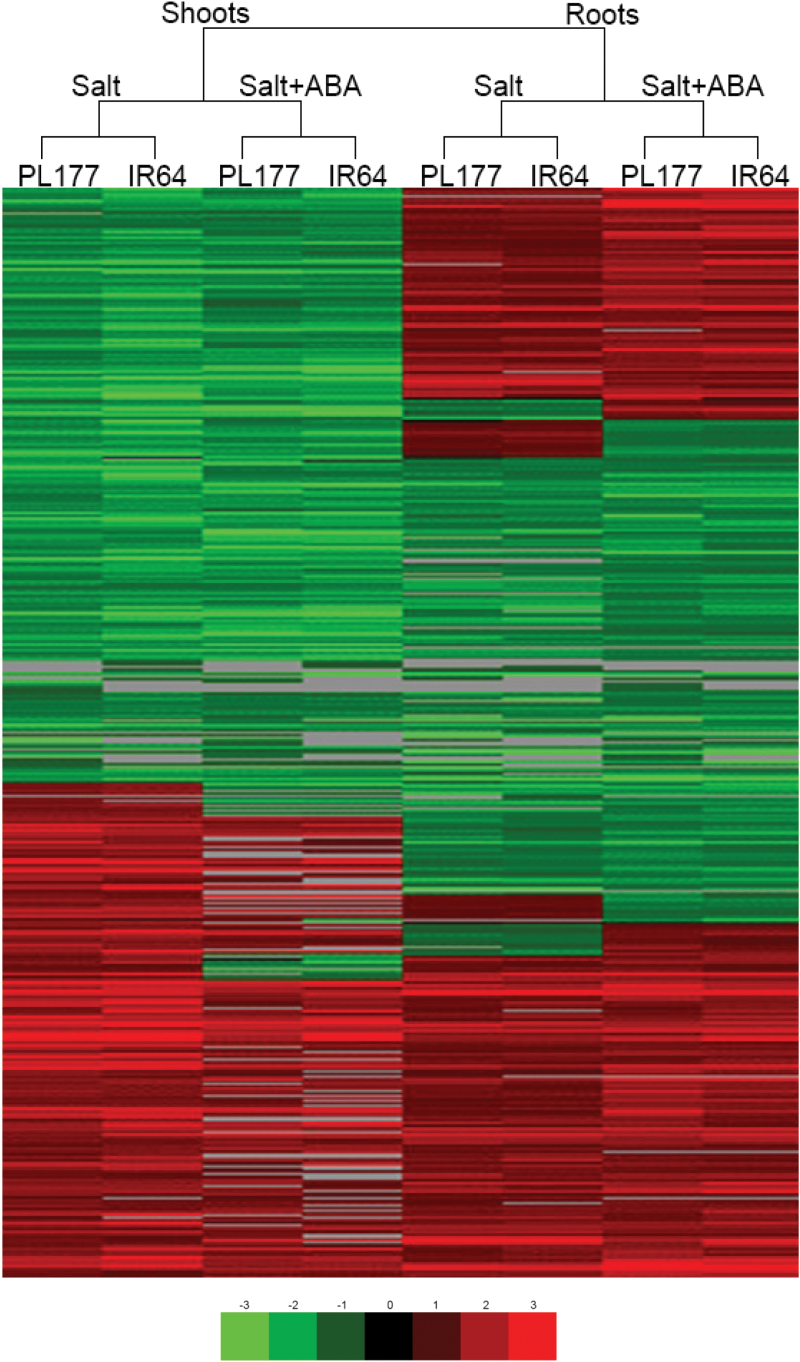
Cluster analysis of total DEGs under salt and salt+ABA treatments. (This figure is available in color at *JXB* online.)

Table 1 summarizes the total number of up- and down-regulated genes in roots and shoots of both genotypes under two treatments, revealing two general patterns of transcriptomic responses of IR64 and PL177 to salt and salt+ABA. 

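In shoots under salt the small heat-shock gene HSP18.6 rose by log2 fold changes of 3.26 (standard error 0.51, adjusted p = 0.00102) in PL177 and 3.19 in IR64, hsp17.9 by 2.20 (standard error 0.25, adjusted p = 9.23e-05) in PL177 and 2.03 in IR64, and HSF01, a heat-shock factor, by 2.42 (standard error 0.30, adjusted p = 0.000188) in PL177 and 2.24 in IR64. Of 54 heat-shock proteins and factors, 10 rose and 3 fell in PL177 shoots, and 12 rose and 3 fell in IR64 shoots (11 and 3, and 12 and 3, when adjusted over the list alone). The list was higher than other genes in both genotypes (adjusted p = 0.0026 and 0.002 from limma's camera, adjusted p = 0.41 and 0.375 with an estimated correlation). Against the control, 563 genes were up-regulated and 726 down-regulated by salt in PL177 shoots, and 554 and 793 in IR64 shoots. Under salt+ABA these numbers were 177 and 419 in PL177 shoots and 180 and 445 in IR64 shoots. In roots, salt up- and down-regulated 418 and 347 genes in PL177 and 348 and 339 in IR64, and salt+ABA 630 and 519 in PL177 and 501 and 457 in IR64. When the arrays were only centred on their medians, the split in PL177 roots under salt was 516 up and 280 down, or 64.8% up against 54.6%. Of 21 root marker genes, 2 fell in shoots under salt, NAAT1 and Lsi1 in PL177 and NAAT1 and LOC4342782 in IR64, and the list was lower than other genes (adjusted p = 0.0159 and 0.00303 from camera, adjusted p = 0.312 and 0.223 with an estimated correlation). Its call in PL177 ended without PL177 shoot control replicate 2. That array also moved counts in shoots. Without both shoot control arrays numbered 2, which was chosen after seeing the data, salt changed 2084 genes in PL177 and 2199 in IR64. Without IR64 shoot control replicate 2 alone there were 2035 in IR64, and under salt+ABA there were 388 without IR64 shoot salt+ABA replicate 2 and 380 in PL177 without PL177 shoot salt+ABA replicate 3. In the 12 comparisons of treatments, 20.5% to 38.8% of all probe sets had the 3 arrays of one group entirely above those of the other. Chance gives 10% on average over splits. Probe sets of the same arrays move together, so that 1 split can lie away from it, and the spread over splits was not computed. For PL177 against IR64 under the control the share was 7.3% in shoots and 11.8% in roots.

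**Figure D1:**
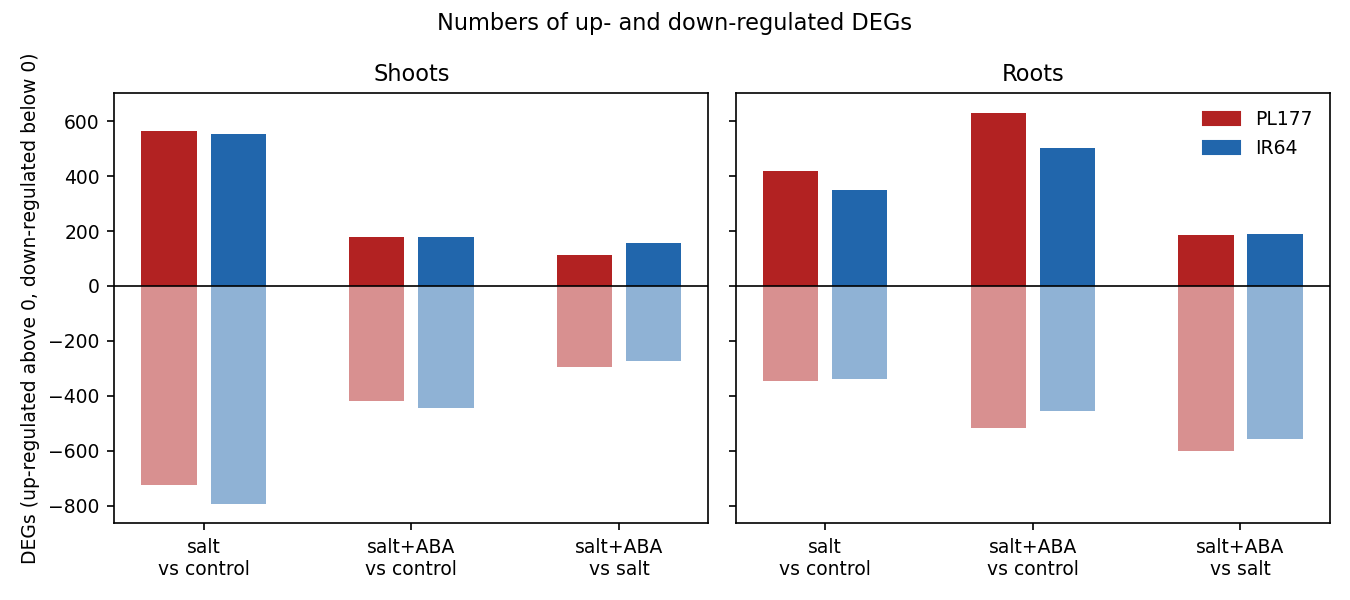
Numbers of up-regulated (above 0) and down-regulated (below 0) DEGs in shoots and roots, for salt and salt+ABA against the control and for salt+ABA against salt, with PL177 in red and IR64 in blue. In shoots the bars for salt against the control (563 up and 726 down in PL177) are longer than those for salt+ABA (177 and 419), and in roots they are shorter (418 and 347 against 630 and 519).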

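HOX24 and PP2C59, which rose in shoots under salt, were lower there when ABA was added. HOX24 had log2 fold changes of -2.12 (standard error 0.25, adjusted p = 0.000574) in PL177 and -1.72 in IR64 for salt+ABA against salt, and PP2C59 of -2.05 (standard error 0.36, adjusted p = 0.00349) in PL177 and -1.71 in IR64. In roots under salt+ABA against salt SWEET1b, a sugar transporter, rose by 2.67 (standard error 0.12, adjusted p = 9.01e-09) in PL177 and 2.54 in IR64, NSHB2, a nonsymbiotic haemoglobin, by 2.48 (standard error 0.35, adjusted p = 0.000314) in PL177 and 1.79 in IR64, and LAC19, a laccase, by 2.49 (standard error 0.08, adjusted p = 8.13e-11) in PL177 and 2.82 in IR64. The call of PP2C59 in IR64 shoots ended at -1.53 without IR64 shoot salt+ABA replicate 3. In shoots, salt changed 1289 genes in PL177 and 1347 in IR64, and salt+ABA 596 and 625. In roots, salt changed 765 and 687, and salt+ABA 1149 and 958.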

First, more genes were differentially regulated in roots by salt+ABA than by salt alone in both genotypes, but the opposite was true in shoots. Secondly, more genes were differentially regulated, particularly up-regulated, in the salt-tolerant line PL177 than in its salt-sensitive parent, IR64, under both the treatments.

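The difference between the genotypes in the response to salt was tested itself with limma. In shoots 0 probe sets passed, with 56 at an unadjusted p below 0.05 and more than 2-fold (11 higher and 45 lower in PL177), and the smallest adjusted p was 0.1283. In roots 1 passed, of 9 at an unadjusted p (4 higher and 5 lower). Leaving out 1 array raised the number in shoots to 3 without PL177 shoot control replicate 2 and to 1 without PL177 shoot salt replicate 1 or IR64 shoot salt+ABA replicate 1. It raised that in roots to 2 without IR64 root control replicate 2, IR64 root salt replicate 3 or PL177 root control replicate 2. Of the settings chosen after seeing the data, 1 passed in shoots without both shoot control arrays numbered 2, and the call in roots ended with the replicate number as a block within each treatment. WRKY76, a transcription factor that fell in shoots of both lines under salt, had log2 fold changes of -2.90 (standard error 0.35, adjusted p = 0.000153) in PL177 and -3.68 in IR64, and the difference of 0.78 did not pass (adjusted p = 1). SUT1, a sucrose transporter, rose in roots of both lines under salt, by 1.72 (standard error 0.17, adjusted p = 2.29e-05) in PL177 and 1.64 in IR64.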

**Table 1.** Summary of DEGs in seedlings of PL177 and IR64 under salt and salt+ABA conditions identified by the microarray experiments

Genotype	Organ	Treatment	Up-regulated	Down- regulated	Subtotal
IR64	Shoots	Salt	544	643	1187
		Salt+ABA	228	623	851
	Roots	Salt	525	362	887
		Salt+ABA	593	601	1193
PL177	Shoots	Salt	767	869	1636
		Salt+ABA	285	623	908
	Roots	Salt	653	307	960
		Salt+ABA	757	608	1365

### Genotype- and organ-specific gene expression changes in response to salt stress

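RAB16D and RAB16C, dehydrins of the RAB16 group, rose under salt in shoots and roots of both genotypes. RAB16D had log2 fold changes of 3.67 (standard error 0.35, adjusted p = 2.53e-05) in PL177 and 3.34 in IR64 in shoots, and 3.93 (standard error 0.32, adjusted p = 2.82e-06) in PL177 and 3.96 in IR64 in roots. RAB16C had 3.48 (standard error 0.29, adjusted p = 9.47e-06) in PL177 and 2.92 in IR64 in shoots, and 2.30 (standard error 0.21, adjusted p = 1.04e-05) in PL177 and 2.09 in IR64 in roots. In both organs of both genotypes 63 genes were up-regulated and 30 down-regulated by salt. The fold changes of shoots and roots under salt, over the DEGs, had Pearson's r of 0.304 in PL177 and 0.24 in IR64 across genes, which are not independent replicates. In PL177, 86 genes were up-regulated in both organs and 43 down-regulated, where independent lists would share 4.11 and 4.4, and 15 moved in opposite directions. In IR64 the numbers were 70 and 40, with 3.367 and 4.695 for independent lists, and 24 in opposite directions. The number down-regulated in both organs of both genotypes was 18 without IR64 shoot control replicate 3. Fitted on only the arrays compared, 39 were up-regulated and 6 down-regulated.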

Of the total 1636/1187 and 960/887 DEGs identified in the shoots and roots of PL177/IR64, respectively (Table 1), only 70 and 21 genes were commonly up- and down-regulated in the shoots and roots of both genotypes under salt stress (Fig. 6), indicating that the salt-induced transcriptomic responses of rice to salt stress were largely organ specific (Supplementary Table S10 at *JXB* online). 

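Genes called under salt in both genotypes moved in the same direction in both. In shoots SWEET15, a sugar transporter, rose by 3.56 (standard error 0.36, adjusted p = 3.62e-05) in PL177 and 3.92 in IR64, and LTP-2, a lipid transfer protein, by 3.64 (standard error 0.30, adjusted p = 8.91e-06) in PL177 and 3.54 in IR64. In roots SWEET12 rose by 4.60 (standard error 0.14, adjusted p = 4.89e-11) in PL177 and 3.67 in IR64, and IRT1, an iron transporter, by 2.44 (standard error 0.21, adjusted p = 4.02e-06) in PL177 and 2.13 in IR64. In shoots, 462 genes were up-regulated and 577 down-regulated in both PL177 and IR64, where independent lists would share 5.447 and 10.05. In roots 307 were up-regulated and 278 down-regulated in both, against 2.541 and 2.054, and none moved in opposite directions in either organ. The fold changes of PL177 and IR64 under salt had Pearson's r of 0.963 in shoots and 0.967 in roots across the DEGs, which were picked on these fold changes. Across all probe sets r was 0.899 and 0.898, and Spearman's rho 0.717 and 0.743. The same-numbered control arrays of the 2 genotypes deviated together, which adds to such a correlation.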

The majority of DEGs in shoots or roots of both genotypes showed the same expression patterns in response to salt stress, which was expected from the fact that PL177 and IR64 share much of the same genetic background.

**Fig. 6.**
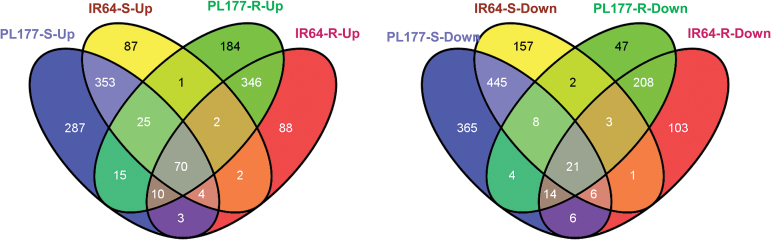
Four-way Venn diagram indicating the number of salt-up-regulated (left) and -down-regulated (right) genes found exclusively in the roots (R) and shoots (S) of two rice genotypes (salt-tolerant line PL177 and its salt-sensitive parent IR64) in the comparison between salt-stressed and non-stress treatments. (This figure is available in color at *JXB* online.)

As shown in Fig. 5, many DEGs detected under salt were genotype specific, which should have contributed to the phenotypic differences in salt tolerance between PL177 and IR64. 

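JAZ9, a repressor of jasmonate signalling, fell in shoots of both genotypes under salt, with log2 fold changes of -3.14 (standard error 0.55, adjusted p = 0.00234) in PL177 and -4.23 in IR64. The difference between the genotypes, 1.09 (standard error 0.78), did not pass the test over all genes (adjusted p = 1 from limma). LOC4341335 was the gene in roots for which the responses differed, at -1.85 (standard error 0.20, adjusted p = 0.00654). Its log2 fold changes under salt were -0.17 in PL177 and 1.68 in IR64. With the replicate number as a block within each treatment, chosen after seeing the data, the call ended and the number of such genes in roots was 0. LEA proteins and dehydrins had the clearest shift of a list between the genotypes, in the response to ABA of shoots, with a median of -0.49 (adjusted p = 2.89e-05 from camera, adjusted p = 0.637 with an estimated correlation), and none of its genes passed. Heat-shock proteins and factors shifted too in that comparison (adjusted p = 0.00383 from camera, adjusted p = 0.637 with an estimated correlation). Neither list was tested there with arrays left out. In PL177 shoots under salt, replicate 3 was the highest array for RAB16B (12.145, against 10.985 and 11.339) and LEA19 (13.292, against 12.698 and 13.092). Both are in the list of LEA proteins and dehydrins and in Table S10, which the study chose on these samples.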

Compared with IR64, 287 and 365 genes were exclusively up- and down-regulated in shoots of PL177, while 184 and 47 genes were exclusively up- and down-regulated in the roots of PL177 under salt stress (Fig. 6). 

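PP2C30, a protein phosphatase 2C, rose under salt in PL177 roots by a log2 fold change of 2.04 (standard error 0.60, adjusted p = 0.0324) and had 1.59 (standard error 0.60, adjusted p = 0.104) in IR64 roots, where it did not pass. PSY3, a phytoene synthase, rose by 1.60 (standard error 0.40, adjusted p = 0.0151) in PL177 roots and had 1.26 (standard error 0.40, adjusted p = 0.0565) in IR64 roots. The differences between the genotypes did not pass for either (adjusted p = 1 and 1 from limma). In shoots, 95 genes were up-regulated and 143 down-regulated by salt in PL177 and in no other sample, and in roots 89 and 57. Of the 101 genes up-regulated in PL177 shoots and not in IR64 shoots, 99 had a higher value in IR64 too, with median log2 fold changes of 1.12 in PL177 and 0.88 in IR64. For the 149 down-regulated genes the medians were -1.18 and -0.87, and 138 were lower in IR64 too. In roots the medians were 1.11 and 0.90 for 111 up-regulated genes and -1.11 and -0.89 for 69 down-regulated genes. None of these 4 sets held a gene whose difference between the genotypes passed limma over all genes. At an unadjusted p below 0.05 and without the 2-fold threshold, 7, 31, 5 and 4 genes did. When limma's p was adjusted over each set alone, also without that threshold, 2, 1, 0 and 1 genes did. The call of PP2C30 ended at 2.04 with limma's trend and robust options, 2.04 with only the arrays compared, 1.71 with a pseudocount of 128, 2.11, 2.01 and 1.99 without PL177 root control replicates 1, 2 and 3 and 1.45 and 2.12 without PL177 root salt replicates 1 and 3, and that of PSY3 at 1.60 with only the arrays compared, 1.52 and 1.40 without PL177 root control replicates 1 and 3 and 1.17 without PL177 root salt replicate 1. Leaving out 1 array moved the 4 counts to between 37 (without PL177 shoot salt replicate 3) and 273 (without PL177 shoot control replicate 2), between 44 (PL177 shoot salt replicate 2) and 556 (PL177 shoot control replicate 2), between 59 (PL177 root control replicate 3) and 199 (PL177 root control replicate 2), and between 37 (IR64 root control replicate 2) and 163 (PL177 root control replicate 2). Such genes were not particular to PL177. In shoots, 92 were up-regulated and 216 down-regulated in IR64 and not in PL177, with medians of 1.12 and -1.16 in IR64 and 0.88 and -0.91 in PL177. In roots these were 41 and 61, with medians of 1.05 and -1.06 in IR64 and 0.88 and -0.90 in PL177. Of the 41, 1 had a difference between the genotypes that passed limma over all genes.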

The 347 specifically up-regulated genes in the PL177 shoot were involved in eight pathways that are known to be associated with salt tolerance in plants (Supplementary Table S11 at *JXB* online). MapMan software was used to assign genes to functional categories (Supplementary Fig. S5 at *JXB* online). These pathways included cytoplasmic vesicle (GO:0031410), vesicle (GO:0031982), cytoplasmic membrane-bounded vesicle (GO:0016023), membrane-bounded vesicle (GO:0031988), hydrolase activity (GO:0016798), polysaccharide metabolism process (GO:0005976), hydrolase activity, hydrolyzing *O*-glycosyl compounds (GO:0004553), and the extracellular region (GO:0005576). These results suggested that sequestration by vacuoles, detoxification, and cell-wall remodeling are key mechanisms in shoots that contribute to the improved salt tolerance of PL177 (Supplementary Fig. S5A). 

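Of 7 glutathione S-transferases, enzymes of detoxification, 3 rose and none fell in shoots under salt, in PL177 as in IR64 (3 and 3 when adjusted over the list alone). Their median log2 fold changes were 0.90 and 0.80 (adjusted p = 0.00833 and 0.00465 from camera, adjusted p = 0.106 and 0.0934 with an estimated correlation). Of 30 cytochrome P450 enzymes, 3 rose and 6 fell in PL177 shoots and 3 rose and 7 fell in IR64 shoots (3 and 6, and 3 and 7, when adjusted over the list alone). CYP74A2 was the largest change among them, and the list was lower than other genes (adjusted p = 0.0026 in PL177 and 0.00413 in IR64 from camera, adjusted p = 0.0486 and 0.0855 with an estimated correlation). Among cell-wall genes, none of 30 expansins and xyloglucan enzymes rose and 1 fell in either genotype (adjusted p = 0.907 and 0.93). None of 32 cellulose and callose synthases changed in PL177 shoots, and 1 fell in IR64 (adjusted p = 0.431 and 0.153). Of 25 aquaporins, channels of the plasma and vacuolar membranes, 1 rose and 1 fell in PL177 shoots and 1 rose in IR64 shoots (adjusted p = 0.696 and 0.974). None of these lists differed between the genotypes in the response to salt, with adjusted p from camera of 0.658, 0.827, 0.484, 0.484 and 0.484, in the order given. They are not the GO categories on which the paper's conclusion rests, and those were not analysed here. Probe sets with no gene named, 34727 in all, could enter a list only through Tables S10 and S12.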

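CYP707A6, an ABA 8′-hydroxylase of the cytochrome P450 family, rose in roots under salt, with log2 fold changes of 1.54 (standard error 0.18, adjusted p = 8.58e-05) in PL177 and 1.20 (standard error 0.18, adjusted p = 0.000665) in IR64. The difference between the genotypes was 0.34 (standard error 0.26, adjusted p = 1 from limma). Of the 30 cytochrome P450 enzymes, most of which are mono-oxygenases, 2 rose and none fell in PL177 roots and 1 rose in IR64 roots (2 and 1 up when adjusted over the list alone). The list did not differ from other genes in either genotype (adjusted p = 0.922 and 0.996 from camera). None of the 7 glutathione S-transferases changed in roots of either genotype under salt by limma, with 0 at an adjusted p over the list alone (adjusted p = 0.938 and 0.846 from camera). The paper's GO categories of oxidoreductase and mono-oxygenase activity were not analysed here, and these lists do not stand for them.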

There were only 36 genes that were specifically up-regulated in PL177 roots, which were involved in four major pathways, including the monocarboxylic acid metabolic process (GO:0032787), oxidoreductase activity (GO:0016491), and mono-oxygenase activity (GO:0004497), implying enhanced oxidation–reduction reactions in the roots of PL177 under salt conditions. Surprisingly, six genes involved in photosynthesis (GO:0015979) were also up-regulated in PL177 roots, suggesting their possible roles other than photosynthesis (Supplementary Fig. S5B).

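LHCP, a chlorophyll a/b binding protein of the antenna, rose in roots under salt in both genotypes, with log2 fold changes of 1.59 (standard error 0.40, adjusted p = 0.0143) in PL177 and 1.42 in IR64. RCABP69, another chlorophyll a/b binding protein, rose by 1.34 (standard error 0.30, adjusted p = 0.00726) in PL177 and 1.14 in IR64. Of 10 photosystem and antenna genes, 4 rose and none fell in roots of each genotype (4 and 4 up when adjusted over the list alone), with medians of 0.66 in PL177 and 0.71 in IR64 (adjusted p = 5.91e-05 and 8.62e-06 from camera, adjusted p = 0.67 and 0.418 with an estimated correlation). Of 11 enzymes of chlorophyll synthesis, 2 rose and none fell, among them CHLH, a Mg-chelatase subunit, by 1.22 and 1.13 (list medians 0.49 and 0.51, adjusted p = 0.00214 and 0.000144 from camera, adjusted p = 0.67 and 0.418 with an estimated correlation). LFNR1, the leaf ferredoxin-NADP reductase, had 0.66 and 0.79, below the threshold. None of these changes differed between the genotypes by limma (adjusted p = 1 for LHCP). Among the 100 probe sets brightest in shoots and more than 8-fold brighter there than in roots, 77% were higher in PL177 roots under salt than under the control. Of 7 YABBY genes of shoot organs, 0 changed by limma in roots of either genotype (adjusted p = 0.938 in PL177 and 0.7 in IR64 from camera). A small share of shoot tissue would move only genes that are bright in shoots. The brightness of the YABBY genes was not examined, so they do not decide whether shoot tissue was present. The calls of LHCP ended at 1.59 with only the arrays compared, 1.21 without PL177 root control replicate 3 and 1.45 without PL177 root salt replicate 3 in PL177, and at 1.42 with only the arrays compared, 1.22 and 1.40 without IR64 root control replicates 1 and 3 and 1.31 and 1.10 without IR64 root salt replicates 2 and 3 in IR64. Those of RCABP69 ended at 1.34 with only the arrays compared and 0.94 without PL177 root control replicate 3, and at 1.05 and 1.06 without IR64 root control replicates 1 and 3 and 1.06 and 1.01 without IR64 root salt replicates 2 and 3, and those of CHLH ended at 0.94 with a pseudocount of 128 and 1.02 without PL177 root control replicate 3, and at 1.13 with only the arrays compared, 0.90 with a pseudocount of 128, 0.88 and 0.97 without IR64 root salt replicates 2 and 3 and 1.02 without IR64 root control replicate 1.

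**Figure D2:**
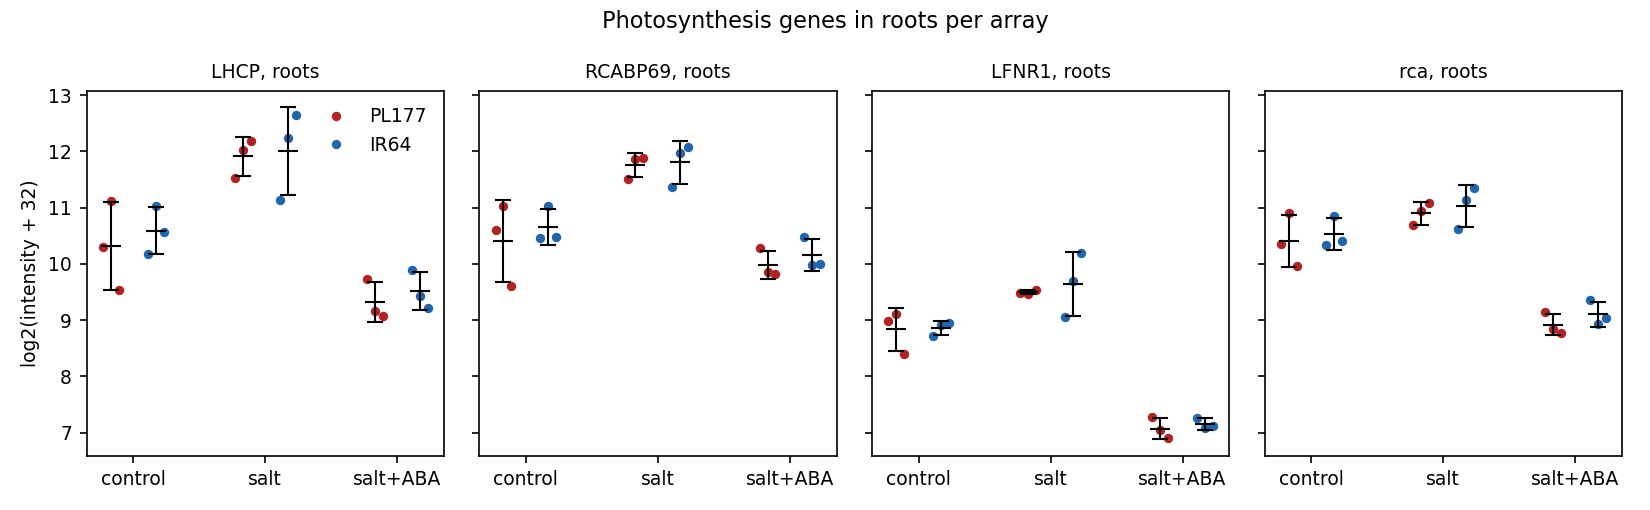
Levels of LHCP, RCABP69, LFNR1 and rca in roots under control, salt and salt+ABA, as log2(intensity + 32). Points are arrays, and dashes with bars are the mean ± SD of 3 arrays of PL177 or IR64. In both genotypes the mean of each of the 4 genes is highest under salt and lowest under salt+ABA.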

Large numbers of genes of diverse functions were specifically down-regulated in the PL177 shoots (Supplementary Table S11). 

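CPK1, a calcium-dependent protein kinase, fell in shoots under salt in both genotypes, with log2 fold changes of -1.69 (standard error 0.23, adjusted p = 0.000434) in PL177 and -1.77 in IR64, the second of which did not pass with only the arrays compared. Of 20 calcium-dependent protein kinases, 4 fell in PL177 and 5 in IR64 and none rose (4 and 5 when adjusted over the list alone), with medians of -0.47 and -0.42 (adjusted p = 3.96e-05 and 0.00073 from camera, adjusted p = 0.236 and 0.275 with an estimated correlation). Of 10 SAPK kinases of ABA signalling, SAPK1 rose by 1.45 and 1.50 in PL177 and IR64, and SAPK2 fell, with -1.34 and -1.39 (list adjusted p = 0.907 and 0.846 from camera). The call of SAPK2 in PL177 ended at -1.34 with only the arrays compared, -1.24 and -1.12 without PL177 shoot control replicates 1 and 3 and -1.16 and -1.32 without PL177 shoot salt replicates 2 and 3, and in IR64 at -1.39 with only the arrays compared, -1.21 and -1.06 without IR64 shoot control replicates 1 and 3 and -1.23 and -1.31 without IR64 shoot salt replicates 2 and 3. Of 24 calcineurin B-like interacting kinases, 3 fell in PL177 and 2 in IR64 (adjusted p = 0.634 and 0.855). None of the 10 photosystem and antenna genes changed in shoots of either genotype by limma (adjusted p = 0.798 and 0.686 from camera). In shoots LHCP lay between 13.95 and 14.10 and rca between 14.03 and 14.19 on the log2(intensity + 32) scale, near the top of the range of an array, where a change may not be seen. Of 5 Calvin cycle enzymes and 11 of chlorophyll synthesis, 0 and 0 fell in PL177 shoots and 0 and 0 in IR64 shoots (adjusted p in PL177 = 0.907 and 0.358). The paper's GO categories, such as kinase activity and photosynthetic membrane, were not analysed here, and these lists do not stand for them.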

The most over-represented GO categories of these included catalytic activity (GO:0003824), kinase activity (GO: 0016301), transferase activity (GO: 0016740), photosynthetic membrane (GO: 0034357), and membrane (GO:0016020), showing that energy metabolism and photosynthesis were evidently repressed in the shoots of PL177.

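Table S12 lists candidate genes that the study chose on these samples, so that their direction here is not independent evidence. Of the 26 listed for shoots, 7 passed as up-regulated by salt in PL177 and 1 in IR64, with median log2 fold changes of 1.18 in PL177 and 0.76 in IR64. The response was larger in PL177 for 24 of the 26. Of the 20 listed for roots, 4 passed in PL177 and 1 in IR64, with medians of 0.96 and 0.66, and 18 were larger in PL177. None of the differences between the genotypes passed over all genes by limma. At an unadjusted p below 0.05 and more than 2-fold, 1 did in shoots and 0 in roots, and 1 and 0 passed when adjusted over the list alone.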

By mapping the DEGs that were up-regulated exclusively in PL177 on the rice genome, we were able to identify 43 candidate genes that fell into the six genomic regions of PL177 introgressed from its donors (Supplementary Fig. S2 and Supplementary Table S12 at *JXB* online). Of these, several genes of regulatory function were of great interest, including an ABA-responsive element binding protein (Os06g0211200), a Zn-finger, a RING domain-containing protein (Os04g0105100), Annexin p33 (Os06g0221200), and a receptor kinase-like protein (LOC_Os11g07140).

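Os06g0211200, the ABA-responsive element binding protein, rose under salt in PL177 shoots by a log2 fold change of 1.19 (standard error 0.37, adjusted p = 0.0488) and had 0.70 (standard error 0.37, adjusted p = 0.293) in IR64 shoots. In roots it rose by 1.15 (standard error 0.14, adjusted p = 8.45e-05) in PL177 and had 0.90 (standard error 0.14, adjusted p = 0.000614) in IR64. The differences between the genotypes were 0.49 (standard error 0.52) and 0.25 (standard error 0.19), and neither passed (adjusted p = 1 and 1 from limma). Os04g0105100, the RING domain protein, had 0.97 (standard error 0.25, adjusted p = 0.0188) in PL177 roots and 0.65 in IR64 roots, below the 2-fold threshold, which it passed in PL177 at 1.32 without PL177 root control replicate 2 and 1.13 without PL177 root salt replicate 2. The annexin Os06g0221200 had 0.83 in PL177 shoots and 0.63 in IR64 shoots, and the receptor kinase-like LOC_Os11g07140 had 0.74 and 0.51. The call of Os06g0211200 in shoots ended at 1.19 with limma's trend and robust options, 1.21 without quantile normalization, 1.19 with only the arrays compared, 0.95 with a pseudocount of 128, 1.35, 1.15 and 1.06 without PL177 shoot salt replicates 1, 2 and 3, 1.19 without IR64 shoot control replicate 2, IR64 shoot salt replicate 3, IR64 shoot salt+ABA replicates 1, 2 and 3 and PL177 shoot salt+ABA replicates 1, 2 and 3 and 0.81 without PL177 shoot control replicate 3, and that in roots at 0.99 with a pseudocount of 128.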

### Identification of ABA-mediated pathways for salt tolerance in rice

Because exogenous ABA was able to ameliorate the salt stress effect on both rice genotypes, direct comparison between the transcriptomic data under salt and salt+ABA conditions allowed us to determine DEGs and their involved pathways contributing to enhanced salt tolerance in rice. 

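AMY1.3, an alpha-amylase, and Cht6, a chitinase, were higher in shoots under salt+ABA than under salt. AMY1.3 rose by log2 fold changes of 2.24 (standard error 0.57, adjusted p = 0.0211) in PL177 and 2.91 in IR64, and Cht6 by 2.32 (standard error 0.58, adjusted p = 0.0194) in PL177 and 2.68 in IR64. Both had fallen under salt against the control, AMY1.3 with -3.14 in PL177 and -3.58 in IR64, and Cht6 with -2.79 and -2.90. For salt+ABA against salt, 407 genes changed in PL177 shoots, 428 in IR64 shoots, 787 in PL177 roots and 747 in IR64 roots. This is a sum of 2369 and a union of 1424 genes. The call of AMY1.3 in PL177 ended at 1.51 with a pseudocount of 128, 1.97 and 2.07 without PL177 shoot salt replicates 2 and 3 and 2.22, 2.21 and 2.30 without PL177 shoot salt+ABA replicates 1, 2 and 3, and that of Cht6 at 1.94 and 2.24 without PL177 shoot salt replicates 2 and 3 and 2.31, 2.27 and 2.37 without PL177 shoot salt+ABA replicates 1, 2 and 3 in PL177, and at 2.24 without IR64 shoot salt replicate 2 and 2.63 without IR64 shoot salt+ABA replicate 3 in IR64. Without single arrays the total in PL177 shoots was 192 (PL177 shoot salt replicate 3) or 262 (PL177 shoot salt+ABA replicate 1), and that in IR64 shoots 255, 282 or 232 (IR64 shoot salt+ABA replicates 1, 2 and 3).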

Figure 7 shows a four-way Venn diagram of the total 4382 DEGs detected in all shoot and root samples of PL177 and IR64 under salt+ABA treatment compared with those under only salt stress. 

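Genes that passed for salt+ABA against salt in 1 genotype had medians of the same sign in the other. Of the 41 up-regulated in shoots of PL177 and not of IR64, the median log2 fold change was 1.28 in PL177 and 0.89 in IR64, and for 84 down-regulated genes -1.15 and -0.92. In roots the medians were 1.17 and 0.82 for 67 up-regulated genes and -1.08 and -0.90 for 103 down-regulated genes. Called in IR64 and not in PL177 were 84 up and 62 down in shoots, with medians of 1.19 and -1.09 in IR64 and 0.92 and -0.89 in PL177. In roots these were 69 and 61, with medians of 1.14 and -1.09 in IR64 and 0.86 and -0.91 in PL177. ELA3, called in shoots and roots of both, fell in shoots with log2 fold changes of -1.99 (standard error 0.37, adjusted p = 0.0045) in PL177 and -1.70 in IR64 and rose in roots with log2 fold changes of 1.54 (standard error 0.23, adjusted p = 0.000547) in PL177 and 1.65 in IR64. Its call in IR64 shoots ended at -1.56 without IR64 shoot salt+ABA replicate 3, and that in PL177 roots at 0.94 with a pseudocount of 128. In 1 sample and no other, 40 genes were up-regulated in PL177 shoots, 84 in IR64 shoots, 67 in PL177 roots and 68 in IR64 roots. The numbers down-regulated in 1 sample were 84, 62, 102 and 60. Leaving out 1 array moved the numbers up-regulated to between 12 (without PL177 shoot salt+ABA replicate 1) and 78 (IR64 shoot salt replicate 2), 17 (IR64 shoot salt+ABA replicate 3) and 174 (IR64 shoot salt replicate 1), 32 (PL177 root salt replicate 3) and 122 (PL177 root salt replicate 1), and 36 (IR64 root salt+ABA replicate 2) and 121 (IR64 root salt replicate 1). It moved the numbers down-regulated to between 22 (PL177 shoot salt replicate 3) and 140 (IR64 shoot salt+ABA replicate 1), 37 (IR64 shoot salt+ABA replicate 3) and 154 (PL177 shoot salt replicate 3), 63 (IR64 root salt replicate 1) and 177 (IR64 root salt replicate 3), and 28 (IR64 root salt replicate 3) and 195 (IR64 root salt replicate 1). No difference between the genotypes in the response to ABA passed limma in shoots (10 at an unadjusted p below 0.05 and more than 2-fold) or in roots (3), apart from 1 in roots without IR64 root salt+ABA replicate 3 or with a pseudocount of 128. With the replicate number as a block within each treatment, chosen after seeing the data, 1 passed in shoots.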

Although largely tissue specific, the majority of these DEGs were common in both genotypes, and only 52/160 and 63/70 genes were up-regulated, and 113/114 and 137/121 genes were down-regulated exclusively by exogenous ABA in the shoots and roots of PL177/IR64, respectively.

**Fig. 7.**
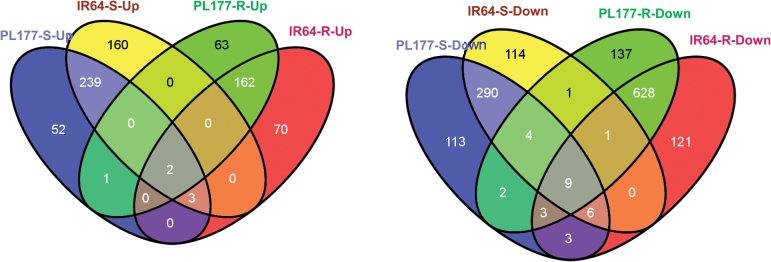
Four-way Venn diagram indicating the number of up-regulated (left) and down-regulated (right) genes found exclusively in the roots (R) and shoots (S) of two rice genotypes (salt-tolerant line PL177 and its salt-sensitive parent IR64) in the comparison between salt+ABA treatment and salt-stressed conditions. (This figure is available in color at *JXB* online.)

There were 244 and 309 genes that were commonly up- and down-regulated in the shoots and 164 and 641 genes commonly up- and down-regulated in the roots of both genotypes, indicating that they were involved ABA-mediated pathways (Fig. 7). 

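WRKY76 was higher and ICL, an isocitrate lyase of the glyoxylate cycle, lower in shoots of both genotypes under salt+ABA than under salt. WRKY76 rose by log2 fold changes of 1.85 (standard error 0.35, adjusted p = 0.00506) in PL177 and 2.94 in IR64, and ICL had -2.22 (standard error 0.38, adjusted p = 0.00311) in PL177 and -2.34 in IR64. Under salt against the control, ICL had risen by 3.91 in PL177 and 4.40 in IR64. In shoots 72 genes were up-regulated and 210 down-regulated in both genotypes, and in roots 120 and 497. One gene was up-regulated and 3 were down-regulated in both organs of both genotypes. The number up-regulated in shoots of both moved between fits, to 8 with the t-test after adjustment, to 1548 without the 2-fold threshold, to 26 without PL177 shoot salt replicate 3, to 138 without IR64 shoot control replicate 2, to 148 with the replicate number as a block within the organ, and to 245 without both shoot control arrays numbered 2. The number down-regulated in shoots of both was 129 without PL177 shoot salt replicate 3. From the genes changed in both genotypes, the paper concludes that they belonged to ABA-mediated pathways.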

GO analysis indicated that these tissue-specific DEGs were functionally enriched in unique functional categories. The overdominant function categories for the up-regulated genes in the shoots of both genotypes included the lipid metabolic process (GO: 0006629), cellular lipid metabolic process (GO: 0044255), and fatty acid metabolic process (GO: 0006631), while the commonly down-regulated genes in shoots were those involved in the response to stress (GO: 0006950) and stimulus (GO: 0050896), and cytoplasmic vesicle (GO: 0031410), implying that ABA-mediated pathways for salt tolerance include lipid and fatty acid metabolism and cytoplasmic transport in the shoots (Supplementary Fig. S5C).

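CM-LOX1, a lipoxygenase, rose in shoots under salt+ABA against salt by log2 fold changes of 1.78 (standard error 0.51, adjusted p = 0.0382) in PL177 and 2.07 in IR64. None of 7 genes of fatty acid synthesis, desaturation and elongation changed in shoots of either genotype by limma (medians 0.06 and 0.11, adjusted p = 0.269 and 0.308 from camera). Of 7 lipid transfer proteins, 1 fell in each genotype and none rose (adjusted p = 0.732 and 0.926). Both lists hold only genes that could be named or that Tables S10 and S12 pair with a probe set. They cover a part of lipid metabolism, and the paper's GO categories were not analysed here, so the lists do not test its enrichment. Among stress genes, 10 of 54 heat-shock proteins and factors fell and none rose in PL177 shoots (10 when adjusted over the list alone), and 4 fell and 1 rose in IR64 shoots (6 and 1). The list was lower in PL177 (adjusted p = 0.00134 from camera, adjusted p = 0.386 with an estimated correlation) and did not pass in IR64 (adjusted p = 0.0684). Of 16 stress transcription factors, 0 rose and 0 fell in PL177, and 1 rose and 0 fell in IR64 (adjusted p = 0.932 and 0.444). The calls of CM-LOX1 ended at 1.39 and 1.75 without PL177 shoot salt replicates 2 and 3, 1.83, 1.77 and 1.74 without PL177 shoot salt+ABA replicates 1, 2 and 3 and 1.78 without IR64 shoot salt+ABA replicate 3 in PL177, and at 1.65 and 2.00 without IR64 shoot salt replicates 2 and 3 and 2.02, 2.16 and 2.02 without IR64 shoot salt+ABA replicates 1, 2 and 3 in IR64.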

Significantly enriched genes commonly up-regulated in the roots of both genotypes included oxidoreductase activity (GO:0016491), cation binding (GO:0043169), catalytic activity (GO:0003824), metal ion binding (GO:0046872), and transferase activity (GO:0016740), while those commonly down-regulated genes in the roots of both genotypes were involved in photosynthesis (GO:0015979), photosynthetic membrane (GO:0034357), cellular metabolic process (GO:0044237), cellular biosynthetic process (GO:0044249), translation (GO:0006412), transcription regulator activity (GO:0030528), and cell membrane (GO:0005623) (Supplementary Fig. S5D).

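In roots under salt+ABA against salt LAC15, a laccase, rose by log2 fold changes of 2.15 (standard error 0.09, adjusted p = 1.82e-09) in PL177 and 2.64 in IR64, and GST1, a glutathione S-transferase, by 1.44 (standard error 0.30, adjusted p = 0.00675) in PL177 and 1.37 in IR64. Of 30 cytochrome P450 enzymes, 4 rose and none fell in PL177 and 6 rose and 1 fell in IR64 (4 and 1, and 6 and 1, when adjusted over the list alone; adjusted p = 0.00445 and 0.00152 from camera, adjusted p = 0.142 and 0.0641 with an estimated correlation). Of 7 glutathione S-transferases, 3 rose in each genotype (adjusted p = 0.0213 in PL177, adjusted p = 0.543 with an estimated correlation, and 0.0995 in IR64, where the list did not pass), and the call in PL177 ended at 0.0507 without PL177 root salt+ABA replicate 3. Of the genes of photosynthesis, LHCP had -2.59 (standard error 0.40, adjusted p = 0.000631) in PL177 and -2.50 in IR64, LFNR1 -2.43 (standard error 0.22, adjusted p = 6.73e-06) in PL177 and -2.49 in IR64, and RCABP69 -1.77 and -1.64. Of 10 photosystem and antenna genes, 8 fell in each genotype, with medians of -1.46 and -1.47 (adjusted p = 3.65e-13 and 5.22e-14 from camera, adjusted p = 0.142 and 0.0641 with an estimated correlation). Of 5 Calvin cycle enzymes, 3 fell in each, among them rbcS, the Rubisco small subunit, with -1.94 and -2.19 and rca, Rubisco activase, with -1.98 and -1.93 (list adjusted p = 0.000115 and 5.54e-06 from camera, adjusted p = 0.142 and 0.0641 with an estimated correlation). Of 11 enzymes of chlorophyll synthesis, 3 fell in PL177 and 4 in IR64, CHLH with -1.56 and -1.74 and PORB with -1.69 and -1.75 (adjusted p = 2.94e-05 and 6.39e-07 from camera, adjusted p = 0.169 and 0.0641 with an estimated correlation). GDCSH, of the glycine decarboxylase of photorespiration, had -2.28 and -2.45. Of 23 cytosolic ribosomal proteins, 1 fell in PL177 and 2 in IR64, with RPL27 at -1.24 and -1.28 (list adjusted p = 0.625 and 0.295). Of the 100 probe sets brightest in shoots among those more than 8-fold brighter there, 88% were lower in roots under salt+ABA than under salt. Of 7 YABBY genes, 0 changed by limma (adjusted p = 0.785 and 0.568 from camera). Their brightness in shoots was not examined, and dim genes would not show a small share of shoot tissue, so they do not decide on it. The GO categories that the paper names for roots were not analysed here.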

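Of the 66 genes of Table 2, 13 could be matched to a probe set by their identifier or name, and the study chose the list on these samples, so that their direction is not independent evidence. They hold 27 values of the paper for salt+ABA against salt, all of which had the paper's direction here. Of these, 19 passed over all genes, and 24 when adjusted over the list alone. Os08g0327700, a LEA protein of group 1, had log2 fold changes of -2.19 (standard error 0.31, adjusted p = 0.00126) in PL177 and -1.21 in IR64 in shoots. In roots it had 0.91 and 0.97, below the 2-fold threshold, which PL177 passed at 1.01 and 1.05 without PL177 root salt replicates 1 and 3, and IR64 at 1.09 without IR64 root salt+ABA replicate 3. Os05g0460000, a heat-shock protein 70, had -1.01 (standard error 0.23, adjusted p = 0.0127) in PL177 shoots and -0.82 in IR64 shoots, where it did not pass. The call of Os08g0327700 in IR64 shoots ended at -0.82 with a pseudocount of 128, -1.25, -1.25 and -1.14 without IR64 shoot salt+ABA replicates 1, 2 and 3 and -0.90 without IR64 shoot salt replicate 1, and that of Os05g0460000 in PL177 at -1.01 with all 36 arrays in 1 fit, -0.98 with a pseudocount of 128, -0.84 without PL177 shoot salt replicate 3 and -0.93 without PL177 shoot salt+ABA replicate 3.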

Table 2 shows the list of 66 DEGs that are known to be functionally involved in ABA biosynthesis/signaling/response, Na^+^ and K^+^ homeostasis, and salt tolerance in plants. Of these, only three genes (protein phosphatase 2C, inwardly rectifying potassium channel, and heat-shock protein DnaJ) were up-regulated in the shoot of one or both genotypes. Thirteen of these genes were up-regulated in the roots of one or both genotypes but down-regulated in the shoots of one or both genotypes. These included three late embryogenesis abundant (LEA) group family proteins, four dehydrin family proteins, one heat-shock transcription factor and heat-shock protein 70.

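The dehydrins RAB16B and RAB21, the group 3 LEA protein LEA19 and PM1 rose strongly under salt in both organs. In shoots the log2 fold changes against the control were 5.66 (standard error 0.33, adjusted p = 5.71e-07) in PL177 and 5.27 in IR64 for RAB16B, and 4.94 (standard error 0.58, adjusted p = 0.00012) in PL177 and 5.74 in IR64 for RAB21. PM1 had 5.19 and 4.68, and LEA19 3.31 and 4.62. In roots RAB16B had 2.35 and 2.18, RAB21 3.22 and 2.71, PM1 3.53 and 3.21, and LEA19 2.83 and 2.44, all past the threshold. With ABA added, RAB16B fell in shoots with log2 fold changes of -1.71 (standard error 0.33, adjusted p = 0.0052) in PL177 and -1.22 in IR64, as did PM1 with log2 fold changes of -2.49 (standard error 0.34, adjusted p = 0.00119) in PL177 and -2.05 in IR64, and RAB16C fell in PL177 (-1.46) and had -0.93 in IR64. RAB21 and LEA19 had -1.01 and -0.64 in PL177 shoots and -0.70 and -0.59 in IR64 shoots, none of which passed. In roots LEA19 rose with ABA with log2 fold changes of 1.50 (standard error 0.17, adjusted p = 4.24e-05) in PL177 and 1.64 in IR64. RAB16B, RAB21, RAB16C and PM1 rose in IR64 roots (1.26, 1.09, 1.34 and 1.13) and did not pass in PL177 roots (0.86, 0.70, 0.97 and 0.78). Of 9 LEA proteins and dehydrins, 6 rose under salt in shoots of each genotype, and 6 in PL177 and 7 in IR64 roots (6, 6, 6 and 7 when adjusted over the list alone). The list passed camera in all 4 (adjusted p = 6.8e-07, 1.13e-06, 6.82e-06 and 3.29e-06, adjusted p = 0.17, 0.221, 0.67 and 0.418 with an estimated correlation). Dehydrins and LEA proteins of Table S10, such as RAB16B and LEA19, were chosen by the study on these samples. The rise of this list under salt is therefore not independent evidence. With ABA, 4 fell in PL177 shoots and 2 in IR64 shoots (5 and 3 when adjusted over the list alone; adjusted p = 0.000671 and 0.0684 from camera, adjusted p = 0.366 in PL177 with an estimated correlation), and 2 and 5 rose in roots (adjusted p = 0.000538 and 7.58e-05, adjusted p = 0.526 and 0.381 with an estimated correlation). In IR64 with ABA, the call of RAB16B ended in shoots at -1.22 with only the arrays compared, -0.94 and -1.32 without IR64 shoot salt replicates 1 and 2 and -1.05 and -1.11 without IR64 shoot salt+ABA replicates 1 and 3, and in roots at 0.94 without IR64 root salt replicate 2 and 1.16 without IR64 root salt+ABA replicate 2. In IR64 roots that of PM1 ended at 0.87 without IR64 root salt replicate 2 and 1.04 without IR64 root salt+ABA replicate 2, and that of RAB21 at 1.09 with all 36 arrays in 1 fit, 1.15 with a pseudocount of 1, 0.96 with a pseudocount of 128, 0.98 and 0.94 without IR64 root salt replicates 2 and 3, 1.07, 1.02 and 1.19 without IR64 root salt+ABA replicates 1, 2 and 3 and 1.09 without PL177 root salt+ABA replicate 2, and in PL177 roots RAB16B, RAB21 and RAB16C passed at 1.09, 1.09 and 1.12 without PL177 root salt replicate 3, and RAB16C at 1.03 and 1.01 without PL177 root salt replicate 1 or PL177 root salt+ABA replicate 1.

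**Figure D3:**
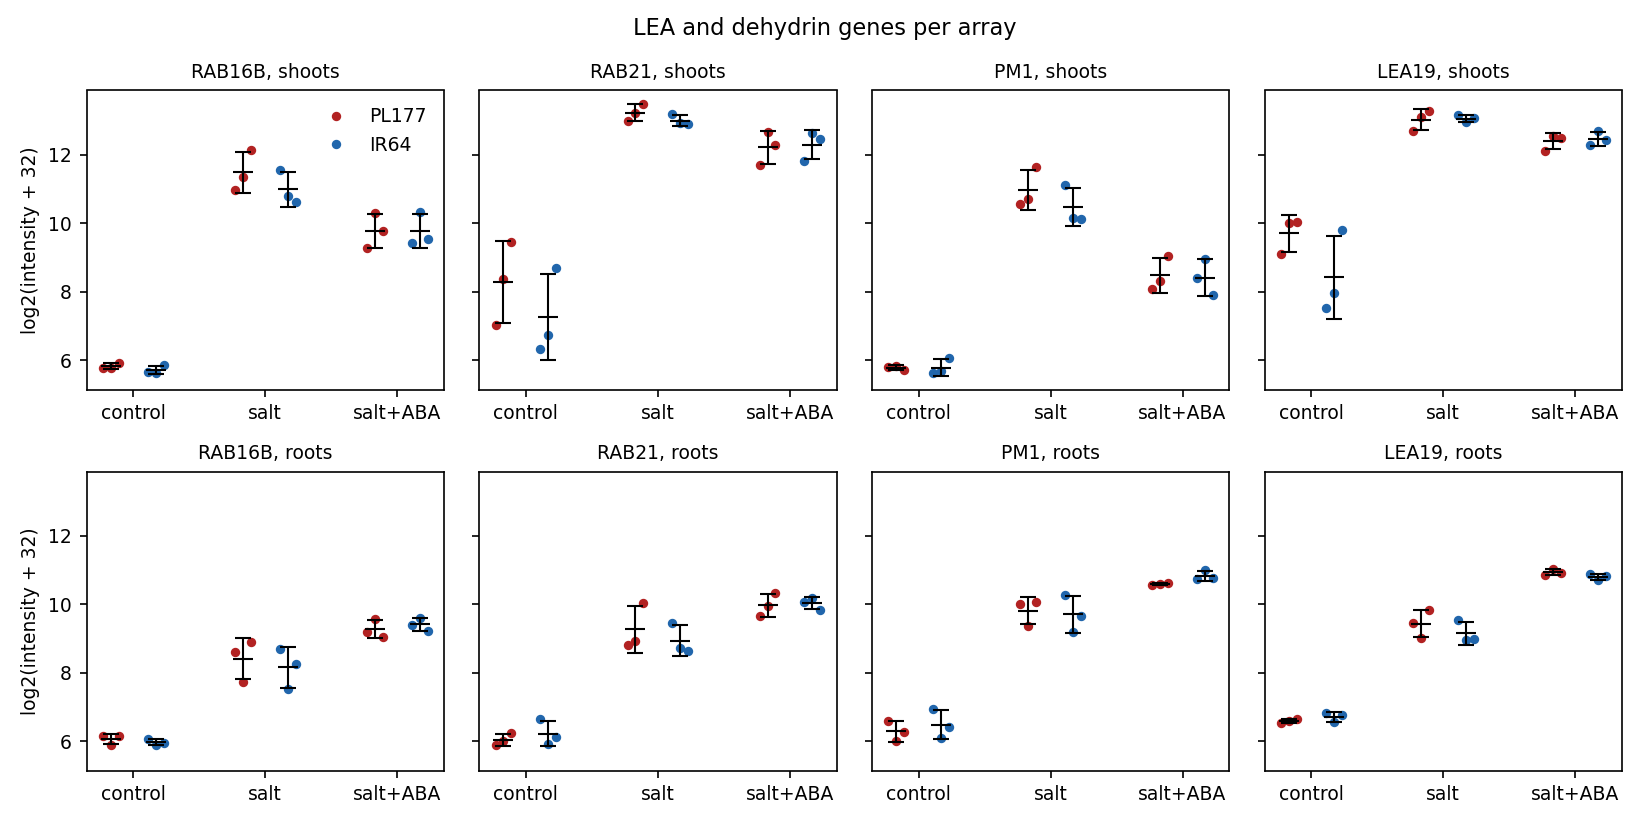
Levels of RAB16B, RAB21, PM1 and LEA19 in shoots and roots of PL177 and IR64 under control, salt and salt+ABA, as log2(intensity + 32). Points are arrays, and dashes with bars are the mean ± SD of 3 arrays. In both organs the treated samples lie above the control for all 4 genes.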

**Table 2.** Relative expression levels (compared with salt stress) of 66 genes in shoots and roots of PL177 and IR64 under the salt+ABA treatment, that are known to be functionally involved in the ABA biosynthesis/signaling, and Na^+^ and K^+^ transport, and salt tolerance in plants

Gene ID	PL177 shoot	IR64 shoot	PL177 root	IR64 root	Function annotation
Os10g0541200	2.39	2.84			Protein phosphatase 2C
Os02g0245800	2.30	2.08			Inwardly rectifying potassium channel
Os03g0304500		2.25			Heat-shock protein DnaJ
Os03g0168100	0.24	0.45	2.16	2.09	Late embryogenesis abundant protein
Os08g0327700	0.17	0.35	2.03	2.23	LEA group 1 family protein
Os03g0277300	0.34		2.10	2.26	Heat-shock protein 70
Os01g0702500	0.33		2.50	2.55	Dehydrin RAB25
Os01g0705200	0.50		2.85	3.17	Late embryogenesis abundant protein
Os05g0542500			2.79	3.03	Group 3 LEA protein
Os03g0322900			3.97	4.71	Late embryogenesis abundant protein
Os11g0454000	0.34			2.49	Dehydrin family protein
Os11g0454300				2.08	Dehydrin family protein
Os01g0571300	0.39	0.42		2.35	Heat-shock transcription factor 31
Os11g0454200	0.29	0.42		2.38	Dehydrin RAB 16B
Os06g0324400	0.12	0.16		2.97	LEA group 1 family protein
Os04g0589800	0.29	0.38		2.08	LEA group 1 family protein
Os08g0544400	0.36	0.32			ABC transporter
Os07g0281800	0.40	0.33			Aldehyde oxidase-2
Os07g0154100	0.21	0.36			OsNCED3
LOC_Os09g31486	0.31	0.44			Heat-shock 70kDa protein
Os09g0526600	0.35	0.47			Heat-shock factor protein 3 (HSF 3)
Os08g0546800	0.24	0.29			Heat-shock factor RHSF2
Os05g0529700	0.47	0.50			Heat-shock protein DnaJ family protein
Os03g0266300	0.30	0.40			Heat-shock protein Hsp20
Os04g0568700	0.42	0.46			Heat stress transcription factor Spl7
Os11g0451700	0.19	0.31			Dehydrin 9
Os11g0453900	0.33	0.47			Dehydrin RAB 16D
Os09g0325700	0.38	0.34			Protein phosphatase 2C
Os06g0698300	0.30	0.39			Protein phosphatase 2C
Os02g0598500	0.45	0.46			Protein phosphatase 2C
Os05g0572700	0.19	0.24			Protein phosphatase 2C
Os04g0403600	0.42	0.43			Protein phosphatase 2C
Os07g0666900	0.41	0.43			Na/H antiporter Nhx1
Os03g0113700	0.47				Heat-shock 70kDa protein
Os10g0419300	0.43				Heat-shock factor protein 1
Os01g0840100	0.47				Heat-shock protein 70
Os05g0460000	0.49				Heat-shock protein 70
Os04g0107900	0.32				Heat-shock protein 81-1
Os06g0253100	0.49				Heat-shock protein Hsp20
Os04g0538000	0.50				Heat-shock protein STI
Os01g0225600	0.29				Late embryogenesis abundant protein
Os03g0761700		0.50			Heat-shock protein DnaJ family protein
Os04g0675400		0.49			Heat-shock protein DnaJ family protein
Os02g0575500			0.38	0.43	ABC transporter-like protein
Os01g0606900			0.17	0.13	Heat-shock protein DnaJ
Os12g0498500			0.24	0.26	Heat-shock protein DnaJ
Os03g0198300			0.47	0.49	Heat-shock protein DnaJ
Os03g0161900			0.27	0.25	Heat-shock transcription factor 21
Os09g0124100			0.19	0.20	TPR-like domain-containing protein
Os07g0171100			0.22	0.24	TPR-like domain-containing protein
Os12g0189700			0.24	0.24	TPR-like domain-containing protein
Os10g0181200			0.27	0.31	TPR-like domain-containing protein
Os01g0358300			0.33	0.39	TPR-like domain-containing protein
Os03g0336000			0.33	0.42	TPR-like domain-containing protein
Os03g0308800			0.35	0.36	TPR-like domain-containing protein
Os07g0191500			0.38	0.39	TPR-like domain-containing protein
Os04g0645100			0.39	0.47	TPR-like domain-containing protein
Os01g0510600			0.39	0.43	TPR-like domain-containing protein
Os04g0544400			0.42	0.42	TPR-like domain-containing protein
Os08g0191900			0.46	0.47	TPR-like domain-containing protein
Os05g0382200			0.22	0.31	Na+/H+ exchanging protein-like
Os04g0445000			0.41	0.42	Potassium channel SKOR
Os03g0211600			0.48		TPR-like domain-containing protein
Os02g0470000			0.48		TPR-like domain-containing protein
Os07g0287100			0.50		TPR-like domain-containing protein
Os10g0460900			0.43		TPR-like domain-containing protein

There were 27 genes that were down-regulated in the shoot of one or both genotypes. These included 12 heat-shock proteins, five protein phosphatase 2C family proteins, an ABC transporter, *Aldehyde oxidase-2*, *OsNCED3*, *Na/H antiporter Nhx1*, *Dehydrin 9* and *Dehydrin RAB 16D*, and one LEA protein. 

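HSF2, the heat-shock factor, was lower in shoots under salt+ABA than under salt, with log2 fold changes of -1.29 (standard error 0.25, adjusted p = 0.00607) in PL177 and -1.31 in IR64. The protein phosphatase 2C Os06g0698300 fell as well with log2 fold changes of -1.57 (standard error 0.30, adjusted p = 0.0054) in PL177 and -1.32 in IR64, and the dehydrin RAB16D fell in PL177, with -1.66 (standard error 0.35, adjusted p = 0.00912), and had -1.14 (standard error 0.35, adjusted p = 0.0577) in IR64. PP2C68, another protein phosphatase 2C, had -1.30 (standard error 0.54, adjusted p = 0.145) in PL177 and -1.51 (standard error 0.54, adjusted p = 0.0987) in IR64, which did not pass over all genes. Both values of PP2C68 passed when adjusted over the matched genes of Table 2 alone. The study chose that list on these samples, so this is not independent evidence. The small heat-shock protein HSP16.0 had -0.92 and -0.69, and passed in neither. In roots, HSF2 had -0.12 and -0.28 and PP2C68 0.06 and 0.52, with no call. Of 56 protein phosphatases 2C, 2 fell and none rose in shoots of each genotype (adjusted p = 0.576 and 0.399 from camera). The call of HSF2 ended at -0.69 with a pseudocount of 128 and -0.90 without PL177 shoot salt replicate 3 in PL177, and at -0.71 with a pseudocount of 128 in IR64. That of Os06g0698300 in IR64 ended at -1.10 without IR64 shoot salt replicate 1 and -1.14 without IR64 shoot salt+ABA replicate 3, and PP2C68 passed in both genotypes without IR64 shoot control replicate 2 or with only the arrays compared.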

The remaining 23 genes were all down-regulated in the roots of both genotypes or in PL177, and included an ABC transporter-like protein, Na^+^/H^+^ exchanging protein-like, Potassium channel SKOR, three heat-shock DnaJ proteins, and 16 tetratricopeptide repeat-containing (TPR)-like domain-containing proteins. 

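Os07g0154100, which encodes the ABA synthesis enzyme OsNCED3, rose in shoots under salt and was lower when ABA was added. Its log2 fold changes under salt were 1.93 (standard error 0.40, adjusted p = 0.00695) in PL177 and 1.51 (standard error 0.40, adjusted p = 0.0285) in IR64. For salt+ABA against salt they were -1.93 (standard error 0.40, adjusted p = 0.00854) in PL177, which passed, and -1.35 (standard error 0.40, adjusted p = 0.051) in IR64, which did not pass over all genes. The value in IR64 passed when adjusted over the list of Table 2 alone, which the study chose on these samples and which is not independent evidence. In roots Os07g0154100 had -0.78 and -1.05 (adjusted p = 0.737 and 0.633). Both PL177 calls ended with all 36 arrays in 1 fit. The call under salt in IR64 ended at 1.51 with all 36 arrays in 1 fit, 1.31 without both shoot control arrays numbered 2, 1.51 with only the arrays compared, 1.53 and 1.31 without IR64 shoot control replicates 1 and 2 and 1.14 and 1.64 without IR64 shoot salt replicates 1 and 2, and the value for salt+ABA in IR64 passed at -1.59 without IR64 shoot salt replicate 3, -1.72 without IR64 shoot salt+ABA replicate 1 and -1.39 with median centring.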

We noted that four genes (*Aldehyde oxidase-2*, *OsNCED3* and two ABC transporters) involved in ABA biosynthesis and transport (Hwang *et al.*, 2010; Kuromori *et al.*, 2010, Chen *et al.*, 2014) were repressed or down-regulated in the shoots or roots of both genotypes (Table 2). All the results indicated that ABA biosynthesis and transport were affected in both genotypes under salt+ABA conditions.

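Of 6 genes of ABA synthesis and catabolism, 1 fell and none rose in PL177 shoots, and 1 rose and none fell in IR64 shoots, under salt+ABA against salt (adjusted p = 0.893 and 0.9 from camera). None changed in roots of either genotype by limma (0 and 0 up and 0 and 0 down when adjusted over the list alone; adjusted p = 0.747 and 0.583). Under salt against the control, 2 of the 6 rose in PL177 roots and 1 in IR64 roots, with medians of 1.09 and 0.89 (adjusted p = 0.0323 and 0.0401 from camera, adjusted p = 0.67 and 0.592 with an estimated correlation). In shoots under salt 1 rose and 2 fell in PL177, and 1 rose and 1 fell in IR64 (adjusted p = 0.907 and 0.93). The list holds synthesis and catabolism together, so that its test cannot show whether synthesis alone changed.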

### Association of gene expression changes with metabolic changes under salt conditions

Table 3 shows the relative expression levels of genes involved in either biosynthesis or degradation process of those metabolites that showed strong salt-induced accumulation in the shoots and/or roots of IR64 and PL177. It appeared that strong salt-induced accumulation of three sugars (glucose, fructose, and fructofuranose) in the shoots of IR64 and PL177 could be partially attributed to reduced degradation and partially to increased biosynthesis, while strong salt-induced accumulation of proline in the shoots of both rice lines was due primarily to greatly reduced degradation. 

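Os10g0550900, the proline dehydrogenase of Table S10, fell in shoots under salt, with log2 fold changes of -3.12 (standard error 0.59, adjusted p = 0.00355) in PL177 and -3.03 in IR64, and in roots with log2 fold changes of -2.78 (standard error 0.45, adjusted p = 0.000983) in PL177 and -2.29 in IR64. Under salt+ABA it had -1.14 and -0.97 in shoots, which did not pass, and fell in roots with log2 fold changes of -3.67 (standard error 0.45, adjusted p = 5.98e-05) in PL177 and -3.30 in IR64. P5CS2, a proline synthesis enzyme, rose in shoots under salt by 1.63 (standard error 0.26, adjusted p = 0.00117) in PL177 and 1.63 in IR64, and OAT, an ornithine aminotransferase, by 1.10 (standard error 0.15, adjusted p = 0.000434) in PL177 and 1.48 in IR64. Another probe set of P5CS2 had the opposite direction in shoots. Of 5 genes of proline metabolism, 2 rose and 1 fell in shoots of each genotype, with medians of 0.81 and 0.83 and means of -0.02 and 0.13 (adjusted p = 0.409 and 0.152 from camera). With only the arrays compared, the calls of Os10g0550900 under salt ended in PL177 shoots and in both organs of IR64, and without both shoot control arrays numbered 2, chosen after seeing the data, those under salt+ABA in shoots passed at -1.80 and -1.65. The call of OAT in PL177 ended at 0.99 without PL177 shoot control replicate 1 and 0.91 without PL177 shoot salt replicate 3. Metabolites were not analysed here.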

The strong salt-induced accumulation of allantoin and urea in the roots of IR64 and PL177 was inferred primarily due to reduced degradation and partially to reduced transportation (urea), because genes for their biosynthesis showed either reduced (urea) or unchanged (allantoin) expression levels when compared with the non-stress control.

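ALN, an allantoinase, had log2 fold changes of -0.21 (standard error 0.07, adjusted p = 0.0564) in PL177 roots and -0.30 (standard error 0.07, adjusted p = 0.0103) in IR64 roots under salt, which is under 2-fold, and -0.13 and -0.19 under salt+ABA. DUR3, a urea transporter, had 0.05 (standard error 0.21, adjusted p = 0.908) and -0.37 (standard error 0.21, adjusted p = 0.314) under salt and -0.47 (standard error 0.21, adjusted p = 0.163) and -0.95 (standard error 0.21, adjusted p = 0.00816) under salt+ABA. The last value was under 2-fold, and passed at -1.11 without IR64 root control replicate 1 and -1.00 without IR64 root salt+ABA replicate 3. Of 7 genes from purines to urea, none changed in roots of either genotype under salt by limma (0 and 0 up and 0 and 0 down when adjusted over the list alone), with medians of -0.21 and -0.30 (adjusted p = 0.36 and 0.25 from camera).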

**Table 3.** Coordinated changes in gene expression that led to accumulation of some key primary metabolites in shoots or roots of the salt-sensitive rice line IR64 and its salt-tolerant progeny PL177 under salt (S), salt+ABA (SA) and control (C) treatments

Organ	Metabolites	Gene codes	Gene annotation	Fold changes of metabolites				Fold changes of gene expression				Function
				PL177		IR64		PL177		IR64		
				S/C	SA/C	S/C	SA/C	S/C	SA/C	S/C	SA/C	
Shoot	Fructofuranose	LOC_Os03g28330	Sucrose synthase	12.3	27.4	6.2	58.6	1.13	1.44	0.67	1.19	Biosynthesis
		LOC_Os02g09170	Sucrose-phosphate synthase					0.74	0.63	0.82	0.57	Degradation
Shoot	Fructose	LOC_Os08g02700	Fructose-bisphospate aldolase isozyme	14.8	22.3	28.1	515.1	2.07	1.41	2.50	1.84	Biosynthesis
		LOC_Os02g48360	Pyrophosphate–fructose-6-phosphate 1-phosphotransferase					0.73	1.43	0.80	1.84	Degradation
Shoot	Glucose	LOC_Os06g14510	Glucose-9-phosphate isomerase	6.0	12.7	4.5	22.4	1.21	1.38	1.39	1.51	
		LOC_Os11g10520	UDP-glucose 8-dehydrogenase					0.84	0.73	0.50	0.56	Degradation
		LOC_Os07g13770	UDP-glucuronosyl/UDP-glucosyltransferase					1.25	1.51	1.21	1.31	Biosynthesis
Shoot	Proline	LOC_Os10g40360	Proline dehydrogenase	66.0	25.3	203.8	768.9	0.09	0.35	0.08	0.39	Degradation
Root	Urea	LOC_Os04g58390	Allantoinase	-1.5	-1.4	49.0	30.3	0.79	0.87	0.76	0.84	Biosynthesis
		LOC_Os10g42960	Urea active transporter-like protein					1.07	0.60	0.75	0.37	Transport
Root	Proline	LOC_Os10g40360	proline dehydrogenase	2.8	3.3	8.4	15.9	0.16	0.07	0.22	0.08	Degradation
Root	Allantoin	LOC_Os03g27320	Hydroxyisourate hydrolase	111.9	57.7	-1	41.8	1.03	1.16	0.93	0.99	Biosynthesis

## Discussion

### Physiological mechanisms of salt tolerance of PL177

Because of its wide adaptability, high yield, and desirable quality, IR64 has been widely grown in south and south-east Asia for several decades, even though it does not have good tolerance to salt and drought. Previously, we were able to develop many pyramiding lines with greatly improved salt tolerance including PL177. In this study, we demonstrated that PL177 was very similar to IR64 phenotypically under non-stress conditions but with significantly improved seedling salt tolerance, which was reflected by much less sodium accumulation in both roots and shoots and less shoot damage than IR64, apparently resulting from its lower Na^+^ concentration and higher K^+^ concentration in both tissues and less Na^+^ translocation from the roots to the shoots under salt stress. All these results suggested that the physiological mechanisms of salt tolerance in PL177 are salt exclusion in its roots and salt compartmentation in shoots, which results in its improved capacity to maintain a lower Na^+^/K^+^ ratio in shoots and a relatively higher growth rate under salt.

### Metabolic responses underlying salt tolerance in rice

Consistent with previous findings (Sanchez *et al.*, 2008; El-Samad *et al.*, 2010), our results revealed two important aspects of the metabolic responses of rice to salt stress. First, there were general increases of many primary metabolites in both rice genotypes in response to salt stress, and the salt- and/or salt+ABA-induced metabolic responses were much more pronounced in the shoots than in the roots of both genotypes, which were partially ABA mediated and partially ABA independent. Secondly, strong salt-induced accumulation was observed for only a few primary metabolites, which were highly organ specific, with several sugars (glucose, raffinose, fructose, fructofuranose, and tryptophan) plus proline accumulating strongly in the shoots of both genotypes, while three primary products in the N metabolism (allantoin, urea, and glutamine) accumulated strongly in the roots of both genotypes. Physiologically, many of these metabolites can act as osmolytes in the cytoplasm under salt stress, resulting in increased osmotic potential of the cytoplasm in shoot and/or root cells to maintain appropriate cell water status and protect proteins from salt-induced dissociation, while accumulated organic acids and small molecular components might be involved in the compensation of ionic imbalance and carbon metabolism (López-Bucio *et al.*, 2000; Szabados and Savouré, 2010). We further noted that the greatest genotypic differences in salt-induced accumulation were proline and fructose in shoots and allantoin in roots, in which the proline and fructose levels in shoots of PL177 were 5.2-fold and 8.8-fold higher than those in IR64, while the allantoin level in the roots of PL177 was 42.6-fold higher than in IR64 roots only under salt stress. This strongly suggests that salt-induced accumulation of these metabolites may contribute directly to the improved salt tolerance of PL177. This differentiated accumulation of sugars in shoots and N metabolites in roots of rice under salt stress is energetically more efficient, as the biosynthesis and degradation of sugars occur in shoots, and those metabolites in the N metabolic pathways (allantoin and urea) occur in roots (Fig. 4). In this respect, our results appear to support the notion that stress-induced accumulation of specific metabolites contributes directly to salt tolerance of rice. It should be pointed out that the primary metabolites measured in this study represented only a portion of the metabolome responsive to salt, and other metabolites may also contribute to the salt tolerance of rice. For example, lipids and fatty acids may also contribute to the salt tolerance of rice, as genes involved in lipid and fatty acid metabolic pathways were significantly up-regulated by salt based on the transcriptome data discussed below.

### Transcriptomic responses underlying salt tolerance in rice

Extensive transcriptomic studies have revealed that plants can adapt to different environmental stresses by widely reshaping their transcriptome in an organ-specific manner (Wang *et al.*, 2011; Brenner and Schmülling, 2012; Begara-Morales *et al.*, 2014). Consistent with previous studies, large numbers of organ-specific DEGs were detected in both rice genotypes in their responses to salt and salt+ABA. As expected, most up-regulated genes in the shoots of both genotypes included lipid and fatty acid metabolic processes, while the commonly down-regulated genes in shoots were involved in the stress response and cytoplasmic vesicles. In contrast, DEGs commonly up-regulated in the roots of both genotypes were involved in oxidoreductase activity, cation binding, catalytic activity, metal ion binding, and transferase activity, while the commonly down-regulated genes in roots of both genotypes functioned in photosynthesis, photosynthetic membranes, cellular metabolic processes, cellular biosynthetic processes, translation, transcription regulator activity, and the cell membrane.

ABA is known to have massive influences on rice responses to salt at the phenotypic, metabolomics, and transcription levels (Du *et al.*, 2013; Gurmani *et al.*, 2013; Sripinyowanich *et al.*, 2013). In this study, exogenous ABA was able to alleviate the salt stress effect on the salt-sensitive line IR64, indicating that the ABA-mediated system for salt tolerance is at least partially impaired in IR64. Indeed, exogenous ABA greatly up-regulated the genes involved in the lipid and fatty acid metabolisms and cytoplasmic transport in shoots of both genotypes under salt stress, suggesting that enhanced lipid metabolism might also contribute to enhanced salt tolerance of rice. Down-regulated genes specifically in the roots or shoots of both genotypes by ABA included most heat-shock proteins, heat-shock transcription factors, TPR proteins, protein phosphatase 2Cs, a Na^+^/H^+^ antiporter, a Na^+^/H^+^ exchanging protein, and a potassium channel SKOR that are known to be involved in osmotic stress regulation, Na^+^ and K^+^ homeostasis, and stress resistance in ABA signaling pathways (Table 2) (Qiu *et al.*, 2002; Pilot *et al.*, 2003; Rosado *et al.*, 2006; Schapire *et al.*, 2006; Zou *et al.*, 2009; Fukuda *et al.*, 2010; Bassil *et al.*, 2011; Ye *et al.*, 2012). Furthermore, ABA-mediated repression of genes for degradation of key primary metabolites such as proline and allantoin was responsible for their salt-induced accumulation in rice shoots and/or roots observed in this study. We found that those genes for ABA biosynthesis in roots under salt+ABA treatment were significantly down-regulated and so were for those for ABA transport in the shoots and roots, suggesting that genes involved in endogenous ABA signaling are feedback regulated by exogenous ABA.

The transcriptomic differences between IR64 and PL177 provided us with a unique opportunity to gain insights into key candidate genes and the molecular mechanisms underlying salt tolerance in rice. Many genes specifically up-regulated in PL177 under salt conditions are known to be functionally involved in salt tolerance, including *Calcinerin B*, *Potassium transporter 7*, and *PDR-like ABC transporter* in calcium signaling, potassium influx, and detoxification (Gu *et al.*, 2008; Yang *et al.*, 2009; Nuruzzaman *et al.*, 2014). In particular, genes involved in the monocarboxylic acid metabolic process, and oxidoreductase and monooxygenase activities were specifically up-regulated in PL177 roots, implying enhanced oxidation–reduction reactions in the roots of PL177. Furthermore, genes involved in cytoplasmic vesicles, hydrolase activity, the polysaccharide metabolism process, hydrolyzing *O*-glycosyl compounds, and the extracellular region, and gene families including glycoside hydrolases and lipid transfer proteins related to cell-wall remodeling (Carvalho and Gomes, 2007; Minic, 2008) were specifically up-regulated in PL177 shoots, suggesting that sequestration by vacuoles, detoxification, and cell-wall remodeling are key mechanisms in shoots contributing to salt tolerance in rice. Notably, some genes related to oxidoreductase activity and photosynthesis were enriched in the roots of PL177. Some early studies reported that genes involved in photosynthesis are normally down-regulated in the roots of rice plants under low phosphorus stress (Li *et al.*, 2010) and low nitrogen stress (Lian *et al.*, 2006), but are significantly induced under dehydration stress (Minh-Thu *et al.*, 2013). The biological relevance of salt-induced photosynthesis gene expression in roots needs to be further elucidated. Finally, by mapping DEGs specifically up-regulated in PL177 onto the donor segments in PL177, we were able to shortlist only 43 candidate genes for salt tolerance in PL177 introgressed from the donors, including an ABA-responsive element binding protein, a Zn-finger, a RING domain-containing protein, Annexin p33, and a receptor kinase-like protein. Transformation experiments by genetic complementation or knockout to verify the functionality of these genes on salt tolerance are in progress.

## Supplementary data

Supplementary data are available at *JXB* online.

**Supplementary Fig. S1.** The BC breeding and intercross procedures for developing salt-tolerant pyramiding lines.

**Supplementary Fig. S2.** Genetic composition of PL177 at six genomic regions (loci).

**Supplementary Fig. S3.** Schedule of salt and salt+ABA treatments for PL177 and IR64.

**Supplementary Fig. S4.** Validation of the expression of 10 selected genes by qRT-PCR.

**Supplementary Fig. S5.** Metabolic overview of DEGs in PL177 and IR64 under salt and salt+ABA conditions.

**Supplementary Table S1.** The modified standard evaluation system (SES) of visual salt injury at the seedling stage of rice.

**Supplementary Table S2.** The mean values of 88 primary metabolites from shoots and roots of IR64 and PL177 measured at control (C), salt (S), and salt+ABA (SA) conditions.

**Supplementary Table S3.** Morphological and yield trait performances of IR64 and PL177 measured under control, salt, and salt+ABA conditions.

**Supplementary Table S4.** Shoot and root sodium and potassium concentrations in IR64 and PL177 under salt and salt+ABA treatment conditions.

**Supplementary Table S5.** Summary of the fold changes of 88 primary metabolites in two genotypes (PL177 and IR64) in response to salt stress and salt+ABA treatments at the seedling stage.

**Supplementary Table S6.** ANOVA results for 88 primary metabolites in shoots (A) and roots(B) of two rice genotypes (G), IR64 and PL177, measured under three different treatments (Trt), control, salt, and salt+ABA (SA).

**Supplementary Table S7.** The loadings (contributions) of each of the 88 metabolites to the first three principal components (PCs).

**Supplementary Table S8.** Significant fold changes (in concentrations) of some metabolites in two rice genotypes (IR64 and PL177) in response to the salt and salt+ABA (SA) treatments at the seedling stage.

**Supplementary Table S9.** List of primers of genes for the quantitative RT-PCR.

**Supplementary Table S10.** Common DEGs detected in both shoots and roots of both genotypes under salt stress.

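Table S10 groups the DEGs common to both organs into types by the direction and size of their response to salt. Its 106 probe sets were chosen by the study on these samples, so that their direction here is not independent evidence. All 106 had the table's direction in shoots and roots of both genotypes, and 98 passed in PL177 shoots, 94 in PL177 roots, 103 in IR64 shoots and 87 in IR64 roots. The 14 genes of type I had median log2 fold changes of 4.22 in PL177 and 4.30 in IR64 shoots, and 1.33 and 1.55 in roots. Type II (17 genes) had 2.77 and 2.45 in shoots and 1.91 and 1.73 in roots, type III (3 genes) 3.43 and 3.15 in shoots and 3.83 and 3.96 in roots, and type IV (36 genes) 1.52 and 1.55 in shoots and 1.38 and 1.24 in roots. The 2 genes of type V had 1.08 and 1.04 in shoots, where 0 passed limma in PL177 and 1 in IR64, and -1.29 and -1.48 in roots, where 1 passed in each. Of these, Os08g0231400 passed in no sample. The 13 of type VI had -1.83 and -1.92 in shoots, where all passed, and 1.09 and 1.08 in roots, where 8 passed in PL177 and 11 in IR64. The 21 genes of type VII had -1.64 and -1.62 in shoots and -1.70 and -1.73 in roots.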

**Supplementary Table S11.** GO enrichment analysis of the PL177-specific DEGs under salt stress.

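Among the candidate genes of Table S12 in shoots, Os09g0388400 had the smallest p for a difference between the genotypes in the response to salt. Under salt it rose in PL177 shoots by a log2 fold change of 1.26 (standard error 0.14, adjusted p = 8.12e-05) and had 0.11 in IR64 shoots. The difference of 1.16 (standard error 0.20) had an adjusted p of 0.558 over all genes and of 0.00107 over the list alone, in a list that the study chose on these samples. Under the control the difference between the genotypes in shoots was 0.04 (adjusted p = 0.999 from limma). In roots it was higher in PL177 under the control, by 1.10 (standard error 0.16, adjusted p = 0.00393), a call that ended at 0.54 with a pseudocount of 128 and 0.87 without PL177 root control replicate 1. Its log2 fold change under salt in PL177 roots was -0.73 (standard error 0.16, adjusted p = 0.00682), which is under 2-fold and passed at -1.04 with a pseudocount of 1, chosen after seeing the values, with a difference between the genotypes of -0.71 (adjusted p = 1). With a pseudocount of 128 its call in PL177 shoots ended at 0.62. Table S12 gives, for genes up-regulated by salt in PL177 and not in IR64 and lying in chromosome regions that PL177 received from its donors, the fold change against the control.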

**Supplementary Table S12.** List of genes that were exclusively expressed in PL177 that were all mapped on the introgressed chromosome regions of PL177.

Supplementary Data

## References

[CIT0001] AshrafaMFooladMR 2007 Roles of glycine betaine and proline in improving plant abiotic stress resistance. Environmental and Experimental Botany 59, 206–216.

[CIT0002] BassilETajimaHLiangYCOhtoMAUshijimaKNakanoREsumiTCokuABelmonteMBlumwaldE 2011 The Arabidopsis Na^+^/H^+^ antiporters NHX1 and NHX2 control vacuolar pH and K^+^ homeostasis to regulate growth, flower development, and reproduction. The Plant Cell 23, 3482–3497.2195446710.1105/tpc.111.089581PMC3203450

[CIT0003] Begara-MoralesJCSánchez-CalvoBLuqueFLeyva-PérezMOLeterrierMCorpasFJBarrosoJB 2014 Differential transcriptomic analysis by RNA-Seq of GSNO-responsive genes between Arabidopsis roots and leaves. Plant and Cell Physiology 55, 1080–1095.2459939010.1093/pcp/pcu044

[CIT0004] BrennerWGSchmüllingT 2012 Transcript profiling of cytokinin action in Arabidopsis roots and shoots discovers largely similar but also organ-specific responses. BMC Plant Biology 12, 112.2282412810.1186/1471-2229-12-112PMC3519560

[CIT0005] Carvalho AdeOGomesVM 2007 Role of plant lipid transfer proteins in plant cell physiology—a concise review. Peptides 28, 1144–1153.1741891310.1016/j.peptides.2007.03.004

[CIT0006] ChenQFYaHYFengYRJiaoZ 2014 Expression of the key genes involved in ABA biosynthesis in rice implanted by ion beam. Applied Biochemistry and Biotechnology 173, 239–247.2463419410.1007/s12010-014-0837-y

[CIT0007] CotsaftisOPlettDJohnsonAAWaliaHWilsonCIsmailAMCloseTJTesterMBaumannU 2011 Root-specific transcript profiling of contrasting rice genotypes in response to salinity stress. Molecular Plant 4, 25–41.2092402810.1093/mp/ssq056

[CIT0008] DuYLWangZYFanJWTurnerNCHeJWangTLiFM 2013 Exogenous abscisic acid reduces water loss and improves antioxidant defence, desiccation tolerance and transpiration efficiency in two spring wheat cultivars subjected to a soil water deficit. Functional Plant Biology 40, 494–506.10.1071/FP1225032481126

[CIT0009] DuZZhouXLingYZhangZHSuZ 2010 agriGO: a GO analysis toolkit for the agricultural community. Nucleic Acids Research 38, W64–W70.2043567710.1093/nar/gkq310PMC2896167

[CIT0010] El-SamadHM AbdShaddadMAKBarakatN 2010 The role of amino acids in improvement in salt tolerance of crop plants. Journal of Stress Physiology Biochemistry 6, 25–37.

[CIT0011] FukudaANakamuraAHaraNTokiSTanakaY 2010 Molecular and functional analyses of rice NHX-type Na^+^/H^+^ antiporter genes. Planta 233, 175–188.2096360710.1007/s00425-010-1289-4

[CIT0012] GregorioGBSenadhiraDMendozaRD 1997 *Screening rice for salinity tolerance. IRRI Discussion Paper Series Number 22* . International Rice Research Institute: Manila, The Philippines.

[CIT0013] GurmaniARBanoANajeebUZhangJLKhanSUFlowersTJ 2013 Exogenously applied silicate and abscisic acid ameliorates the growth of salinity stressed wheat (*Triticum aestivum* L) seedling through Na^+^ exclusion. Australian Journal of Crop Science 7, 1123–1130.

[CIT0014] GuZMaBJiangYChenZSuXZhangH 2008 Expression analysis of the calcineurin B-like gene family in rice (*Oryza sativa* L.) under environmental stresses. Gene 415, 1–12.1839599710.1016/j.gene.2008.02.011

[CIT0015] HwangSGChenHCHuangWYChuYCShiiCTChengWH 2010 Ectopic expression of rice *OsNCED3* in Arabidopsis increases ABA level and alters leaf morphology. Plant Science 178, 12–22.

[CIT0016] KawasakiSBorchertCDeyholosMWangHBrazilleSKawaiKGalbraithDBohnertHJ 2001 Gene expression profiles during the initial phase of salt stress in rice. The Plant Cell 13, 889–905.1128334310.1105/tpc.13.4.889PMC135538

[CIT0017] KhadriMTejeraNALluchC 2007 Sodium chloride-ABA interaction in two common bean (*Phaseolus vulgaris*) cultivars differing in salinity tolerance. Environmental and Experimental Botany 60, 211–218.

[CIT0018] KrepsJAWuYChangHSZhuTWangXHarperJF 2002 Transcriptome changes for Arabidopsis in response to salt, osmotic, and cold stress. Plant Physiology 130, 2129–2141.1248109710.1104/pp.008532PMC166725

[CIT0019] KumarKKumarMKimSRRyuHChoYG 2013 Insights into genomics of salt stress response in rice. Rice 6, 27.2428011210.1186/1939-8433-6-27PMC4883734

[CIT0020] KumariSSabharwalVPKushwahaHRSoporySKSingla-PareekSLPareekA 2009 Transcriptome map for seedling stage specific salinity stress response indicates a specific set of genes as candidate for saline tolerance in *Oryza sativa* L. Functional Integrative Genomics 9, 109–123.1859488710.1007/s10142-008-0088-5

[CIT0021] KuromoriTMiyajiTYabuuchiHShimizuHSugimotoEKamiyaAMoriyamaYShinozakiK 2010 ABC transporter *AtABCG25* is involved in abscisic acid transport and responses. Proceedings of the National Academy of Sciences, USA 107, 2361–2366.10.1073/pnas.0912516107PMC283668320133881

[CIT0022] LarbiAMeklicheA 2004 Relative water content (RWC) and leaf senescence as screening tools for drought tolerance in wheat. In Cantero-MartínezCGabiñaD, eds. *Mediterranean rainfed agriculture: strategies for sustainability* . CIHEAM: Zaragoza, pp. 193–196.

[CIT0023] LiHWZangBSDengXWWangXP 2011 Overexpression of the trehalose-6-phosphate synthase gene *OsTPS1* enhances abiotic stress tolerance in rice. Planta 234, 1007–1018.2169845810.1007/s00425-011-1458-0

[CIT0024] LiLHQiuXHLiXHWangSPZhangQFLianXM 2010 Transcriptomic analysis of rice responses to low phosphorus stress. Chinese Science Bulletin 55, 251–258.

[CIT0025] LiZKXuJL 2007 Breeding for drought and salt tolerant rice (*Oryza Sativa* L.): progress and perspectives. In: JenksMAHasegawaPMJainSM, eds. *Advances in molecular breeding toward drought and salt tolerant crops* , pp. 531–564.

[CIT0026] LianXWangSZhangJFengQZhangLFanDLiXYuanDHanBZhangQ 2006 Expression profiles of 10,422 genes at early stage of low nitrogen stress in rice assayed using a cDNA microarray. Plant Molecular Biology 60, 617–631.1664910210.1007/s11103-005-5441-7

[CIT0027] LinHXZhuMZYanoMJGaoPLiangZWSuWAHuXHRenZHChaoDY 2004 QTLs for Na^+^ and K^+^ uptake of the shoots and roots controlling rice salt tolerance. Theoretical and Applied Genetics 108, 253–260.1451321810.1007/s00122-003-1421-y

[CIT0028] López-BucioJNieto-JacoboMFRamírez-RodríguezVHerrera-EstrellaL 2000 Organic acid metabolism in plants: from adaptive physiology to transgenic varieties for cultivation in extreme soils. Plant Science 160, 1–13.1116457210.1016/s0168-9452(00)00347-2

[CIT0029] LuttsSKinetJMBouharmontJ 1995 Changes in plant response to NaCl during development of rice (*Oryza sativa* L.) varieties differing in salinity resistance. Journal of Experimental Botany 46, 1843–1852.

[CIT0030] Minh-ThuPTHwangDJJeonJSNahmBHKimYK 2013 Transcriptome analysis of leaf and root of rice seedling to acute dehydration. Rice 6, 38.2434190710.1186/1939-8433-6-38PMC3878681

[CIT0031] MinicZ 2008 Physiological roles of plant glycoside hydrolases. Planta 227, 723–740.1804657510.1007/s00425-007-0668-y

[CIT0032] NuruzzamanMZhangRCaoHZLuoZY 2014 Plant pleiotropic drug resistance transporters: transport mechanism, gene expression, and function. Journal of Integrative Plant Biology 56, 729–740.2464585210.1111/jipb.12196

[CIT0033] OndrasekGRengelZVeresS 2011 Soil salinisation and salt stress in crop production. In: ShankerAKVenkateswarluB eds. *Abiotic stress in plants: mechanisms and adaptations* . Rijeka, Croatia: InTech, pp. 171–190.

[CIT0034] PilotGGaymardFMoulineKChérelISentenacH 2003 Regulated expression of Arabidopsis shaker K^+^ channel genes involved in K^+^ uptake and distribution in the plant. Plant Molecular Biology 51, 773–787.1267856210.1023/a:1022597102282

[CIT0035] QiuQSGuoYDietrichMASchumakerKSZhuJK 2002 Regulation of SOS1, a plasma membrane Na^+^/H^+^ exchanger in *Arabidopsis thaliana*, by SOS2 and SOS3. Proceedings of the National Academy of Sciences, USA 99, 8436–8441.10.1073/pnas.122224699PMC12308512034882

[CIT0036] RenZHGaoJPLiLGCaiXLHuangWChaoDYZhuMZWangZYLuanSLinHX 2005 A rice quantitative trait locus for salt tolerance encodes a sodium transporter. Nature Genetics 37, 1141–1146.1615556610.1038/ng1643

[CIT0037] RosadoASchapireALBressanRAHarfoucheALHasegawaPMValpuestaVBotellaMA 2006 The Arabidopsis tetratricopeptide repeat-containing protein TTL1 is required for osmotic stress responses and abscisic acid sensitivity. Plant Physiology 142, 1113–1126.1699808810.1104/pp.106.085191PMC1630727

[CIT0038] SanchezDHSiahpooshMRRoessnerUUdvardiMKopkaJ 2008 Plant metabolomics reveals conserved and divergent metabolic responses to salinity. Physiology Plant 132, 209–219.10.1111/j.1399-3054.2007.00993.x18251862

[CIT0039] SchapireALValpuestaVBotellaMA 2006 TPR proteins in plant hormone signaling. Plant Signal and Behavior 1, 229–230.10.4161/psb.1.5.3491PMC263412319704665

[CIT0040] SinghRKGregorioGBJainRK 2007 QTL mapping for salinity tolerance in rice. Physiology and Molecular Biology of Plants 13, 87–99.

[CIT0041] SripinyowanichSKlomsakulPBoonburapongBBangyeekhunTAsamiTGuHYBuaboochaTChadchawanS 2013 Exogenous ABA induces salt tolerance in indica rice (*Oryza sativa* L.): the role of *OsP5CS1* and *OsP5CR* gene expression during salt stress. Environmental and Experimental Botany 86, 94–105.

[CIT0042] SzabadosLSavouréA 2010 Proline: a multifunctional amino acid. Trends in Plant Science 15, 89–97.2003618110.1016/j.tplants.2009.11.009

[CIT0043] ThomsonMJde OcampoMEgdaneJ 2010 Characterizing the Saltol quantitative trait locus for salinity tolerance in rice. Rice 3, 148–160.

[CIT0044] ThimmOBläsingOGibonYNagelAMeyerSKrügerPSelbigJMüllerLARheeSYStittM 2004 Mapman: a user-driven tool to display genomics data sets onto diagrams of metabolic pathways and other biological processes. The Plant Journal 37, 914–939.1499622310.1111/j.1365-313x.2004.02016.x

[CIT0045] WaliaHWilsonCZengLIsmailAMCondaminePCloseTJ 2007 Genome-wide transcriptional analysis of salinity stressed *japonica* and *indica* rice genotypes during panicle initiation stage. Plant Molecular Biology 63, 609–623.1716061910.1007/s11103-006-9112-0PMC1805040

[CIT0046] WangDPanYZhaoXZhuLFuBLiZ 2011 Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice. BMC Genomics 12, 149.2140611610.1186/1471-2164-12-149PMC3070656

[CIT0047] WangZChenZChengJLaiYWangJBaoYHuangJZhangH 2013 QTL analysis of Na^+^ and K^+^ concentrations in roots and shoots under different levels of NaCl stress in rice (*Oryza sativa* L.). PLoS One 7, e51202.2323645510.1371/journal.pone.0051202PMC3516561

[CIT0048] YangZGaoQSunCLiWGuSXuC 2009 Molecular evolution and functional divergence of HAK potassium transporter gene family in rice (*Oryza sativa* L.). Journal of Genetics and Genomics 36, 161–172.1930297210.1016/S1673-8527(08)60103-4

[CIT0049] YeSFYuSWShuSBWuJHWuAZLuoLJ 2012 Expression profile analysis of 9 heat shock protein genes throughout the life cycle and under abiotic stress in rice. Chinese Science Bulletin 57, 336–343.

[CIT0050] YoshidaSFornaDACockJHGomezKA 1976 *Laboratory manual for physiological studies of rice* . Los Baños, The Philippines: International Rice Research Institute.

[CIT0051] ZangJPSunYWangY 2008 Dissection of genetic overlap of salt tolerance QTLs at the seedling and tillering stages using backcross introgression lines in rice. Science China Series C (Life Sciences) 51, 583–591.10.1007/s11427-008-0081-118622741

[CIT0052] ZhaoXQWangWSZhangFZhangTZhaoWFuBYLiZK 2013 Temporal profiling of primary metabolites under chilling stress and its association with seedling chilling tolerance of rice (*Oryza sativa* L.). Rice 6, 23.2428000410.1186/1939-8433-6-23PMC4883686

[CIT0053] ZouJLiuAChenXZhouXGaoGWangWZhangX 2009 Expression analysis of nine rice heat shock protein genes under abiotic stresses and ABA treatment. Journal of Plant Physiology 166, 851–861.1913527810.1016/j.jplph.2008.11.007

# Supplementary material for: Complex molecular mechanisms underlying seedling salt tolerance in rice revealed by comparative transcriptome and metabolomic profiling
**Source:** J Exp Bot. 2015 Oct 27;67(1):405–19. doi: 10.1093/jxb/erv476
**Supplement:** Supplementary Data

Complex molecular mechanisms underlying seedling salt tolerance in rice revealed by comparative transcriptome and metabolomic profiling — Complex molecular mechanisms underlying seedling salt tolerance in rice revealed by comparative transcriptome and metabolomic profiling — Supplementary Data 

# Complex molecular mechanisms underlying seedling salt tolerance in rice revealed by comparative transcriptome and metabolomic profiling

## Supplementary Data

Data files

- Supplementary Data - Supplementary Data

# Supplementary material for: Complex molecular mechanisms underlying seedling salt tolerance in rice revealed by comparative transcriptome and metabolomic profiling
**Source:** J Exp Bot. 2015 Oct 27;67(1):405–19. doi: 10.1093/jxb/erv476
**Supplement:** Supplementary Data

Complex Molecular Mechanisms underlying Seedling Salt Tolerance in Rice (*Oryza sativa* L.) Revealed by Comparative Transcriptome and Metabolomic Profiling

Wensheng Wang, Xiuqin Zhao, Min Li, Liyu Huang, Jianlong Xu, Fan Zhang, Yanru Cui, Binying Fu, and Zhikang Li

Supplemental Files

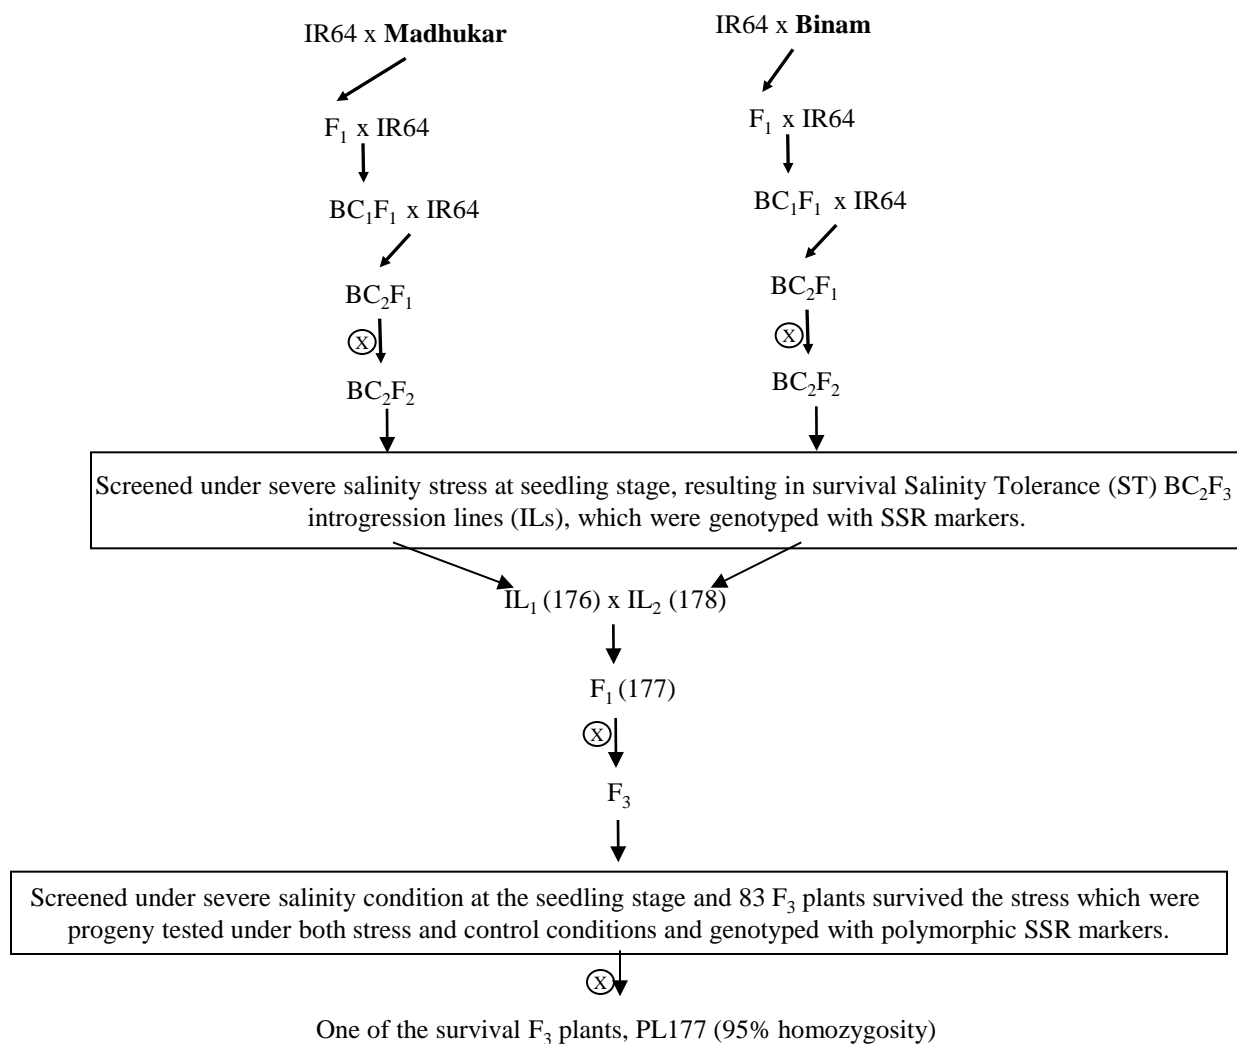

Figure S1. The BC breeding and intercross procedures for developing salinity tolerant introgression lines (176 and 178) and the pyramiding line PL177 using IR64 (the recipient) and 2 donors, Madhukar and Binam.

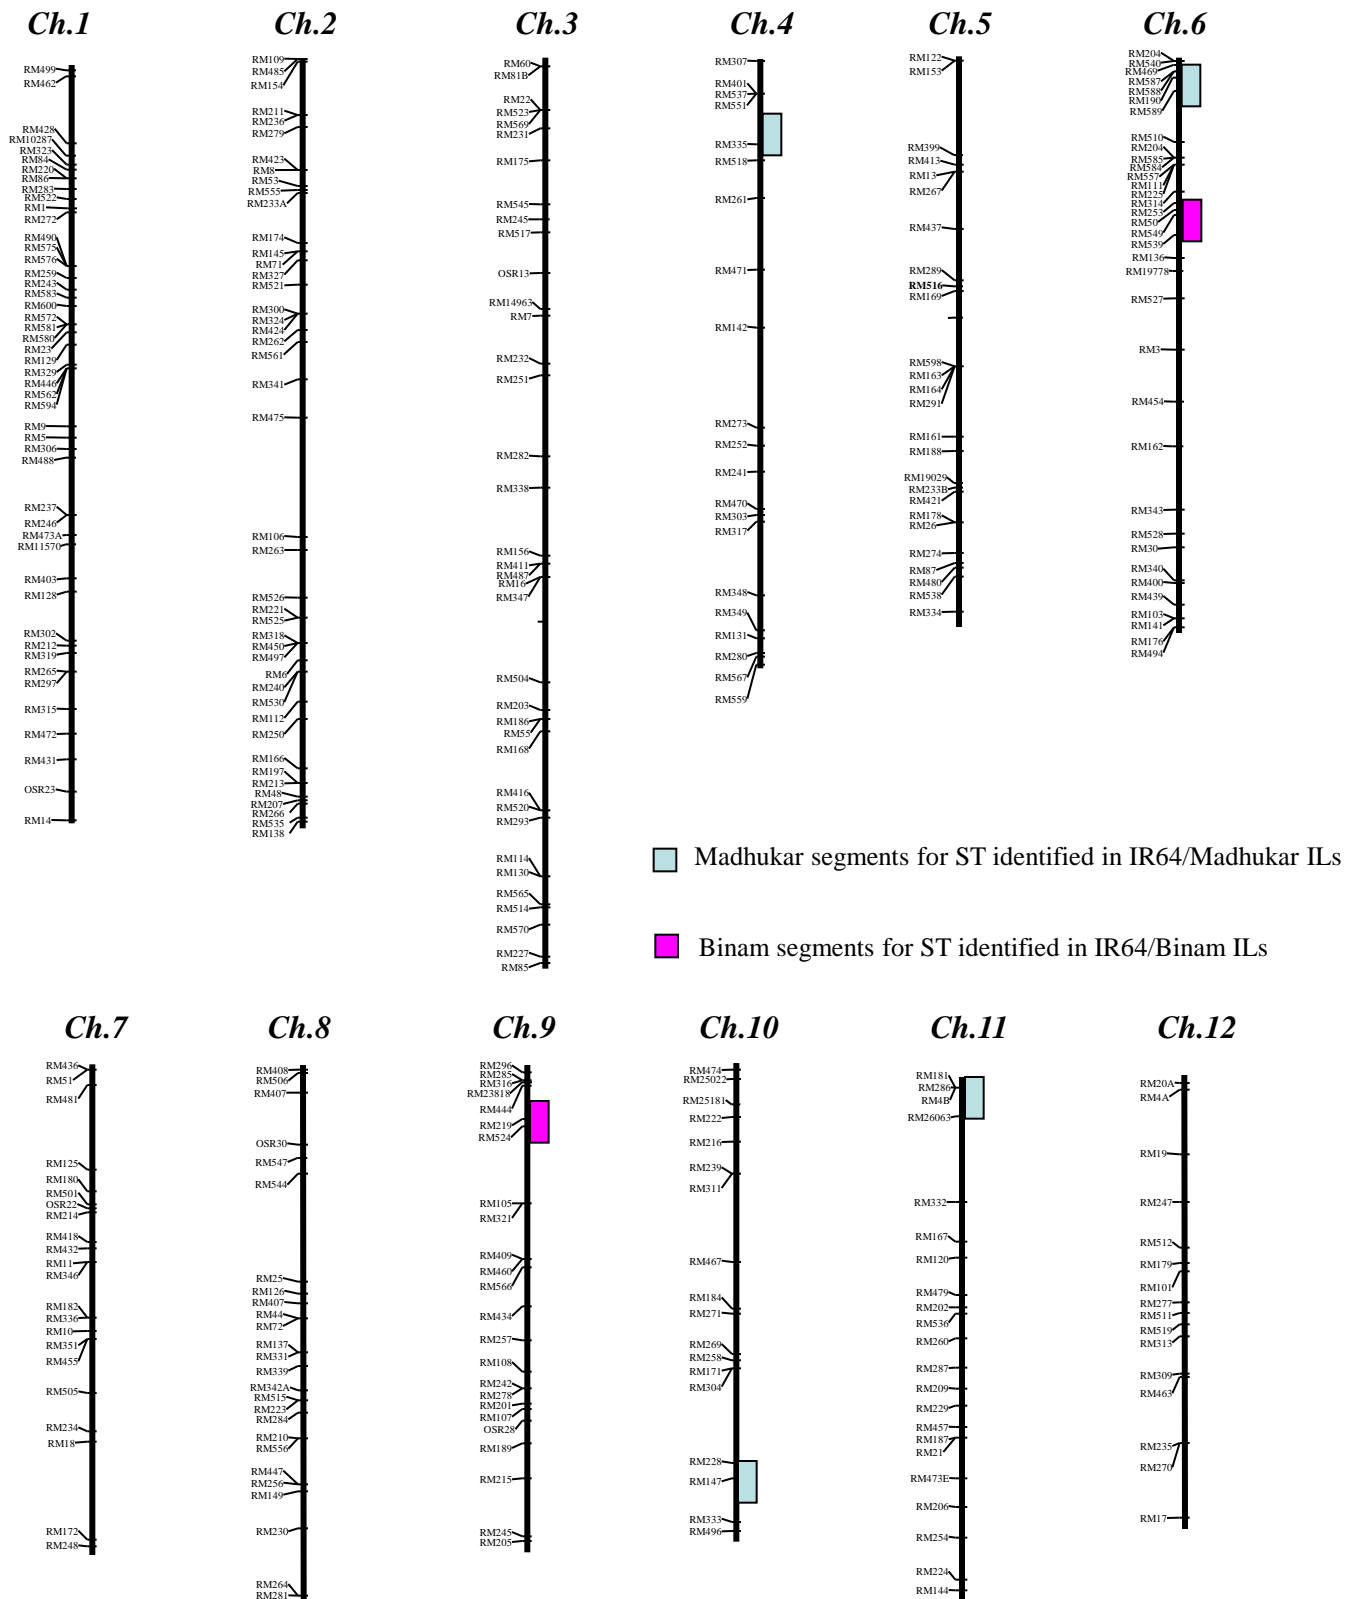

Figure S2. Genetic composition of PL177 at 6 genomic regions (loci) introgressed and pyramided from two different donors, Madhukar and Binam, in the IR64 genetic background based on SSR markers. Ch., chromosome.

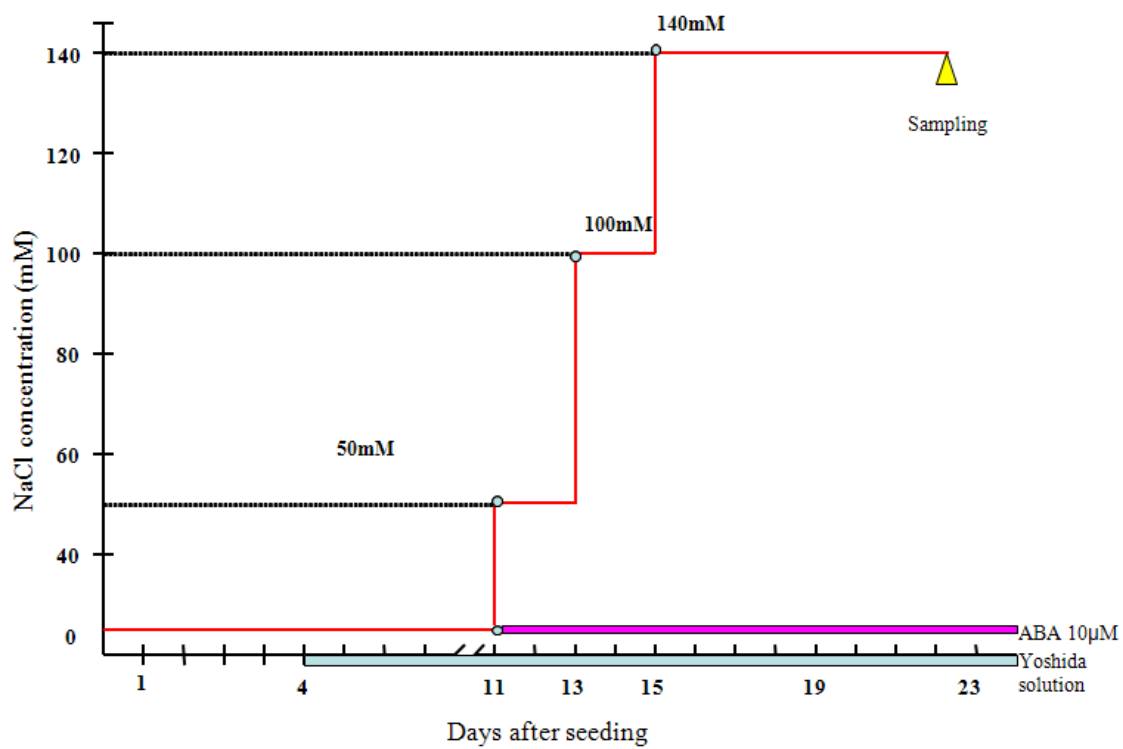

Figure S3. Schedule of salt and salt+ABA treatments for PL177 and IR64

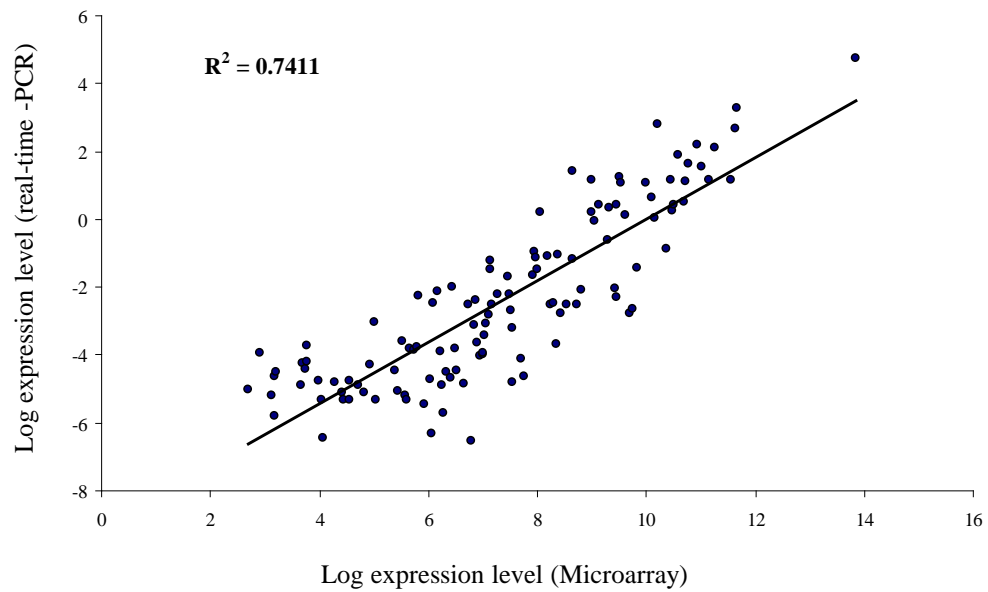

Figure S4. Validation of the expression of 10 selected genes by qRT-PCR. Correlation analysis shows a good agreement between microarray and qRT-PCR experiments. The gene expression values were transformed to $\log_2$ scale. The microarray data $\log_2$ -value (X-axis) were plotted against the real-time RT-PCR $\log_2$ -value (Y-axis).

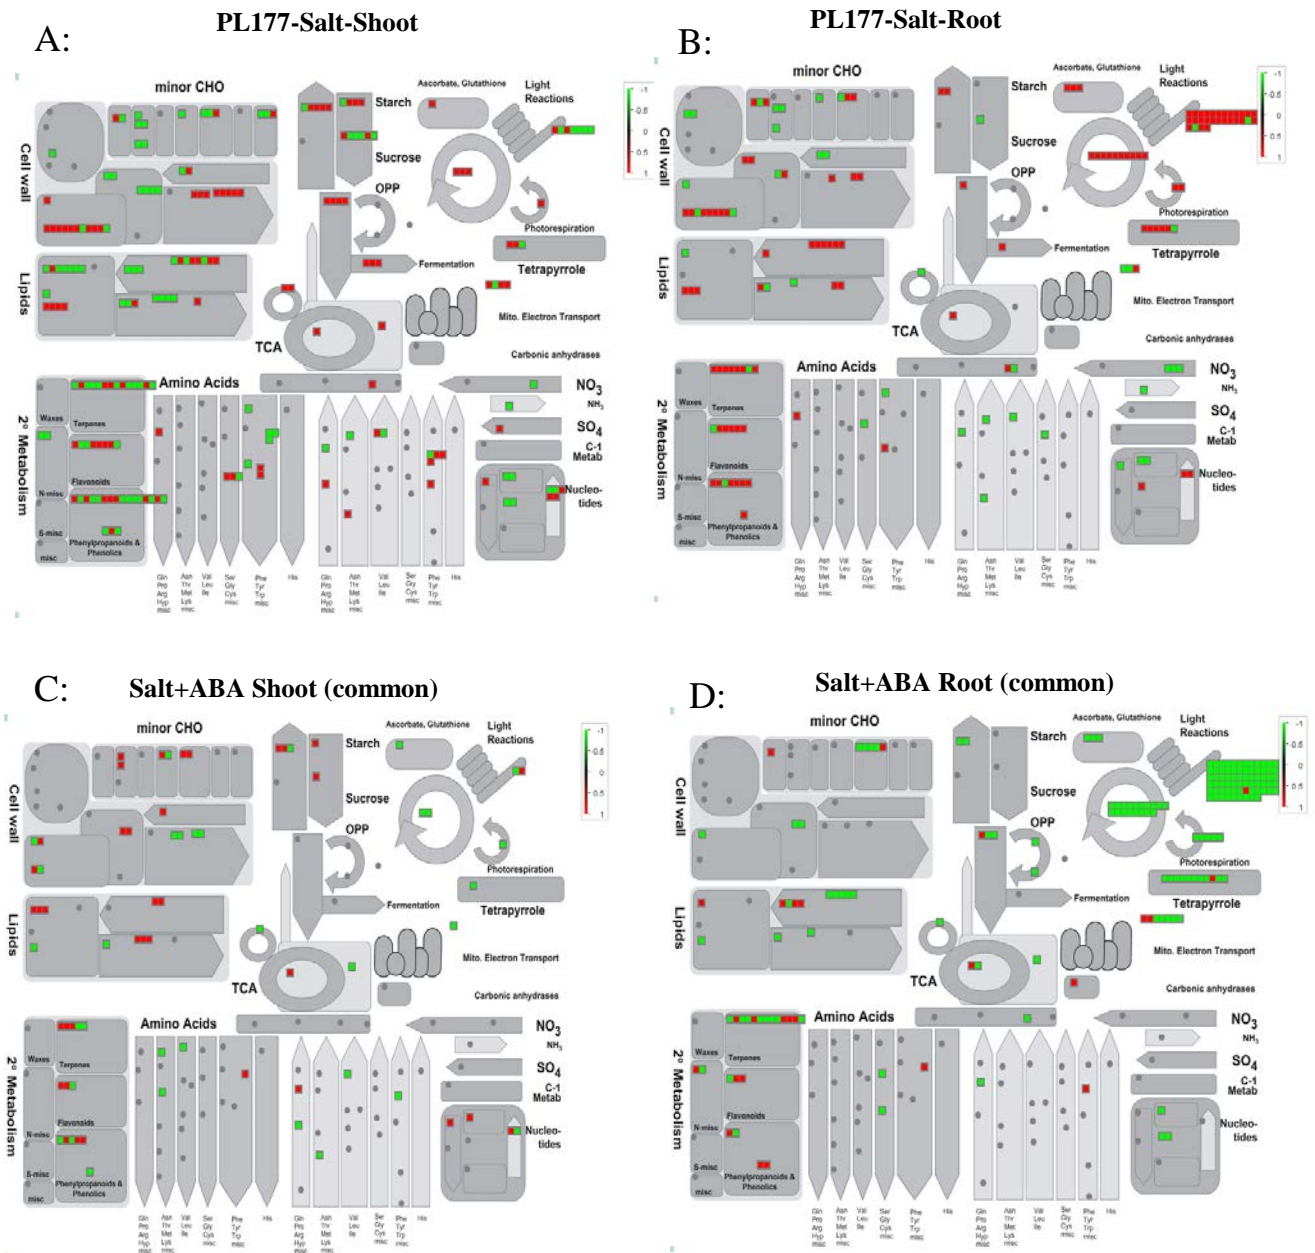

Figure S5. Metabolic overview of DEGs in PL177 and IR64 under salt and salt+ABA conditions

Table S1. The modified standard evaluation system (SES) of visual salt injury at the seedling stage of rice

Score	Observation	Tolerance
1	Normal growth, no leaf symptoms	High tolerance
3	Nearly normal growth, but leaf tips or few leaves whitish and rolled	Tolerance
5	Growth severely retarded; most leaves rolled; only a few are elongating	Moderately tolerant
7	Complete cessation of growth; most leaves dry; some plants dying	Susceptible
9	Almost all plants dead or dying	Highly susceptible

Table S2. The mean values of 88 primary metabolites from shoots and roots of IR64 and PL177 measured at control (C), salt (S) and salt plus ABA (SA) conditions

Tissue		Shoots						Roots					
Treatment		C		S		SA		C		S		SA	
Genotype		PL177	IR64	PL177	IR64	PL177	IR64	PL177	IR64	PL177	IR64	PL177	IR64
Amino acids	4-Amino- Butyric Acid	16.25±1.26	10.10±0.50	70.90±7.25	55.86±13.33	69.50±14.62	51.91±6.58	2.85±0.46	2.50±0.01	3.23±1.29	3.80±1.16	3.07±0.45	4.21±0.88
	Alanine	18.91±3.44	11.89±0.95	67.98±19.30	37.57±4.99	51.81±7.67	47.69±5.72	1.53±0.54	1.56±0.46	1.20±0.14	1.73±0.14	1.11±0.14	3.08±1.41
	Arginine	24.08±1.57	27.09±3.23	65.96±21.30	92.21±13.26	87.34±6.20	62.39±6.08	1.86±0.22	2.85±0.27	4.84±0.25	4.97±1.23	7.84±1.35	15.00±1.47
	Asparagine	66.69±3.87	7.21±1.91	125.63±7.70	12.18±1.13	57.64±14.80	131.18±15.01	0.16±0.02	0.29±0.08	1.25±0.03	0.65±0.19	1.65±0.73	4.18±0.98
	Aspartic Acid	47.11±7.88	52.80±8.08	78.08±1.44	100.18±3.48	97.73±10.98	94.48±4.27	6.31±0.45	7.51±1.54	9.43±0.17	6.65±1.83	7.37±1.23	11.58±1.75
	Cytosine	24.69±2.41	22.47±7.07	55.52±13.59	45.33±5.71	49.99±3.47	40.74±4.30	4.25±0.51	3.55±0.37	4.10±1.39	4.45±0.87	3.82±0.74	4.18±1.01
	Glutamine	23.27±2.03	40.39±5.65	109.48±1.67	537.24±140.34	147.32±12.30	104.43±28.35	1.55±0.46	2.23±0.09	4.16±0.66	2.65±0.29	4.99±1.28	17.68±1.41
	Glycine	13.72±7.50	8.33±1.65	57.25±10.34	45.17±8.59	48.79±5.06	44.61±6.90	4.47±0.45	5.12±2.77	3.49±0.35	5.17±2.04	3.79±0.72	10.19±0.43
	Isoleucine	28.89±3.41	22.04±6.33	127.33±10.18	112.90±19.08	138.98±31.50	108.26±13.81	2.65±0.18	1.53±0.09	3.41±0.21	4.40±0.93	6.48±1.24	9.82±0.78
	Leucine	31.21±6.46	19.78±2.16	126.50±2.43	105.42±19.44	222.81±62.08	90.26±9.14	2.89±0.33	2.84±0.44	3.88±0.83	3.92±0.63	4.36±0.41	5.67±0.26
	Methionine	30.19±4.33	27.16±4.25	30.38±1.84	33.70±1.44	33.11±3.21	27.05±3.82	9.90±1.16	10.83±1.54	11.21±0.87	11.09±1.06	9.85±0.87	12.28±1.31
	Phenylalanine	53.42±9.85	27.34±9.56	126.03±0.34	107.27±33.25	87.01±2.60	96.82±42.00	4.47±0.43	4.09±0.84	6.88±2.10	10.64±3.54	21.97±2.82	19.08±4.99
	Proline	9.70±2.36	0.61±0.07	640.32±120.97	124.31±36.49	245.62±12.69	469.02±74.53	0.56±0.52	0.08±0.01	1.56±0.24	0.63±0.08	1.84±0.27	1.19±0.25
	Serine	28.93±3.22	24.00±2.57	119.32±37.93	114.67±6.91	109.68±19.41	112.38±12.71	5.29±0.55	6.13±0.19	5.89±0.76	4.69±1.13	3.79±0.55	4.84±0.78
	Threonine	34.55±5.28	28.26±3.33	107.17±8.68	95.35±15.18	110.25±13.67	96.35±10.56	4.32±1.02	4.71±0.02	7.51±2.35	6.32±1.65	7.72±1.26	10.34±2.18
	Tryptophan	25.99±5.48	29.03±6.53	178.64±65.28	268.12±76.37	396.65±37.42	160.33±34.88	3.87±1.30	7.09±1.09	9.54±1.32	13.85±4.47	11.06±1.52	18.51±6.00
	Tyramine	23.91±15.47	9.99±1.91	31.79±8.55	33.04±7.39	33.51±4.16	32.88±4.92	12.23±2.20	9.51±0.15	9.26±0.24	7.11±0.67	15.66±2.16	19.33±3.41
	Tyrosine	13.47±0.30	12.33±2.68	52.79±5.34	57.70±5.86	57.95±10.75	50.07±7.76	1.96±0.54	2.49±0.10	3.47±0.73	3.83±1.01	3.83±0.53	4.54±0.77
	Valine	27.08±3.85	23.82±6.08	128.11±5.35	120.73±20.64	122.46±12.41	104.63±12.26	3.32±0.77	3.56±0.05	5.39±1.13	5.57±1.39	6.63±0.58	10.83±2.30

Sugars	1-Ethylglucopyranoside	50.09±21.43	32.61±21.57	16.18±16.12	5.67±1.13	33.54±24.89	14.97±11.52	1.65±0.50	4.20±0.33	0.87±0.44	1.44±0.89	3.50±0.68	2.96±0.38
	D-Xylofuranose	38.57±11.82	47.21±7.16	41.39±4.43	54.99±7.12	43.38±5.48	39.54±1.77	3.85±0.77	4.82±0.60	2.42±0.15	2.95±0.16	2.19±0.27	3.21±0.09
	Ethylene Glycol	36.41±9.18	38.41±13.83	33.82±2.60	30.02±2.88	34.21±3.52	29.00±2.19	7.40±0.73	7.83±2.66	5.55±0.41	5.64±0.39	5.37±0.45	6.36±0.25
	Fructofuranose	12.37±1.66	5.92±0.80	152.39±56.80	36.88±5.38	338.93±23.19	346.96±24.28	3.88±1.07	2.51±1.09	2.28±0.44	4.00±0.87	6.42±1.40	3.54±0.46
	Fructose	13.35±4.02	0.80±0.17	197.63±42.26	22.40±4.65	298.39±79.86	412.11±263.01	1.25±0.28	0.81±0.10	1.58±0.23	1.77±0.14	4.33±0.42	1.60±0.24
	Galactinol	12.50±1.10	17.64±1.54	41.73±5.07	59.61±13.56	78.02±20.74	57.99±10.02	2.18±0.19	2.04±1.11	1.79±0.27	3.34±0.53	1.41±0.33	1.69±0.45
	Glucose	22.44±6.33	10.36±1.94	134.01±40.10	46.68±9.63	285.81±24.32	231.95±101.60	3.42±0.61	2.86±0.75	2.95±0.24	4.72±2.86	6.15±1.30	4.09±0.32
	Glycerol	19.34±2.81	12.64±3.03	59.95±24.85	48.19±2.93	38.76±12.14	34.72±5.17	6.68±0.72	7.38±0.72	6.65±0.51	7.24±0.81	6.73±0.87	6.89±0.93
	Inositol, Myo-	10.48±1.52	10.83±1.77	46.05±9.41	45.00±5.16	50.85±4.83	48.80±6.28	2.33±0.66	2.08±0.10	2.70±0.51	4.80±1.52	3.66±0.49	5.35±0.73
	Inositol-2-Phosphate	43.35±1.86	38.52±5.06	74.93±2.91	68.30±19.19	78.65±12.44	79.23±7.74	17.23±5.47	17.34±1.41	13.99±0.63	12.75±4.01	14.41±2.74	20.12±1.33
	Lactose	32.46±3.92	30.51±1.62	81.91±12.78	86.28±17.35	77.66±9.01	71.62±6.33	8.72±0.39	7.70±0.25	9.12±1.73	9.13±0.91	7.40±0.57	8.77±0.32
	Lyxos	13.15±2.20	9.03±0.20	85.90±2.90	82.71±25.99	82.76±25.71	54.08±9.19	3.47±1.11	4.04±0.49	2.91±0.73	3.62±0.94	4.59±0.30	5.19±0.35
	Maltose	31.12±6.71	33.94±2.07	135.92±49.38	180.28±37.05	155.16±34.06	108.14±9.91	6.75±3.60	4.15±0.09	3.62±0.33	6.07±0.53	3.27±0.33	4.01±0.06
	Mannitol	14.04±2.67	8.69±0.80	39.44±1.36	37.39±11.68	39.14±3.99	38.39±4.66	11.29±9.14	5.07±1.92	38.89±6.44	15.62±2.19	14.60±2.81	15.38±2.20
	Mannose	10.40±2.02	6.36±0.74	63.25±17.52	33.71±4.68	80.20±5.83	101.42±6.00	3.48±0.37	2.93±0.52	2.96±0.30	3.56±1.48	2.85±0.19	4.94±0.89
	Melezitose	9.70±0.65	7.83±0.90	158.88±8.04	111.52±9.90	75.10±14.95	74.30±9.89	4.08±1.15	2.53±0.15	2.95±0.51	3.67±0.78	3.44±1.22	4.75±2.14
	Pentitol	2.16±0.31	4.40±0.44	7.29±0.12	50.63±5.71	47.59±8.91	20.61±4.46	0.22±0.05	0.31±0.03	0.71±0.16	1.20±0.26	1.63±0.40	2.50±0.87
	Raffinose	6.41±1.32	6.27±1.07	110.14±26.46	123.10±19.76	97.53±15.75	76.22±8.63	0.15±0.04	0.07±0.02	0.48±0.08	0.76±0.17	0.21±0.04	0.41±0.06
	Salicylic<br>Acid-Glucopyranoside	10.54±6.07	11.53±2.63	37.16±17.42	29.01±4.55	47.14±16.02	23.71±1.33	0.11±0.05	0.09±0.01	0.07±0.06	0.08±0.02	0.07±0.04	0.09±0.08
	Sorbitol	12.02±2.51	12.66±0.99	132.12±51.40	109.19±14.15	120.84±32.34	83.22±8.94	4.80±1.33	4.64±0.51	5.54±0.16	8.17±4.33	5.76±1.17	5.02±0.62
	Sucrose	22.20±1.11	16.73±1.82	49.45±8.42	44.41±5.54	44.70±6.19	44.88±5.05	5.94±0.24	6.08±0.05	7.29±0.12	7.52±0.95	5.23±0.73	6.06±0.81
	Trehalose	3.07±1.68	1.70±0.05	4.22±0.44	4.96±1.29	6.27±0.91	6.85±1.04	14.79±1.88	13.85±1.74	35.70±1.74	30.22±7.75	60.24±12.69	81.84±7.59
	Xylitol	45.25±14.93	31.34±15.80	101.51±22.42	61.95±11.23	58.68±8.52	45.59±4.82	2.79±0.10	5.31±0.89	0.33±0.03	1.38±0.42	0.70±0.24	4.64±1.46
	Xylose	10.29±3.58	5.06±0.93	99.04±21.85	95.60±9.13	92.85±22.41	67.74±24.57	5.82±1.89	5.25±0.21	2.49±0.93	3.10±1.33	2.44±0.40	2.37±0.31

Organic acids	4-Hydroxy-Cinnamic Acid	24.37±2.75	24.26±0.79	45.33±3.69	56.35±9.15	50.41±4.36	47.64±11.60	8.02±1.34	8.13±0.18	9.07±1.63	9.69±1.72	13.10±1.46	13.24±0.96
	3-Deoxy-Arabino-Hexaric Acid	23.89±2.81	21.94±2.51	40.04±2.67	40.70±2.40	40.22±6.95	43.39±4.49	12.98±0.28	15.02±0.63	8.29±1.42	9.85±2.89	9.94±2.32	12.44±0.92
	Acetic Acid	27.72±2.72	48.73±2.11	59.61±2.02	58.81±9.85	54.26±3.36	55.37±10.41	15.27±2.43	17.82±3.28	8.63±0.97	7.05±0.98	12.75±1.26	12.83±1.76
	Benzoic Acid	40.15±4.97	64.71±15.84	40.91±4.17	73.86±13.48	32.56±1.38	35.29±5.08	10.52±1.62	11.30±2.59	7.73±1.40	9.85±0.72	9.10±1.67	10.48±0.74
	Beta-D-Glucopyranuronic Acid	22.00±4.57	17.92±2.50	33.44±4.93	32.82±8.19	46.65±4.74	33.00±5.04	6.79±1.51	7.90±0.25	4.91±0.55	5.89±1.35	3.06±0.69	3.41±0.57
	Citric Acid	31.40±1.26	32.15±1.63	31.03±11.06	28.09±5.59	44.94±4.30	47.21±3.39	0.50±0.13	0.56±0.02	0.53±0.01	0.39±0.10	0.49±0.04	0.83±0.08
	Eicosanoic Acid	18.96±1.28	28.57±1.36	24.55±0.13	44.59±5.56	47.58±10.77	24.67±1.11	14.38±2.04	13.59±3.34	16.35±1.94	25.54±3.08	15.82±1.22	13.77±1.26
	Erythronic Acid	19.76±2.24	20.50±0.48	75.96±17.45	59.66±10.25	74.00±9.70	57.04±16.32	5.10±0.71	4.78±0.58	4.21±0.64	2.43±0.48	3.31±0.43	3.66±0.09
	Fumaric Acid	34.05±2.06	35.17±2.29	45.32±4.23	50.87±5.23	47.41±3.21	42.81±4.25	8.02±3.58	9.10±0.20	3.81±0.71	5.29±0.34	4.03±0.28	6.14±0.94
	Gamma.-Hydroxybutyric Acid	18.56±1.17	84.64±5.79	23.32±5.77	102.40±8.31	37.65±1.57	25.89±12.80	11.63±1.42	14.14±0.31	12.01±0.97	15.13±1.32	12.75±1.63	11.48±0.87
	Gluconic Acid	42.75±5.27	48.46±3.30	88.99±10.82	136.13±8.41	96.23±11.87	95.18±14.77	8.33±1.27	5.28±0.23	5.73±1.34	5.30±1.48	8.84±1.34	11.23±3.49
	Glucopyranose	17.26±4.47	7.12±0.97	87.08±26.57	29.94±5.56	155.77±33.18	139.04±52.15	2.88±0.65	2.37±0.70	2.51±0.21	3.68±1.23	4.93±0.82	3.44±0.26
	Glutamic Acid	104.41±12.91	47.98±5.06	116.47±19.59	26.47±3.69	44.43±4.20	121.21±9.08	25.15±9.35	8.13±0.24	25.58±3.78	7.27±3.62	42.36±4.10	49.64±10.22
	Glyceric Acid	21.60±3.59	16.83±0.35	88.27±23.26	79.93±5.66	70.14±4.04	67.06±16.10	2.10±0.46	2.48±1.06	2.51±0.16	2.28±0.20	1.75±0.32	2.23±0.06
	Hexadecanoic Acid	17.75±2.63	27.11±1.95	16.73±0.24	28.42±2.11	23.80±2.36	18.26±4.95	9.41±0.77	8.70±0.72	11.88±1.39	15.73±0.84	10.87±0.83	9.41±0.43
	Isocitric Acid	22.59±3.59	27.02±1.71	26.81±8.48	36.95±1.51	50.39±6.24	49.73±5.46	0.47±0.08	0.40±0.07	0.45±0.01	0.26±0.12	0.44±0.04	0.73±0.07
	Malic Acid	28.47±0.53	24.13±2.16	24.38±3.42	22.98±2.19	24.82±1.04	19.35±3.52	9.16±3.51	10.56±0.99	3.15±0.52	3.80±0.90	3.74±0.69	4.87±0.64
	Octadecanoic Acid	17.76±2.41	35.09±2.51	15.80±1.27	34.80±2.51	26.43±3.16	18.36±5.55	11.58±0.80	11.59±0.29	14.41±1.53	23.83±3.37	13.00±1.18	11.13±0.48
	Octadecatrienic Acid	44.07±3.68	39.29±5.75	39.32±2.20	32.25±7.15	39.41±7.47	31.79±12.78	4.93±0.89	5.32±0.16	4.23±0.65	5.15±0.83	4.07±0.49	5.07±0.39
	Oxalic Acid	49.99±3.36	46.30±9.71	17.57±7.76	18.01±6.29	33.52±0.36	49.15±2.39	0.30±0.06	0.29±0.03	0.31±0.05	0.53±0.06	0.35±0.05	1.09±0.15
	Phosphoric Acid	36.15±5.61	38.56±3.47	32.46±2.21	28.80±2.30	36.35±1.39	34.30±5.76	14.35±1.73	14.50±0.89	14.73±2.98	11.95±1.56	13.64±2.54	15.57±1.71
	Pipecolic Acid	17.73±1.77	25.13±0.77	42.67±1.10	54.46±7.46	45.84±3.42	36.18±3.15	3.67±0.28	3.94±0.09	3.29±0.59	3.58±0.43	4.41±0.59	5.85±1.76
	Propanoic Acid	28.05±1.55	45.62±7.61	37.35±4.91	38.74±3.64	19.68±2.29	28.11±6.16	41.54±5.94	17.41±9.48	13.35±1.14	10.37±7.35	16.20±2.06	12.37±5.11

	Pyruvic Acid	42.96±4.35	24.34±2.74	45.86±7.13	17.81±2.22	30.26±4.86	55.09±5.17	9.85±0.85	7.87±0.64	7.64±0.83	6.63±0.59	6.92±0.91	7.81±0.35
	Quinic Acid	14.60±2.79	12.05±0.66	36.93±0.06	48.45±9.52	46.60±11.50	54.26±6.54	5.72±0.63	5.13±0.64	3.59±1.03	5.64±2.25	2.58±0.33	6.36±0.31
	Saccharic Acid	40.79±7.62	50.30±7.65	97.19±1.74	127.88±24.42	116.55±6.31	116.05±21.31	3.77±0.27	4.46±0.06	4.11±0.54	2.81±1.03	3.07±0.67	3.63±0.76
	Salicylic Acid	69.36±7.86	40.65±1.33	50.65±5.81	50.14±14.75	50.26±7.83	47.38±7.16	0.25±0.06	0.34±0.06	0.15±0.03	0.29±0.04	0.25±0.05	0.33±0.11
	Succinic Acid	36.85±2.51	33.08±1.94	55.59±17.31	53.25±6.23	36.36±1.07	34.44±8.80	5.39±2.25	4.96±0.41	2.42±0.58	2.36±0.28	3.13±0.16	2.93±0.64
	Threonic Acid	13.56±0.82	6.66±0.48	125.81±74.05	100.94±14.26	81.69±13.04	66.36±24.03	1.20±0.70	0.33±0.00	0.73±0.01	0.85±0.13	0.67±0.09	0.87±0.19
Others	1-Monohexadecanoylglycerol	15.94±3.01	20.87±0.03	19.61±2.41	26.97±2.47	23.16±3.61	17.64±4.01	8.71±0.76	6.65±0.98	9.71±1.06	11.53±1.70	9.12±1.02	8.40±0.19
	1-Monooctadecanoylglycerol	18.47±2.56	25.71±1.53	22.72±1.98	36.04±2.94	28.13±3.64	22.46±3.83	10.22±0.90	8.21±0.76	12.22±1.77	14.31±2.22	11.22±0.94	10.47±0.36
	2-Aminoethanol	21.49±2.54	13.32±1.49	55.94±14.51	56.37±1.48	45.94±6.98	41.14±10.40	10.47±2.08	13.65±0.97	12.13±1.70	14.96±1.18	36.76±5.86	44.72±9.76
	5-Hydroxy-Tryptamine,	2.32±0.16	15.30±3.36	6.71±3.03	45.98±16.45	17.26±2.76	6.10±0.57	35.04±17.30	105.44±0.42	38.02±13.41	79.28±25.52	80.57±13.14	92.85±4.24
	Adenosine	7.48±2.28	1.88±0.85	138.54±32.34	84.48±37.50	139.71±41.91	76.67±17.47	1.53±0.17	1.17±0.10	0.68±0.06	1.52±0.26	1.04±0.24	0.91±0.17
	Allantoin	7.21±7.88	6.68±9.43	14.38±0.12	34.98±14.49	81.22±2.54	34.65±10.36	7.83±6.30	21.36±1.92	872.9±214.1	20.48±3.94	451.8±58.6	894.3±264.2
	Campesterol	59.02±13.39	60.57±6.45	32.82±15.15	39.68±11.87	62.91±0.04	51.42±41.41	26.44±4.56	27.10±6.68	24.99±5.10	29.28±4.29	24.87±5.72	28.80±1.31
	Erythritol	33.85±7.34	31.27±1.90	81.52±20.13	47.60±6.96	68.94±3.40	55.46±28.11	4.02±0.22	4.09±0.86	2.59±0.90	2.84±0.57	4.21±1.40	2.72±0.13
	Ethanolanine	38.75±9.86	27.60±2.68	21.25±0.56	61.62±12.16	59.85±8.25	19.18±6.05	12.21±2.56	17.39±2.89	14.29±1.38	25.42±2.69	49.05±10.05	59.48±11.00
	Formylpiperidine	41.58±7.29	40.21±2.12	39.74±1.49	41.41±0.93	24.42±2.58	33.72±4.04	10.76±3.19	13.33±1.52	10.03±0.89	12.17±1.35	10.01±1.33	12.17±0.46
	Galactosylglycerol	17.03±6.23	5.63±0.43	128.89±73.62	67.27±26.55	78.62±3.41	49.23±13.80	2.12±1.08	1.77±0.25	2.54±0.91	3.18±0.50	2.05±0.06	2.64±0.54
	Threonic Acid-1,4-Lactone	19.00±1.36	12.91±0.97	135.00±83.41	76.85±6.35	55.79±20.89	71.61±9.83	2.33±0.45	1.04±0.27	1.22±0.06	0.99±0.38	1.57±0.27	2.20±0.56
	Triethanolamine	10.26±1.99	6.73±0.36	12.10±4.67	7.15±0.28	11.37±0.28	13.51±7.28	4.67±1.02	4.23±0.25	5.63±1.56	4.40±0.36	4.20±0.98	3.89±0.41
	Uracil	30.03±5.02	29.14±1.99	58.32±21.64	67.59±6.87	38.97±1.19	38.39±5.04	10.42±1.68	11.68±0.07	8.47±0.92	12.90±0.95	7.82±1.22	10.27±1.53
	Urea	20.33±4.19	10.79±0.55	28.54±7.01	26.13±2.81	33.30±4.65	25.44±4.66	17.57±6.64	0.15±0.07	12.01±1.94	7.34±0.78	12.77±1.02	4.55±0.47
	Vitamin E	110.60±25.35	106.81±14.38	4.45±0.32	20.50±7.05	51.64±28.01	9.55±1.71	1.31±0.30	0.89±0.19	1.31±0.35	1.78±0.27	1.59±0.19	1.23±0.03

Table S3. Morphological and yield traits performances of the IR64 and PL177 measured under control, salt and salt plus ABA conditions

Genotype	Treatment	Plant height<br>(cm)	Tiller<br>number	Grain weight<br>per plant<br>(g/plant)	SES	Shoot<br>length (cm)	Root length<br>(cm)	Shoot dry<br>weight<br>(mg/plant)	Root dry<br>weight<br>(mg/plant)	Relative water<br>content (%)
IR64	Control	99.8±1.5 ^{a, p}	12.1±0.5 ^{a, p}	16.9±1.1 ^{a, p}	1.0±0 ^{a, p}	32.8±0.1 ^{a, p}	10.1±0.7 ^{a, p}	46.5±1.7 ^{a, p}	6.84±0.94 ^{a, p}	83.7±5.1 ^{a, p}
	Salt	65.3±1.3 ^{b, p}	5.6±0.6 ^{b, p}	5.1±0.7 ^{b, p}	5.0±0.5 ^{c, p}	18.0±0.8 ^{b, p}	9.0±0.7 ^{a, p}	20.1±1.3 ^{c, p}	4.83±0.20 ^{b, p}	64.5±3.7 ^{b, p}
	Salt+ABA	—	—	—	3.0±0.0 ^{b, p}	19.1±0.9 ^{b, p}	9.2±0.3 ^{a, p}	33.4±0.7 ^{b, p}	6.72±0.63 ^{a, p}	86.6±1.0 ^{a, p}
PL177	Control	103.4±2.8 ^{a, p}	11.5±0.6 ^{a, p}	17±0.9 ^{a, p}	1.0±0 ^{a, p}	34.5±0.9 ^{a, p}	10.0±0.3 ^{a, p}	46.6±2.8 ^{a, p}	7.23±0.79 ^{a, p}	82±3.0 ^{a, p}
	Salt	71.8±1.6 ^{b, q}	7.5±0.6 ^{b, q}	7.9±0.7 ^{b, q}	3.8±0.3 ^{c, q}	24.8±1.0 ^{b, q}	9.5±0.2 ^{a, p}	27.2±2.6 ^{c, q}	6.41±0.49 ^{a, q}	76.9±2.1 ^{b, q}
	Salt+ABA	—	—	—	3.0±0.0 ^{b, p}	19.3±0.8 ^{c, p}	9.4±0.5 ^{a, p}	35.2±2.2 ^{b, p}	6.48±0.60 ^{a, p}	87.7±3.7 ^{a, p}

Different letters (a, b, c) within different conditions of ONE genotype (IR64 OR PL177) are significantly different (Fisher LSD, $p \leq 0.05$), whereas different letters (p, q) between two genotypes under ONE condition (control OR salinity OR salinity+ABA) are significantly different (Fisher LSD, $p \leq 0.05$)

Table S4. Shoots and roots sodium and potassium concentrations in IR64 and PL177 under salt and salt+ABA treatment conditions

Genotype	Treatment	Shoot K ⁺<br>concentration<br>(mmol/g dry weight)	Shoot Na ⁺<br>concentration<br>(mmol/g dry weight)	Na ⁺ /K ⁺ ratio<br>in shoot	Root K ⁺<br>concentration<br>(mmol/g dry weight)	Root Na ⁺<br>concentration<br>(mmol/g dry weight)	Na ⁺ /K ⁺ ratio<br>in roots	Na ⁺ concentration<br>in roots to shoot<br>translocation
IR64	Control	1.02±0.04 ^{a, p}	0.03±0.01 ^{a, p}	0.03 ^{a, p}	0.66±0.08 ^{a, p}	0.06±0.01 ^{a, p}	0.09 ^{a, p}	0.45 ^{a, p}
PL177	Control	1.02±0.03 ^{a, p}	0.04±0.01 ^{a, p}	0.03 ^{a, p}	0.72±0.03 ^{a, p}	0.07±0.01 ^{a, p}	0.09 ^{a, p}	0.53 ^{a, p}
IR64	Salt	0.81±0.04 ^{b, p}	1.31±0.11 ^{c, p}	1.63 ^{a, q}	0.23±0.02 ^{b, p}	0.63±0.05 ^{b, p}	2.71 ^{a, q}	2.09 ^{a, q}
PL177	Salt	0.77±0.05 ^{c, p}	0.96±0.05 ^{c, q}	1.25 ^{a, p}	0.22±0.02 ^{b, p}	0.67±0.05 ^{b, p}	3.01 ^{a, p}	1.45 ^{a, p}
IR64	Salt+ABA	0.95±0.03 ^{a, p}	0.84±0.09 ^{b, p}	0.89 ^{a, p}	0.22±0.02 ^{b, p}	0.87±0.14 ^{c, p}	3.94 ^{a, p}	1.00 ^{a, p}
PL177	Salt+ABA	0.89±0.08 ^{b, p}	0.90±0.01 ^{b, p}	1.01 ^{a, q}	0.23±0.04 ^{b, p}	0.88±0.09 ^{c, p}	3.82 ^{a, p}	1.02 ^{a, p}

Different letters of a,b, c represent significant difference (LSD, $p \leq 0.05$) between the three treatments of the same genotype (IR64 or PL177), whereas different letters of p and q represent significant difference (LSD, $p \leq 0.05$) between the two genotypes under the same treatment (control, salinity or salinity+ABA), respectively.

Table S5 Summary of the fold changes of 88 primary metabolites in two genotypes (PL177 and IR64) in response to the salt stress and salt+ABA treatments at the seedling stage

			Salt/Control				Salt+ABA/Control			
n			PL177		IR64		PL177		IR64	
			Mean $\pm$ SD	Range	Mean $\pm$ SD	Range	Mean $\pm$ SD	Range	Mean $\pm$ SD	Range
Shoots	AAs	19	6.70 $\pm$ 14.44	1.01~66.01	15.07 $\pm$ 45.79	1.24~203.8	5.05 $\pm$ 5.94	-1.16~25.31	44.6 $\pm$ 175.4	-1.00~768.9
	OAs	18	1.22 $\pm$ 2.30	-2.84~9.28	1.41 $\pm$ 3.27	-2.57~15.16	1.16 $\pm$ 2.03	-2.35~6.03	1.13 $\pm$ 2.59	-3.27~9.96
	Sugars	25	5.47 $\pm$ 5.26	-3.10~17.18	6.41 $\pm$ 7.27	-5.75~28.11	7.32 $\pm$ 7.51	-1.49~27.40	28.5 $\pm$ 102.1	-2.18~515.1
	Others	16	1.28 $\pm$ 8.50	-24.9~18.5	5.12 $\pm$ 11.22	-5.21~44.94	3.43 $\pm$ 5.17	-2.14~18.65	3.19 $\pm$ 11.0	-11.18~40.8
	Total	88	3.62 $\pm$ 8.41	-24.9~66.0	6.45 $\pm$ 22.32	-5.75~203.8	4.16 $\pm$ 5.90	-2.35~27.40	18.7 $\pm$ 97.9	-11.2~768.9
Roots	AAs	19	1.45 $\pm$ 2.05	-1.32~7.81	1.52 $\pm$ 2.04	-1.34~8.37	2.00 $\pm$ 2.72	-1.40~10.34	4.03 $\pm$ 4.44	-1.27~15.87
	OAs	18	-0.59 $\pm$ 1.47	-3.11~1.26	-0.53 $\pm$ 1.58	-2.78~2.54	-0.65 $\pm$ 1.40	-2.56~1.68	0.13 $\pm$ 2.02	-2.31~6.11
	Sugars	25	-0.41 $\pm$ 2.47	-8.53~3.44	0.89 $\pm$ 2.74	-3.86~10.07	0.37 $\pm$ 2.47	-3.99~7.41	1.15 $\pm$ 2.54	-2.22~8.20
	Others	16	6.91 $\pm$ 28.03	-2.26~111.9	3.58 $\pm$ 12.16	-1.44~48.95	3.88 $\pm$ 14.47	-1.49~57.7	5.01 $\pm$ 12.4	-1.51~41.8
	Total	88	1.27 $\pm$ 12.10	-8.53~111.9	1.06 $\pm$ 5.59	-3.86~48.95	1.04 $\pm$ 6.53	-3.99~57.7	2.15 $\pm$ 6.13	-2.31~41.8

Table S6-A. ANOVA results for 88 primary metabolites in shoots of two rice genotypes (G), IR64 and PL177, measured under three different treatments (Trt), control, salt and salt+ABA(SA)

	Genotype (G)				Treatment (T)				G x T			
	MS	F Value	Pr > F	R ² (%)	MS	F Value	Pr > F	R ² (%)	MS	F Value	Pr > F	R ² (%)
Formylpiperidine	48.1	2.9	0.1132	**5.0**	299.6	17.8	0.0001	**62.4**	51.4	3.1	0.0795	**10.7**
2-Aminoethanol	82.2	1.7	0.2088	**1.4**	2437.6	51.5	0.0001	**84.0**	27.8	0.6	0.5692	**1.0**
Inositol-2-Phosphate	61.8	0.5	0.4828	**0.9**	2738.2	23.0	0.0001	**76.2**	22.2	0.2	0.8315	**0.6**
4-Amino- Butyric Acid	784.7	9.6	0.0079	**6.6**	5214.7	63.6	0.0001	**87.7**	60.9	0.7	0.4938	**1.0**
5-Hydroxy-Tryptamine,	880.8	14.4	0.0020	**15.3**	511.8	8.3	0.0041	**17.7**	955.9	15.6	0.0003	**33.1**
Gamma.-Hydroxybutyric Acid	9283.6	160.8	0.0001	**39.4**	1534.8	26.6	0.0001	**13.0**	3890.7	67.4	0.0001	**33.0**
Galactosylglycerol	5472.0	9.3	0.0087	**15.9**	11759.8	20.0	0.0001	**68.2**	954.3	1.6	0.2329	**5.5**
Cytosine	244.7	7.2	0.0182	**7.7**	1301.8	38.0	0.0001	**81.5**	30.7	0.9	0.4298	**1.9**
Phenylalanine	640.0	1.0	0.3378	**2.2**	9449.9	14.6	0.0004	**65.9**	606.1	0.9	0.4165	**4.2**
Benzoic Acid	1894.5	21.7	0.0004	**29.4**	974.6	11.2	0.0013	**30.3**	383.2	4.4	0.0329	**11.9**
4-Hydroxy-Cinnamic Acid	34.6	0.7	0.4293	**0.8**	1432.2	27.5	0.0001	**69.9**	77.6	1.5	0.2597	**3.8**
Beta-D-Glucopyranuronic Acid	175.8	5.8	0.0299	**8.7**	696.4	23.1	0.0001	**68.6**	71.9	2.4	0.1282	**7.1**
Glucopyranose	3682.2	4.6	0.0501	**4.5**	32212.2	40.2	0.0001	**78.2**	935.8	1.2	0.3396	**2.3**
Alanine	900.7	18.0	0.0008	**13.0**	2806.3	56.1	0.0001	**80.9**	299.9	6.0	0.0132	**8.6**
Propanoic Acid	391.2	17.6	0.0009	**23.3**	400.4	18.0	0.0001	**47.7**	100.4	4.5	0.0306	**12.0**
Pyruvic Acid	249.2	13.2	0.0027	**6.3**	216.5	11.4	0.0011	**11.0**	1275.2	67.4	0.0001	**64.7**
Campesterol	5.0	0.0	0.9186	**0.1**	960.6	2.1	0.1599	**22.5**	140.0	0.3	0.7416	**3.3**
Oxalic Acid	80.0	2.7	0.1240	**1.9**	1473.6	49.3	0.0001	**70.6**	174.5	5.8	0.0143	**8.4**
Erythritol	1303.4	5.9	0.0297	**15.5**	2072.6	9.3	0.0027	**49.3**	372.8	1.7	0.2225	**8.9**
Erythronic Acid	551.7	4.8	0.0467	**4.8**	4729.9	40.8	0.0001	**82.1**	166.3	1.4	0.2710	**2.9**
1-Monooctadecanoylglycerol	115.5	13.0	0.0029	**13.8**	79.8	9.0	0.0031	**19.0**	146.7	16.5	0.0002	**35.0**
Eicosanoic Acid	23.8	1.0	0.3375	**0.9**	303.0	12.6	0.0007	**22.1**	795.1	33.0	0.0001	**58.1**

Fructofuranose	6772.4	15.4	0.0015	**1.5**	203734.8	462.5	0.0001	**89.1**	6583.4	15.0	0.0003	**2.9**
D-Xylofuranose	176.6	3.2	0.0933	**11.9**	73.1	1.3	0.2930	**9.8**	126.9	2.3	0.1337	**17.1**
Proline	47491.3	18.7	0.0007	**4.8**	290237.5	114.0	0.0001	**58.2**	209566.3	82.3	0.0001	**42.0**
Glycine	244.8	4.9	0.0436	**3.5**	3140.7	63.1	0.0001	**89.9**	26.2	0.5	0.6020	**0.7**
Mannose	79.7	2.0	0.1806	**0.3**	11651.6	290.2	0.0001	**85.6**	971.5	24.2	0.0001	**7.1**
Mannitol	34.6	0.9	0.3554	**0.9**	1629.3	43.0	0.0001	**85.2**	9.5	0.3	0.7814	**0.5**
Glycerol	264.2	3.5	0.0829	**4.8**	2211.7	29.2	0.0001	**80.3**	22.7	0.3	0.7458	**0.8**
Glyceric Acid	136.7	1.3	0.2757	**0.8**	7283.3	68.6	0.0001	**89.5**	10.6	0.1	0.9056	**0.1**
Glutamic Acid	2530.5	28.1	0.0001	**8.1**	199.4	2.2	0.1456	**1.3**	12421.8	138.1	0.0001	**79.9**
Glutamine	84310.6	19.1	0.0006	**11.0**	129944.2	29.4	0.0001	**34.0**	94744.1	21.4	0.0001	**24.8**
Trehalose	0.0	0.0	0.9779	**0.0**	29.9	22.5	0.0001	**72.4**	2.2	1.7	0.2195	**5.4**
Succinic Acid	33.8	0.7	0.4173	**1.5**	710.8	14.7	0.0004	**64.7**	1.6	0.0	0.9678	**0.1**
Inositol, Myo-	4.0	0.2	0.6952	**0.1**	3078.7	124.3	0.0001	**92.4**	2.5	0.1	0.9060	**0.1**
Methionine	17.4	1.5	0.2468	**5.6**	17.0	1.4	0.2717	**11.0**	33.6	2.8	0.0927	**21.8**
Arginine	9.7	0.1	0.7414	**0.1**	5762.0	67.4	0.0001	**71.6**	1000.1	11.7	0.0010	**12.4**
Quinic Acid	144.3	2.9	0.1089	**2.2**	2584.4	52.5	0.0001	**79.1**	83.2	1.7	0.2200	**2.5**
Lyxos	675.5	2.6	0.1285	**2.8**	9445.6	36.5	0.0001	**78.3**	342.3	1.3	0.2978	**2.8**
Tyrosine	8.8	0.2	0.6462	**0.1**	3808.3	95.6	0.0001	**88.3**	62.1	1.6	0.2449	**1.4**
Tyramine	92.3	0.7	0.4128	**2.9**	556.0	4.3	0.0351	**35.1**	110.5	0.9	0.4469	**7.0**
Leucine	14215.5	2.6	0.1263	**8.9**	30632.7	5.7	0.0155	**38.3**	7529.4	1.4	0.2792	**9.4**
Phosphoric Acid	5.7	0.3	0.5763	**1.3**	69.6	4.0	0.0419	**30.9**	15.6	0.9	0.4295	**6.9**
Maltose	0.0	0.0	0.9968	**0.0**	27935.4	42.0	0.0001	**71.2**	3184.5	4.8	0.0261	**8.1**
Raffinose	37.6	0.2	0.6596	**0.1**	20532.5	110.6	0.0001	**85.9**	461.4	2.5	0.1192	**1.9**
Xylose	594.9	2.3	0.1496	**1.7**	14502.7	56.7	0.0001	**85.0**	235.4	0.9	0.4214	**1.4**
Xylitol	2311.3	14.3	0.0020	**25.0**	2889.0	17.9	0.0001	**62.6**	326.4	2.0	0.1698	**7.1**
Uracil	31.7	0.6	0.4613	**0.6**	1736.2	31.5	0.0001	**68.9**	48.1	0.9	0.4398	**1.9**
Citric Acid	0.0	0.0	0.9897	**0.0**	519.1	24.4	0.0001	**70.7**	10.5	0.5	0.6205	**1.4**

Pipecolic Acid	47.4	2.9	0.1127	**1.3**	1234.7	74.7	0.0001	**67.5**	204.9	12.4	0.0008	**11.2**
Malic Acid	65.6	12.2	0.0036	**26.4**	30.9	5.7	0.0153	**24.9**	6.4	1.2	0.3322	**5.2**
Gluconic Acid	1399.5	14.3	0.0020	**5.9**	7673.6	78.4	0.0001	**64.5**	983.6	10.1	0.0020	**8.3**
Lactose	6.9	0.1	0.7972	**0.1**	5042.7	50.4	0.0001	**83.2**	40.7	0.4	0.6735	**0.7**
Triethanolamine	21.0	1.5	0.2373	**6.5**	28.0	2.0	0.1678	**17.4**	22.4	1.6	0.2317	**14.0**
Tryptophan	10790.6	5.3	0.0369	**3.0**	117490.9	57.9	0.0001	**64.6**	44946.5	22.2	0.0001	**24.7**
Sorbitol	1872.5	4.7	0.0482	**3.7**	21523.5	53.9	0.0001	**84.6**	637.0	1.6	0.2378	**2.5**
Octadecanoic Acid	416.6	35.8	0.0001	**29.5**	29.3	2.5	0.1162	**4.2**	375.5	32.2	0.0001	**53.1**
Hexadecanoic Acid	125.6	13.9	0.0022	**22.3**	4.7	0.5	0.6023	**1.7**	141.2	15.7	0.0003	**50.2**
1-Monohexadecanoylglycerol	23.9	2.7	0.1249	**5.5**	35.8	4.0	0.0427	**16.6**	75.0	8.4	0.0041	**34.7**
Salicylic Acid	537.7	6.5	0.0228	**18.8**	70.1	0.9	0.4475	**4.9**	398.2	4.8	0.0252	**27.9**
Serine	24.6	0.1	0.7341	**0.1**	16729.0	81.8	0.0001	**89.8**	30.9	0.2	0.8612	**0.2**
Melezitose	1306.2	16.6	0.0011	**2.6**	24226.1	307.8	0.0001	**97.0**	1017.2	12.9	0.0007	**4.1**
Threonine	534.5	4.7	0.0472	**2.2**	11068.1	98.0	0.0001	**92.6**	26.2	0.2	0.7956	**0.2**
Threonic Acid	1157.5	2.0	0.1808	**2.7**	16766.3	28.7	0.0001	**79.5**	121.4	0.2	0.8146	**0.6**
Threonic Acid-1,4-Lactone	1223.6	2.1	0.1715	**3.6**	12297.0	20.9	0.0001	**71.4**	2111.6	3.6	0.0553	**12.3**
Saccharic Acid	822.3	3.3	0.0923	**2.9**	10500.0	41.7	0.0001	**73.5**	371.9	1.5	0.2619	**2.6**
Aspartic Acid	314.1	6.8	0.0210	**3.0**	4148.5	89.2	0.0001	**78.4**	243.7	5.2	0.0200	**4.6**
Asparagine	5152.7	58.7	0.0001	**10.9**	5680.7	64.7	0.0001	**23.9**	14549.1	165.7	0.0001	**61.3**
3-Deoxy-Arabino-Hexaric Acid	1.9	0.1	0.7348	**0.1**	734.8	47.3	0.0001	**83.2**	11.2	0.7	0.5027	**1.3**
Vitamin E	464.2	1.6	0.2270	**1.1**	16735.9	57.6	0.0001	**78.7**	1358.7	4.7	0.0279	**6.4**
Pentitol	180.5	2.4	0.1466	**2.0**	1830.8	24.0	0.0001	**39.7**	1855.9	24.3	0.0001	**40.2**
Adenosine	7856.1	11.3	0.0046	**12.2**	24188.5	34.9	0.0001	**75.3**	1601.1	2.3	0.1360	**5.0**
Valine	423.0	2.7	0.1219	**1.0**	19097.7	122.4	0.0001	**92.2**	95.7	0.6	0.5553	**0.5**
Octadecatrienoic Acid	197.7	3.2	0.0955	**15.1**	78.9	1.3	0.3100	**12.1**	3.8	0.1	0.9401	**0.6**
Fumaric Acid	2.2	0.0	0.8473	**0.1**	319.2	5.5	0.0172	**39.2**	39.5	0.7	0.5217	**4.9**
Ethanolanine	68.5	1.0	0.3432	**1.0**	118.8	1.7	0.2237	**3.4**	2482.5	34.9	0.0001	**71.5**

Ethylene Glycol	25.7	0.5	0.4872	**2.7**	70.6	1.4	0.2794	**15.0**	24.6	0.5	0.6248	**5.2**
Acetic Acid	237.0	4.9	0.0435	**7.1**	781.0	16.2	0.0002	**46.9**	237.1	4.9	0.0240	**14.2**
Isoleucine	1410.2	5.1	0.0403	**3.1**	20502.7	74.2	0.0001	**89.4**	253.5	0.9	0.4222	**1.1**
Sucrose	55.6	2.4	0.1450	**1.6**	1520.1	65.2	0.0001	**89.8**	16.4	0.7	0.5110	**1.0**
Fructose	2861.7	0.2	0.6775	**0.4**	217533.5	13.7	0.0005	**56.2**	31311.4	2.0	0.1758	**8.1**
Glucose	12256.4	5.0	0.0418	**4.7**	105085.9	43.1	0.0001	**80.0**	2166.6	0.9	0.4335	**1.6**
Isocitric Acid	100.8	4.9	0.0448	**3.6**	1152.2	55.5	0.0001	**82.4**	43.8	2.1	0.1582	**3.1**
Allantoin	366.3	3.9	0.0696	**2.7**	4573.3	48.2	0.0001	**67.3**	1844.0	19.4	0.0001	**27.2**
Urea	204.8	12.2	0.0035	**18.0**	372.5	22.3	0.0001	**65.4**	20.2	1.2	0.3290	**3.5**
Galactinol	4.7	0.0	0.8489	**0.0**	4963.1	39.8	0.0001	**76.2**	579.3	4.6	0.0284	**8.9**
1-Ethylglucopyranoside	1130.9	3.8	0.0729	**12.3**	1420.2	4.7	0.0270	**31.0**	27.6	0.1	0.9128	**0.6**
Salicylic Acid-Glucopyranoside	488.3	6.8	0.0208	**11.6**	1206.5	16.8	0.0002	**57.1**	260.1	3.6	0.0544	**12.3**

Table S6-B. ANOVA results for 88 primary metabolites in roots of two rice genotypes (G), IR64 and PL177, measured under three different treatments (Trt), control, salt and salt+ABA(SA)

	Genotype (G)				Treatment (T)				G x T			
	MS	F Value	Pr > F	R ² (%)	MS	F Value	Pr > F	R ² (%)	MS	F Value	Pr > F	R ² (%)
Formylpiperidine	24.6	7.6	0.0157	34.3	1.7	0.5	0.5960	4.9	0.1	0.0	0.9744	0.2
2-Aminoethanol	101.6	4.5	0.0526	2.6	1705.3	75.2	0.0001	87.5	13.6	0.6	0.5615	0.7
Inositol-2-Phosphate	11.0	0.9	0.3528	3.8	33.5	2.8	0.0940	23.1	22.9	1.9	0.1829	15.8
4-Amino- Butyric Acid	1.0	1.4	0.2651	6.1	1.6	2.2	0.1475	20.0	0.8	1.1	0.3492	10.3
5-Hydroxy-Tryptamine,<br>Gamma.-Hydroxybutyric<br>Acid	8014.1	29.8	0.0001	48.3	1361.1	5.1	0.0222	16.4	1274.1	4.7	0.0268	15.4
Galactosylglycerol	9.9	6.1	0.0268	16.4	3.6	2.2	0.1444	12.0	9.4	5.8	0.0145	31.2
Cytosine	0.4	0.9	0.3664	3.8	1.3	2.7	0.0993	23.7	0.4	0.9	0.4126	8.2
Phenylalanine	0.0	0.0	0.9866	0.0	0.2	0.3	0.7421	3.8	0.5	0.7	0.5195	8.6
Benzoic Acid	0.1	0.0	0.9072	0.0	443.6	51.3	0.0001	80.2	19.3	2.2	0.1442	3.5
4-Hydroxy-Cinnamic Acid	9.6	4.6	0.0509	18.4	6.7	3.2	0.0712	25.9	0.7	0.3	0.7255	2.6
Beta-D-Glucopyranuronic<br>Acid	0.4	0.2	0.6629	0.3	44.4	22.2	0.0001	73.0	0.1	0.1	0.9355	0.2
Glucopyranose	3.1	2.9	0.1101	4.5	25.6	23.8	0.0001	73.3	0.3	0.2	0.7893	0.7
Alanine	0.4	0.6	0.4557	1.5	4.0	6.7	0.0093	33.9	3.1	5.2	0.0209	26.2
Propanoic Acid	3.3	9.0	0.0097	25.3	0.8	2.1	0.1618	11.7	1.6	4.3	0.0350	24.3
Pyruvic Acid	499.4	2.3	0.1497	8.9	526.6	2.5	0.1223	18.8	206.3	1.0	0.4067	7.4
Campesterol	2.3	4.2	0.0604	6.9	5.0	9.1	0.0029	30.4	3.3	6.0	0.0129	20.1
Oxalic Acid	41.1	1.8	0.1985	10.9	0.2	0.0	0.9895	0.1	5.7	0.3	0.7790	3.0
Erythritol	0.5	81.3	0.0001	30.0	0.3	52.4	0.0001	38.7	0.2	39.8	0.0001	29.4
Erythronic Acid	0.7	1.1	0.3175	3.8	2.8	4.2	0.0385	29.0	1.5	2.3	0.1368	16.1
1-Monooctadecanoylglycerol	1.6	5.6	0.0333	7.3	4.6	16.3	0.0002	42.5	2.0	7.2	0.0072	18.7
	0.2	0.1	0.7381	0.2	25.6	13.3	0.0006	55.9	6.9	3.6	0.0554	15.0

Eicosanoic Acid	21.1	4.4	0.0548	4.7	93.9	19.6	0.0001	41.9	63.3	13.2	0.0006	28.3
Fructofuranose	3.3	3.4	0.0859	6.5	7.2	7.4	0.0064	28.3	9.4	9.6	0.0024	36.7
D-Xylofuranose	3.3	18.4	0.0007	21.3	5.2	29.0	0.0001	66.9	0.1	0.7	0.5330	1.5
Proline	2.2	24.7	0.0002	27.4	2.2	24.0	0.0001	53.2	0.1	0.9	0.4433	1.9
Glycine	39.8	24.4	0.0002	34.2	13.6	8.3	0.0042	23.3	15.0	9.2	0.0028	25.8
Mannose	2.4	3.7	0.0763	12.9	1.0	1.5	0.2582	10.5	2.7	4.1	0.0398	28.8
Mannitol	430.2	1.3	0.2724	6.6	579.4	1.8	0.2084	17.8	259.9	0.8	0.4736	8.0
Glycerol	1.1	1.8	0.2041	10.9	0.1	0.1	0.8839	1.5	0.1	0.2	0.8100	2.6
Glyceric Acid	0.2	1.3	0.2722	5.9	0.3	1.8	0.1975	16.4	0.3	1.6	0.2386	14.3
Glutamic Acid	410.7	9.8	0.0075	7.7	1907.5	45.3	0.0001	71.2	344.0	8.2	0.0044	12.8
Glutamine	73.3	96.7	0.0001	12.7	165.4	218.1	0.0001	57.2	98.1	129.3	0.0001	33.9
Trehalose	120.3	2.1	0.1684	1.0	5211.9	91.4	0.0001	86.6	353.3	6.2	0.0118	5.9
Succinic Acid	0.3	0.2	0.6557	0.6	12.4	10.1	0.0019	53.9	0.1	0.0	0.9582	0.2
Inositol, Myo-	6.6	8.8	0.0104	16.8	8.1	10.8	0.0015	41.5	2.3	3.1	0.0784	11.8
Methionine	5.5	4.5	0.0523	17.5	1.1	0.9	0.4371	6.8	2.8	2.3	0.1372	17.9
Arginine	35.8	34.3	0.0001	9.7	137.4	131.6	0.0001	74.9	24.6	23.6	0.0001	13.4
Quinic Acid	14.4	10.3	0.0063	25.0	1.5	1.1	0.3610	5.3	7.2	5.1	0.0213	25.0
Lyxos	1.8	3.2	0.0972	9.7	4.7	8.1	0.0046	49.6	0.0	0.0	0.9844	0.1
Tyrosine	1.4	2.7	0.1228	6.1	5.9	11.8	0.0010	53.3	0.1	0.1	0.9007	0.5
Tyramine	0.7	0.2	0.6639	0.2	156.0	41.1	0.0001	78.5	20.3	5.4	0.0187	10.2
Leucine	0.9	3.3	0.0906	4.3	7.0	26.4	0.0001	69.2	0.9	3.6	0.0562	9.3
Phosphoric Acid	0.3	0.1	0.8085	0.3	3.2	0.7	0.4963	7.2	9.7	2.3	0.1416	22.1
Maltose	0.2	0.1	0.8035	0.2	5.3	1.8	0.1952	13.6	9.7	3.4	0.0646	24.7
Raffinose	0.1	2.9	0.1090	5.4	0.4	14.4	0.0004	53.5	0.1	1.8	0.1947	6.9
Xylose	0.0	0.0	0.9803	0.0	16.8	12.7	0.0007	57.8	0.5	0.4	0.6742	1.8
Xylitol	29.5	21.8	0.0004	37.0	15.7	11.6	0.0011	39.4	3.6	2.7	0.1056	9.0
Uracil	34.6	22.0	0.0003	39.6	7.3	4.6	0.0284	16.7	3.9	2.5	0.1179	9.0

Citric Acid	0.0	5.3	0.0369	8.1	0.1	9.7	0.0023	29.6	0.1	14.5	0.0004	44.3
Pipecolic Acid	2.1	3.3	0.0894	9.4	5.3	8.6	0.0037	48.4	0.7	1.2	0.3365	6.6
Malic Acid	5.3	1.7	0.2111	2.8	69.6	22.6	0.0001	73.5	0.2	0.1	0.9290	0.2
Gluconic Acid	0.6	0.2	0.6668	0.5	36.8	11.5	0.0011	54.5	11.2	3.5	0.0589	16.6
Lactose	0.1	0.1	0.7677	0.3	2.2	2.9	0.0857	22.1	2.2	3.0	0.0821	22.5
Triethanolamine	2.1	2.5	0.1382	11.9	1.6	1.9	0.1806	18.7	0.4	0.5	0.6214	4.8
Tryptophan	117.0	11.0	0.0051	19.9	132.1	12.4	0.0008	44.9	7.6	0.7	0.5070	2.6
Sorbitol	1.6	0.3	0.5749	1.6	7.4	1.6	0.2444	15.2	5.5	1.2	0.3455	11.2
Octadecanoic Acid	29.8	9.2	0.0091	6.1	116.2	35.7	0.0001	47.7	61.4	18.9	0.0001	25.2
Hexadecanoic Acid	1.5	1.9	0.1893	1.1	39.4	51.2	0.0001	60.9	13.8	17.9	0.0001	21.3
1-Monohexadecanoylglycerol	0.5	0.4	0.5346	0.9	13.6	11.4	0.0012	49.5	6.1	5.1	0.0223	22.0
Salicylic Acid	0.1	15.1	0.0017	44.7	0.0	3.1	0.0768	18.4	0.0	0.4	0.6531	2.6
Serine	0.2	0.4	0.5265	1.2	3.2	5.6	0.0163	32.8	2.6	4.5	0.0309	26.3
Melezitose	0.1	0.1	0.7681	0.5	1.4	0.9	0.4128	9.5	3.3	2.3	0.1367	23.1
Threonine	1.7	0.7	0.4341	1.5	30.7	11.7	0.0010	54.1	6.3	2.4	0.1271	11.1
Threonic Acid	0.1	1.3	0.2749	5.4	0.0	0.0	0.9915	0.1	0.5	4.4	0.0330	36.5
Threonic Acid-1,4-Lactone	0.4	3.0	0.1070	5.4	1.1	8.0	0.0049	28.8	1.4	9.9	0.0021	35.7
Saccharic Acid	0.0	0.0	0.9565	0.0	1.0	2.1	0.1593	15.8	2.0	4.3	0.0348	32.4
Aspartic Acid	3.7	2.2	0.1646	4.1	10.1	6.0	0.0135	22.7	21.1	12.4	0.0008	47.2
Asparagine	2.2	8.5	0.0112	5.8	12.2	47.0	0.0001	64.5	4.5	17.3	0.0002	23.8
3-Deoxy-Arabino-Hexaric Acid	19.4	5.7	0.0317	14.6	36.5	10.7	0.0015	54.8	0.4	0.1	0.8959	0.6
Vitamin E	0.1	0.9	0.3723	2.3	0.3	5.0	0.0236	27.4	0.4	6.4	0.0107	35.3
Pentitol	1.1	6.8	0.0206	7.7	5.1	32.0	0.0001	72.5	0.2	1.5	0.2673	3.3
Adenosine	0.1	1.6	0.2209	2.4	0.2	5.7	0.0154	16.9	0.6	17.4	0.0002	51.7
Valine	11.1	7.2	0.0182	8.2	43.9	28.2	0.0001	64.7	8.8	5.7	0.0158	13.0
Octadecatrienoic Acid	2.8	6.2	0.0256	26.2	0.5	1.1	0.3612	9.2	0.2	0.4	0.7076	3.0
Fumaric Acid	11.4	3.8	0.0711	10.5	27.4	9.2	0.0028	50.3	0.4	0.1	0.8727	0.8

Ethanolanine	373.0	8.7	0.0105	5.3	2980.8	69.7	0.0001	84.4	15.3	0.4	0.7050	0.4
Ethylene Glycol	1.2	1.6	0.2219	4.5	7.0	9.6	0.0024	52.3	0.4	0.5	0.6218	2.7
Acetic Acid	0.6	0.2	0.6738	0.2	116.4	36.9	0.0001	80.1	6.4	2.0	0.1672	4.4
Isoleucine	5.4	8.8	0.0103	3.8	60.6	98.7	0.0001	85.5	7.6	12.3	0.0008	10.7
Sucrose	0.7	1.8	0.2017	3.7	5.8	14.1	0.0005	58.2	0.2	0.6	0.5873	2.3
Fructose	4.6	61.2	0.0001	15.9	6.1	80.2	0.0001	41.6	4.0	52.9	0.0001	27.5
Glucose	0.4	0.2	0.6891	0.6	6.3	2.8	0.0963	21.4	6.4	2.8	0.0924	21.8
Isocitric Acid	0.0	0.1	0.7233	0.2	0.1	15.7	0.0003	40.4	0.1	17.0	0.0002	43.7
Allantoin	81978.3	4.8	0.0469	2.6	658768.3	38.2	0.0001	42.4	741563.2	43.0	0.0001	47.7
Urea	479.3	46.2	0.0001	65.8	2.0	0.2	0.8300	0.5	63.2	6.1	0.0125	17.3
Galactinol	1.5	6.7	0.0211	12.4	1.8	8.1	0.0046	29.7	1.2	5.6	0.0162	20.6
1-Ethylglucopyranoside	3.5	9.3	0.0086	11.6	8.4	22.3	0.0001	55.4	3.6	9.6	0.0024	23.8
Salicylic<br>Acid-Glucopyranoside	0.0	0.0	0.9037	0.1	0.0	0.5	0.5977	6.8	0.0	0.2	0.8532	2.0

Table S7. The loadings (contributions) of each of the 88 metabolites to the first three principal components (PC)

	Proportion of the total variance<br>(%) explained	Shoots			Roots		
		PC1<br>(60.4%)	PC2<br>(19.4%)	PC3<br>(11.3%)	PC1<br>(35.5%)	PC2<br>(26.3%)	PC3<br>(16.9%)
Amino acids	4-Amino- Butyric Acid	0.98	-0.12	-0.04	0.82	-0.12	0.49
	Cytosine	0.96	-0.09	-0.17	0.29	-0.47	0.42
	Phenylalanine	0.91	-0.13	-0.38	0.89	0.07	-0.17
	Alanine	0.88	-0.37	-0.21	0.53	0.55	0.59
	Proline	0.69	-0.56	-0.36	0.72	-0.27	-0.63
	Glycine	0.98	-0.15	-0.14	0.56	0.61	0.54
	Glutamine	0.55	0.75	-0.11	0.81	0.51	0.19
	Methionine	0.54	0.47	0.05	0.51	0.21	0.57
	Arginine	0.94	0.29	0.15	0.92	0.35	0.14
	Tyrosine	1.00	0.05	0.04	0.94	-0.15	0.19
	Tyramine	0.89	-0.20	0.00	0.68	0.65	-0.25
	Leucine	0.83	-0.07	0.36	0.98	0.13	0.11
	Tryptophan	0.86	0.18	0.40	0.88	0.01	0.43
	Serine	0.99	-0.06	-0.07	-0.64	0.21	0.15
	Threonine	0.99	-0.12	0.02	0.96	0.12	0.00
	Aspartic Acid	0.93	0.15	0.25	0.68	0.41	0.05
	Asparagine	0.38	-0.88	-0.25	0.89	0.40	0.08
	Valine	1.00	-0.01	-0.07	0.95	0.26	0.17
	Isoleucine	0.99	-0.09	0.05	0.96	0.24	0.08
	Gamma-Hydroxybutyric Acid	-0.05	0.96	0.03	-0.31	-0.45	0.54
	Benzoic Acid	-0.20	0.91	-0.26	-0.33	0.67	0.53
	4-Hydroxy-Cinnamic Acid	0.97	0.19	0.06	0.93	0.17	-0.14
	Beta-D-Glucopyranuronic Acid	0.88	-0.12	0.37	-0.93	0.07	0.34
	Propanoic Acid	-0.34	0.52	-0.59	-0.56	0.27	-0.28
	Pyruvic Acid	0.06	-0.95	-0.17	-0.49	0.48	-0.18
	Oxalic Acid	-0.70	-0.42	0.48	0.76	0.38	0.49
Organic acids	Erythronic Acid	0.97	-0.11	-0.04	-0.63	0.57	-0.37
	Eicosanoic Acid	0.57	0.62	0.49	0.08	-0.83	0.52
	Glyceric Acid	0.97	-0.01	-0.22	-0.36	-0.01	0.43
	Glutamic Acid	-0.05	-0.89	-0.39	0.77	0.40	-0.44
	Succinic Acid	0.55	0.30	-0.75	-0.73	0.59	-0.12
	Quinic Acid	0.92	-0.04	0.19	-0.08	0.39	0.81
	Phosphoric Acid	-0.66	-0.37	0.49	0.15	0.77	-0.31
	Citric Acid	0.33	-0.55	0.71	0.52	0.78	0.10
	Pipecolic Acid	0.91	0.41	-0.02	0.71	0.67	0.16
	Malic Acid	-0.50	0.03	-0.13	-0.76	0.62	0.12
	Gluconic Acid	0.88	0.40	-0.02	0.66	0.57	-0.17
	Octadecanoic Acid	-0.13	0.91	0.30	0.05	-0.83	0.54
	Hexadecanoic Acid	-0.03	0.92	0.34	0.18	-0.91	0.37
	Salicylic Acid	-0.25	-0.30	-0.16	0.01	0.59	0.63
	Threonic Acid	0.93	0.03	-0.35	0.14	-0.13	0.03
	Saccharic Acid	0.95	0.16	0.15	-0.51	0.53	-0.18
	3-Deoxy-Arabino-Hexaric Acid	0.97	-0.12	0.02	-0.46	0.81	0.29
	Octadecatrienoic Acid	-0.57	-0.28	-0.06	-0.34	0.39	0.86
	Fumaric Acid	0.94	0.33	0.01	-0.66	0.65	0.36
	Acetic Acid	0.79	0.23	-0.09	-0.45	0.84	-0.19
	Isocitric Acid	0.65	-0.11	0.69	0.55	0.73	-0.13
	Glucopyranose	0.71	-0.53	0.45	0.61	-0.22	-0.22
	Inositol-2-Phosphate	0.96	-0.25	0.10	0.12	0.96	0.13
	Fructofuranose	0.64	-0.54	0.51	0.40	-0.14	-0.35
Sugars	D-Xylofuranose	0.19	0.97	-0.04	-0.69	0.60	0.40
	Mannose	0.77	-0.51	0.27	0.59	0.44	0.54
	Mannitol	0.99	-0.12	-0.02	0.29	-0.53	-0.34
	Glycerol	0.89	-0.01	-0.45	-0.31	0.08	0.73

	Trehalose	0.82	-0.28	0.38	0.97	0.22	-0.08
	Inositol	0.99	-0.09	0.09	0.84	-0.09	0.50
	Lyxos	0.98	0.09	-0.10	0.62	0.63	0.13
	Maltose	0.95	0.29	0.00	-0.46	-0.18	0.47
	Raffinose	0.97	0.18	-0.15	0.43	-0.70	0.52
	Xylose	0.99	0.06	-0.10	-0.88	0.34	0.09
	Xylitol	0.65	-0.16	-0.62	-0.20	0.86	0.46
	Lactose	0.99	0.09	-0.10	0.12	-0.39	0.45
	Sorbitol	0.98	0.00	-0.11	0.22	-0.82	0.46
	Melezitose	0.86	-0.01	-0.49	0.60	0.27	0.26
	Pentitol	0.70	0.50	0.46	0.96	0.17	0.16
	Ethylene Glycol	-0.75	0.01	0.02	-0.69	0.69	0.21
	Sucrose	0.98	-0.14	-0.12	-0.09	-0.65	0.51
	Fructose	0.61	-0.64	0.35	0.52	-0.27	-0.56
	Glucose	0.69	-0.49	0.52	0.58	-0.28	-0.17
	Galactinol	0.90	0.07	0.43	-0.30	-0.53	0.77
	1-Ethylglucopyranoside	-0.71	-0.32	0.32	0.00	0.67	-0.05
	Salicylic Acid-Glucopyranoside	0.89	-0.05	0.17	-0.46	0.55	0.28
	1-Monohexadecanoylglycerol	0.50	0.84	0.13	0.32	-0.88	0.22
	1-Monooctadecanoylglycerol	0.48	0.86	0.14	0.37	-0.88	0.23
	2-Aminoethanol	0.95	0.08	-0.26	0.87	0.41	-0.08
	5-Hydroxy-Tryptamine	0.36	0.92	0.04	0.21	0.40	0.44
	Adenosine	0.93	-0.15	-0.02	-0.47	-0.14	0.45
	Allantoin	0.66	0.04	0.71	0.74	0.11	-0.31
	Campesterol	-0.54	-0.11	0.82	0.17	0.12	0.97
Others	Erythritol	0.83	-0.36	-0.18	-0.50	0.33	-0.42
	Ethanolamine	0.29	0.63	0.41	0.88	0.33	0.02
	Formylpiperidine	-0.48	0.30	-0.78	-0.23	0.42	0.80
	Galactosylglycerol	0.84	-0.16	-0.39	0.47	-0.59	0.58
	Threonic Acid-1,4-Lactone	0.80	-0.18	-0.56	0.26	0.56	-0.19
	Triethanolamine	0.44	-0.89	0.05	-0.30	-0.54	-0.39
	Uracil	0.72	0.43	-0.52	-0.36	-0.02	0.92
	Urea	0.89	-0.22	0.12	-0.04	-0.36	-0.59
	Vitamin E	-0.90	0.11	0.27	0.41	-0.77	0.07

Table S8. Significant fold changes (in concentration) of some metabolites in two rice genotypes (IR64 and PL177) in response to the salt and salt+ABA (SA) treatments at the seedling stage

Tissue	Metabolites	Type*	Salt/control		SA/control	
			PL177	IR64	PL177	IR64
Shoots	Alanine	I	3.6	3.2	2.7	4.0
Shoots	Glycine	I	4.2	5.4	3.6	5.4
Shoots	Tyrosine	I	3.9	4.7	4.3	4.1
Shoots	Serine	I	4.1	4.8	3.8	4.7
Shoots	Valine	I	4.7	5.1	4.5	4.4
Shoots	Isoleucine	I	4.4	5.1	4.8	4.9
Shoots	4-Amino-ButyricAcid	I	4.4	5.5	4.3	5.1
Shoots	ErythronicAcid	I	3.8	2.9	3.7	2.8
Shoots	GlycericAcid	I	4.1	4.8	3.3	4.0
Shoots	QuinicAcid	I	2.5	4.0	3.2	4.5
Shoots	Mannitol	I	2.8	4.3	2.8	4.4
Shoots	Maltose	I	4.4	5.3	5.0	3.2
Shoots	SalicylicAcid-Glucopyranoside	I	3.5	2.5	4.5	2.1
Shoots	Inositol,Myo-	I	4.4	4.2	4.9	4.5
**Shoots**	**Sorbitol**	**I**	**11.0**	**8.6**	**10.1**	**6.6**
Shoots	ThreonicAcid-1,4-Lactone	I	7.1	6.0	2.9	5.6
Shoots	Galactinol	I	3.3	3.4	6.2	3.3
Shoots	Allantoin	I	2.0	5.2	11.3	5.2
Shoots	Raffinose	I	17.2	19.6	15.2	12.2
**Shoots**	**Adenosine**	**I**	**18.5**	**44.9**	**18.7**	**40.8**
Shoots	Glucopyranose	II	5.1	4.2	9.0	19.5
Shoots	Mannose	II	6.1	5.3	7.7	16.0
Shoots	Leucine	II	4.1	5.3	7.1	4.6
**Shoots**	**Fructofuranose**	**II**	**12.3**	**6.2**	**27.4**	**58.6**
**Shoots**	**Fructose**	**II**	**14.8**	**28.1**	**22.3**	**515.1**
**Shoots**	**Glucose**	**II**	**6.0**	**4.5**	**12.7**	**22.4**
Shoots	Vitamin E	II	-24.9	-5.2	-2.1	-11.2
Shoots	Melezitose	II	16.4	14.2	7.7	9.5
Shoots	Xylose	II	9.6	18.9	9.0	13.4
Shoots	Lyxos	II	6.5	9.2	6.3	6.0
**Shoots**	**Glutamine**	**II**	**4.7**	**13.3**	**6.3**	**2.6**
Shoots	Galactosylglycerol	II	7.6	12.0	4.6	8.8
Shoots	ThreonicAcid	II	9.3	15.2	6.0	10.0
Shoots	Tryptophan	II	6.9	9.2	15.3	5.5
Shoots	Pentitol	II	3.4	11.5	22.0	4.7
**Shoots**	**Proline**	**II**	**66.0**	**203.8**	**25.3**	**768.9**
**Roots**	**Urea**	**II**	**-1.5**	**49.0**	**-1.4**	**30.3**
Roots	Phenylalanine	II	1.5	2.6	4.9	4.7
**Roots**	**Proline**	**II**	**2.8**	**8.4**	**3.3**	**15.9**

Roots	Glutamine	II	2.7	1.2	3.2	8.0
Roots	Arginine	II	2.6	1.7	4.2	5.3
**Roots**	**Asparagine**	**II**	**7.8**	**2.3**	**10.3**	**14.4**
Roots	Isoleucine	II	1.3	2.9	2.4	6.4
Roots	Trehalose	II	2.4	2.2	4.1	5.9
Roots	Pentitol	II	3.2	3.9	7.4	8.2
**Roots**	**Allantoin**	**II**	**111.9**	**-1.0**	**57.7**	**41.8**

*I = salt responsive + ABA insensitive, II = salt and ABA responsive (increase, decrease), respectively.

Table S9. List of primers of genes for the quantitative RT-PCR

Gene ID	Forward primer	Reverse primer
Os07g0638300	5' AGGCAGCACAGTCGTTTCGT 3'	5' GGTTCCTCCAGGCTTGTAGGC 3'
Os01g0795000	5' TTGACTACGGAAGTGGAAACA 3'	5' GAACAGATGGCTCAACAACC 3'
Os02g0569900	5'CCGAGAAGTTCAAGTCTGCCAATG3'	5' CGTGCCACTGGGTCCCGTAT 3'
Os05g0381400	5' ACGAGATGGCCGGAGTAGG 3'	5' GGATGGCGAAGACGAGGAAG 3'
Os12g0259800	5' TCATTGCCATTGCTTTGGTTTCT 3'	5' CTGGCAAAGTTGGCTGATGGA 3'
Os05g25350.1	5' ACCTATGATACACCCAAGCC 3'	5' TTGGGAAGGAATAGGTGTAA 3'
Os09g0248900	5' AGGTAGAACCGCAGGAGA 3'	5' GATACACGGTAACGAGGG 3'
Os05g0477600	5' GGCTATGCTGAGGCTGCTA 3'	5' CCCAAACAATACAGGAACAGA 3'
Os12g0555000	5' ACCCTGCTGTGGATGATGG 3'	5' AGATTGGATTTGTCTGTCGTC 3'
Os07g0561800	5' GCCTCCAACCTCGCATCTT 3'	5' AGTTCGGAGTTACTACTACTGGTT 3'

Table S10. Common DEGs detected in both shoots and roots of both genotypes under salt stress

Type	Probe Set ID	Gene name	Shoots		Roots		Function Annotation
			PL177	IR64	PL177	IR64	
I	Os.51718.1.S1	Os11g0454200	117.9	101.3	9.4	8.9	Dehydrin RAB 16B.
	Os.11260.1.S1	Os05g0381400	88.4	61.4	18.8	14.3	ABA induced plasma membrane protein PM 19.
	OsAffx.18737.1.S1	Os11g0181200	51.7	30.3	5.7	6.2	Hypothetical protein.
	Os.12415.1.S1	Os09g0109600	51.5	51.5	2.5	2.2	Conserved hypothetical protein.
	Os.9988.1.S1	Os11g32890	38.6	43.2	4.8	4.6	expressed protein
	Os.51165.1.S1	Os11g0303600	36.0	27.6	3.0	2.5	O-methyltransferase, family 2 domain containing protein.
	Os.49245.1.S1	Os02g0649300	29.1	37.6	13.0	13.8	Short highly repeated, interspersed DNA (Fragment).
	Os.12633.1.S1_s	Os11g0454300	27.8	48.1	18.4	11.0	Dehydrin family protein.
	Os.11491.1.S1	Os03g0305600	24.0	26.1	2.4	2.0	Mitochondrial import inner membrane translocase
	Os.56875.1.S1	Os08g0442900	18.7	21.2	8.7	9.6	Conserved hypothetical protein.
	Os.46582.1.S1	Os10g0505900	24.9	19.0	2.5	2.7	Conserved hypothetical protein.
	Os.9103.1.S1	Os09g0272000	12.0	10.5	2.2	2.1	Heavy metal transport/detoxification protein domain containing protein.
	Os.51752.2.S1_x	Os05g0170200	10.1	11.3	2.9	3.2	Conserved hypothetical protein.
	Os.27138.1.S1	Os10g0360100	9.0	9.7	2.7	4.1	Sugar transporter protein.
II	Os.3280.1.S1	Os10g0548100	29.2	21.9	37.1	38.9	Conserved hypothetical protein.
	OsAffx.26317.1.S2	Os04g0415800	27.4	28.9	29.7	26.7	Plant lipid transfer/seed storage/trypsin-alpha amylase inhibitor domain containing protein.
	* Os.5325.1.S1	Os08g0327700	24.9	12.3	12.4	11.6	Late embryogenesis abundant (LEA) group 1 family protein.
	Os.53210.1.S1	Os11g0454000	14.4	9.1	8.2	7.3	Dehydrin family protein.
	Os.39552.1.A1_s	Os06g0698300	14.1	14.1	3.3	3.1	Protein phosphatase 2C family protein.
	Os.51775.1.S1	Os12g0147200	12.1	11.3	12.0	10.8	Hypothetical protein.
	Os.55564.1.S1	Os02g0158900	11.4	8.4	9.3	8.5	SNF4.
	* Os.12551.1.S1_s	Os05g0542500	10.0	20.1	10.4	7.8	Group 3 LEA (Type I) protein.
	Os.55197.1.S1	Os06g0341300	9.6	8.1	6.3	5.3	Seed maturation protein domain containing protein.
	Os.39000.1.S1	unknown	9.5	8.8	5.1	5.3	Putative uncharacterized protein
	Os.2544.1.S1_s	Os10g0492600	8.5	6.2	2.8	2.7	Tonoplast membrane integral protein ZmTIP3-1.
	Os.33968.1.S1	Os01g0385400	7.9	6.5	2.5	2.1	C4-dicarboxylate transporter/malic acid transport protein family protein.
	Os.8559.1.S1	Os06g0651200	6.9	7.4	5.2	4.7	Hypothetical protein.

	Os.54410.1.S1	Os06g0246500	6.8	5.4	5.6	4.5	Pyruvate dehydrogenase E1 alpha subunit
	Os.51394.1.S1	Os05g0171200	6.8	5.5	3.8	3.5	Embryo-specific 3 family protein.
	Os.4867.1.S1	Os08g0518800	6.6	5.5	3.1	3.6	Chitinase (EC 3.2.1.14).
	Os.28617.1.S1	Os02g0824500	6.3	6.2	4.3	2.9	Remorin.
III	Os.9820.1.S1	Os11g0453900	18.3	14.2	26.0	23.8	Dehydrin RAB 16D.
	Os.6274.1.S1	Os05g0550600	12.1	10.3	20.6	23.2	Nonspecific lipid transfer protein.
	Os.54579.1.S1_s	Os07g0418700	5.7	4.2	10.5	10.7	Conserved hypothetical protein.
IV	OsAffx.6397.1.S1	Os09g0425200	2.0	3.7	9.8	4.6	HMW kininogen family protein.
	Os.9022.1.S1	Os09g0325700	5.3	4.5	4.2	3.3	Protein phosphatase 2C
	Os.50053.1.A1	Os07g0154100	4.8	3.5	3.4	6.4	Viviparous-14.
	Os.54469.1.S1	Os01g0844300	4.7	5.1	10.1	8.7	Peptidylprolyl isomerase.
	Os.29815.1.S1	Os01g0962100	4.6	4.2	2.7	2.6	Conserved hypothetical protein.
	Os.18257.1.S1	Os07g0209100	4.3	4.4	2.8	2.6	Raffinose synthase family protein.
	Os.38581.1.S1_s	Os05g0460000	4.2	3.7	5.6	3.9	Heat shock protein 70.
	Os.53614.1.S1	Os02g0755900	4.1	3.9	4.8	4.1	UDP-glucuronosyl/UDP-glucosyltransferase family protein.
	Os.12725.1.S1	Os06g0160700	3.9	3.4	3.0	2.6	Starch synthase I, chloroplast precursor
	Os.28435.1.S1_a	Os10g0558700	3.8	5.0	3.6	3.4	2OG-Fe(II) oxygenase domain containing protein.
	Os.12693.3.S1	Os07g0694700	3.6	3.6	2.4	2.1	Ascorbate peroxidase (EC 1.11.1.11).
	Os.39973.1.S1_s	Os03g0820500	3.6	4.3	7.8	5.7	Actin-binding, cofilin/tropomyosin type domain containing protein.
	Os.8971.1.S1	Os05g0519700	3.5	3.1	3.1	2.4	101 kDa heat shock protein.
	Os.38021.1.S1	Os07g0633200	3.5	2.8	2.0	2.3	Serine/arginine-rich protein
	Os.459.1.S1	Os03g0663500	3.5	4.2	6.9	6.5	Thaumatococcus, pathogenesis-related family protein.
	Os.46021.1.S1	Os01g0654400	3.3	3.6	3.6	2.6	Conserved hypothetical protein.
	Os.53085.1.S1	Os05g0574600	3.2	3.7	2.4	2.1	Fatty acid elongase 1-like protein.
	Os.55479.1.S1	Os05g0494600	3.1	2.6	5.3	3.2	Conserved hypothetical protein.
	Os.38157.1.S1	Os09g0572400	3.1	3.9	2.1	2.1	ATP-binding cassette, sub-family F
	Os.28952.1.S1	Os01g0183600	3.0	2.5	2.6	2.2	Cytochrome P450 family protein.
	Os.13596.1.S1	Os03g0200200	3.0	3.7	3.8	3.0	Hypothetical protein.
	Os.22928.1.S1_x	Os02g0580900	2.9	2.9	2.2	2.4	TGF-beta receptor, type I/II extracellular region family protein.
	Os.53117.1.S1_x	Os12g0478200	2.9	3.1	3.0	2.7	GRAM domain containing protein.
	Os.1465.1.S1	Os01g0190000	2.9	2.2	2.8	2.5	Taurine catabolism dioxygenase TauD/TfdA family
	Os.4530.1.S1	LOC_Os09g31482	2.7	2.8	2.6	2.4	splicing factor U2af 38 kDa subunit, putative, expressed

	Os.55494.1.S1	Os12g0153200	2.6	3.1	3.1	3.2	Hypothetical protein.
	Os.53414.1.S1	Os03g0287400	2.6	5.1	3.7	2.7	LOB domain protein 11.
	Os.54615.1.S1	Os06g0289200	2.5	2.4	5.7	5.6	UDP-glucuronosyl/UDP-glucosyltransferase family protein.
	Os.11510.1.S1	Os09g0491100	2.5	2.6	2.6	2.9	Beta-primeverosidase (EC 3.2.1.149).
	Os.52136.1.S1	Os03g0808900	2.3	2.6	2.5	2.7	Seed imbibition protein.
	Os.27430.1.S1	unknown	2.3	2.2	4.8	4.5	Unknown
	Os.17419.1.S1	Os10g0177200	2.3	2.0	3.8	3.9	Calcium-binding EF-hand domain containing protein.
	Os.11040.1.S1_x	Os10g0450800	2.2	2.0	2.4	2.4	Glycine-rich cell wall structural protein 2 precursor.
	Os.5087.1.S1	Os11g0132700	2.2	2.7	2.6	2.3	Cytochrome cd1-nitrite reductase-like
	Os.35154.1.S1_x	Os04g0513400	2.1	2.0	4.1	3.6	Beta-glucosidase.
	Os.2416.1.S1_a	Os01g0940700	2.0	2.9	5.7	5.0	Beta-1,3-glucanase (Fragment).
V	Os.27483.1.S1	Os08g0231400	3.2	2.1	0.4	0.4	Germin family protein.
	Os.11465.1.S1	Os11g0539200	2.0	2.5	0.4	0.3	Glycoside hydrolase, family 16 domain containing protein.
VI	Os.50995.1.S1	Os01g0696800	0.32	0.23	7.2	8.5	Peptidase A1, pepsin family protein.
	Os.2373.1.S1	Os10g0555700	0.46	0.37	2.1	2.3	Major pollen allergen Lol pI family protein.
	OsAffx.15178.1.S1_s	Os05g0579600	0.25	0.25	6.0	4.1	Myb, DNA-binding domain containing protein.
	Os.5031.1.S1	Os12g0555000	0.23	0.20	3.1	2.2	Bet v I allergen family protein.
	Os.3391.1.S1	Os09g0401000	0.23	0.20	4.2	2.7	Myb-related protein Pp2.
	Os.39087.1.S1	Os01g0248300	0.42	0.43	2.4	2.1	Conserved hypothetical protein.
	Os.2423.1.S1	Os12g0555200	0.21	0.26	2.5	2.8	Probenazole-inducible protein PBZ1.
	Os.19375.1.S1	Os08g0447900	0.15	0.13	2.2	2.2	Adenylyl cyclase associated protein/4-coumarate--CoA ligase 1
	Os.15139.1.S1	Os07g0417200	0.15	0.17	4.6	4.4	Delta-12 oleate desaturase.
	Os.5242.1.S1	Os01g0795000	0.11	0.10	6.3	5.0	Subtilisin-like secreted protease.
	Os.23207.1.S1	Os08g0137800	0.09	0.07	2.1	2.3	Plastocyanin-like domain containing protein.
	Os.23606.1.S1	Os01g0389700	0.07	0.06	2.4	3.0	Protein of unknown function DUF679 family protein.
	OsAffx.14446.1.S1_s	Os04g0664600	0.05	0.05	2.2	2.1	Agmatine coumaroyltransferase.
VII	Os.35196.1.S1	Os05g0589400	0.45	0.34	0.38	0.28	I-box binding factor (Fragment).
	Os.6114.1.S1	Os05g0187100	0.45	0.36	0.45	0.46	Hexokinase.
	Os.20169.1.S1	Os06g0538400	0.42	0.32	0.38	0.34	Hypothetical protein.
	OsAffx.4084.1.S1	Os04g0523700	0.40	0.29	0.20	0.18	UDP-glucuronosyl/UDP-glucosyltransferase family protein.
	Os.7240.2.S1_a	Os01g0749400	0.38	0.34	0.44	0.50	Glycosyl transferase, family 20 domain containing protein.
	Os.42069.1.S1_x	Os01g0760000	0.37	0.30	0.15	0.35	Dynein 8 kDa light chain, flagellar outer arm.

Os.26472.1.S1	Os04g0482300	0.33	0.35	0.20	0.26	TAZ finger domain containing protein.
Os.7344.1.S1	Os02g0756600	0.33	0.29	0.42	0.42	Phosphate-induced protein 1 conserved region family protein.
Os.10486.1.S1	Os01g0642200	0.32	0.26	0.08	0.08	Conserved hypothetical protein.
Os.7228.1.S1	Os02g0756200	0.32	0.25	0.33	0.43	Phi-1 protein.
Os.42024.1.S1	Os01g0770700	0.29	0.29	0.41	0.38	Copper transporter 1.
Os.8802.1.S1	Os02g0327500	0.26	0.24	0.19	0.27	Arabidopsis protein of unknown function DUF266 family protein.
Os.26792.1.S1	Os11g0569600	0.26	0.22	0.26	0.27	Protein kinase domain containing protein.
Os.26932.1.S1	Os07g0559700	0.24	0.21	0.27	0.30	Monosaccharide transporter 3.
Os.8481.1.S3_a	Os03g0237500	0.24	0.21	0.40	0.34	MAP65/ASE1 family protein.
Os.48082.1.S1	Os09g0417800	0.21	0.13	0.25	0.32	DNA-binding WRKY domain containing protein.
Os.6683.1.S1	Os01g0793800	0.20	0.15	0.08	0.11	Conserved hypothetical protein.
Os.50198.1.S1	Os12g0592900	0.12	0.12	0.37	0.48	Hypothetical protein.
Os.27297.1.A1_s	Os08g0202300	0.11	0.15	0.30	0.28	leucine-rich repeat family protein / protein kinase family protein
Os.1503.1.S1	Os06g0662200	0.09	0.09	0.20	0.18	Basic-leucine zipper (bZIP) transcription factor domain containing protein.
Os.2881.1.S1	Os10g0550900	0.09	0.08	0.16	0.22	Proline dehydrogenase domain containing protein.

---

* Significant difference was detected between the two genotypes.

Table S11. GO enrichment analysis of the PL177-specific DEGs under salt stress

No	GO Term	Onto	GO Information	Shoots-Up		Shoots-Down		Roots-Up		Roots-Down	
			Description	FDR	Num	FDR	Num	FDR	Num	FDR	Num
1	GO:0005976	P	polysaccharide metabolic process	0.029	8	---	---	---	---	---	---
2	GO:0016798	F	hydrolase activity, acting on glycosyl bonds	0.0024	9	---	---	---	---	---	---
3	GO:0004553	F	hydrolase activity, hydrolyzing O-glycosyl compounds	0.0024	8	---	---	---	---	---	---
**4**	**GO:0031982**	**C**	**vesicle**	**1.2E-07**	**79**	---	---	---	---	---	---
**5**	**GO:0016023**	**C**	**cytoplasmic membrane-bounded vesicle**	**1.2E-07**	**79**	---	---	---	---	---	---
**6**	**GO:0031988**	**C**	**membrane-bounded vesicle**	**1.2E-07**	**79**	---	---	---	---	---	---
**7**	**GO:0031410**	**C**	**cytoplasmic vesicle**	**1.2E-07**	**79**	---	---	---	---	---	---
8	GO:0005576	C	extracellular region	0.0042	6	---	---	---	---	---	---
9	GO:0034641	P	cellular nitrogen compound metabolic process	---	---	0.016	13	---	---	---	---
**10**	**GO:0016301**	**F**	**kinase activity**	---	---	**0.0029**	**27**	---	---	---	---
**11**	**GO:0016773**	**F**	**phosphotransferase activity, alcohol group as acceptor**	---	---	**0.0057**	**23**	---	---	---	---
12	GO:0005506	F	iron ion binding	---	---	0.0077	12	---	---	---	---
13	GO:0046906	F	tetrapyrrole binding	---	---	0.012	8	---	---	---	---
14	GO:0004674	F	protein serine/threonine kinase activity	---	---	0.012	18	---	---	---	---
15	GO:0004672	F	protein kinase activity	---	---	0.021	19	---	---	---	---
**16**	**GO:0003824**	**F**	**catalytic activity**	---	---	**0.022**	**84**	---	---	---	---
**17**	**GO:0016772**	**F**	**transferase activity, transferring phosphorus-containing groups**	---	---	**0.022**	**30**	---	---	---	---
18	GO:0020037	F	heme binding	---	---	0.023	7	---	---	---	---
**19**	**GO:0016740**	**F**	**transferase activity**	---	---	**0.039**	**41**	---	---	---	---
20	GO:0030554	F	adenyl nucleotide binding	---	---	0.046	18	---	---	---	---
21	GO:0001883	F	purine nucleoside binding	---	---	0.046	18	---	---	---	---
22	GO:0001882	F	nucleoside binding	---	---	0.046	18	---	---	---	---
23	GO:0034357	C	photosynthetic membrane	---	---	6.3E-09	15	---	---	---	---
24	GO:0042651	C	thylakoid membrane	---	---	6.3E-09	14	---	---	---	---

25	GO:0009579	C	thylakoid	---	---	8.5E-09	16	---	---	---	---
26	GO:0055035	C	plastid thylakoid membrane	---	---	8.5E-09	13	---	---	---	---
27	GO:0009535	C	chloroplast thylakoid membrane	---	---	8.5E-09	13	---	---	---	---
28	GO:0044436	C	thylakoid part	---	---	3.0E-08	14	---	---	---	---
29	GO:0009534	C	chloroplast thylakoid	---	---	7.1E-08	13	---	---	---	---
30	GO:0031976	C	plastid thylakoid	---	---	8.9E-08	13	---	---	---	---
31	GO:0031984	C	organelle subcompartment	---	---	1.0E-07	13	---	---	---	---
32	GO:0031090	C	organelle membrane	---	---	2.7E-07	19	---	---	---	---
33	GO:0044434	C	chloroplast part	---	---	1.3E-06	14	---	---	---	---
34	GO:0044435	C	plastid part	---	---	2.9E-06	14	---	---	---	---
**35**	**GO:0009507**	**C**	**chloroplast**	---	---	**6.5E-06**	**22**	---	---	---	---
**36**	**GO:0044422**	**C**	**organelle part**	---	---	**2.8E-03**	**26**	---	---	---	---
**37**	**GO:0044446**	**C**	**intracellular organelle part**	---	---	**2.8E-03**	**26**	---	---	---	---
**38**	**GO:0016020**	**C**	**membrane**	---	---	**8.7E-03**	**55**	---	---	---	---
39	GO:0015979	P	photosynthesis	---	---	---	---	8.5E-04	6	---	---
40	GO:0032787	P	monocarboxylic acid metabolic process	---	---	---	---	8.5E-04	10	---	---
41	GO:0016491	F	oxidoreductase activity	---	---	---	---	1.1E-03	15	---	---
42	GO:0004497	F	monooxygenase activity	---	---	---	---	2.4E-02	5	---	---

Note: GO enrichment analysis was performed using AgriGO (<http://bioinfo.cau.edu.cn/agriGO/>), GO terms were significantly enriched in the lists of those specifically up- and down-regulated genes in the 177-103 shoot and root under salt stress treatment (Fold change ≥ 2 , $p \leq 0.05$).

Table S12. List of genes that were exclusively expressed in PL177 that were all mapped on the introgressed chromosome regions of PL177

Probe Set ID	Name	PL177-Shoot	PL177-Roots	Chr.	Description
Os.7705.1.S1	LOC_Os04g54300		2.02	4	wound induced protein, putative, expressed
**Os.7825.1.S1**	**Os04g0105100**		**2.04**	**4**	**Zn-finger, RING domain containing protein.**
Os.18124.1.S1_x	Os04g0126900	2.72		4	Conserved hypothetical protein.
OsAffx.3726.1.S1	Os04g0137100	2.13		4	Pectate lyase (Fragment).
OsAffx.25891.1.S1	Os04g0150300	3.79		4	Conserved hypothetical protein.
OsAffx.15214.1.S1_x	Os06g0103800	2.12		6	Protein of unknown function DUF125
Os.5600.1.S1_s	Os06g0127500	2.03		6	MEG5.
Os.12784.1.S1	Os06g0130800	2.11		6	Histone H5 family protein.
Os.20157.1.A1	Os06g0132500	2.70	2.25	6	Alpha/beta hydrolase family protein.
Os.4773.1.S1	Os06g0133500		2.17	6	Conserved hypothetical protein.
Os.46584.1.S1	Os06g0143100		2.62	6	Hypothetical protein.
Os.46583.2.S1	Os06g0143900	2.04		6	Coatomer protein complex, beta prime
Os.50550.1.S1	Os06g0148600	2.02		6	Cyclin-like F-box domain containing protein.
Os.4223.1.S1_s	Os06g0168700	4.50	3.47	6	Prolin rich protein.
Os.54299.1.S1	Os06g0211200	2.32	2.44	6	ABA-responsive element binding protein (AREB1).
Os.15957.1.S1	Os06g0221200	2.01		6	Annexin p33.
**Os.9950.1.S1**	**Os06g0253100**	**2.33**		**6**	**Heat shock protein Hsp20**
Os.51106.1.S1	Os06g0256900	2.03		6	Endo-beta-1,4-glucanase precursor
Os.47737.1.S1	Os06g0257600		2.31	6	Lipolytic enzyme, G-D-S-L family protein.
Os.47521.1.A1	Os06g0260500	2.87		6	Naringenin-chalcone synthase family protein.
Os.50548.2.S1_x	Os09g0345000		2.01	9	Conserved hypothetical protein.
Os.9782.1.S1	Os09g0363900	3.27		9	Mandelonitrile lyase-like protein.
Os.17577.1.S2	Os09g0381400		2.94	9	Peptidase C1A, papain family protein.
Os.52863.1.S1	Os09g0388400	3.90	0.46	9	Cof protein family protein.
Os.9685.1.S1_a	Os09g0419200		2.17	9	Cinnamoyl-CoA reductase.
OsAffx.20172.1.S1_x	Os10g0530700	2.12		10	Glutathione S-transferase GST 38
Os.46858.1.S1	Os10g0532200		2.07	10	Alpha/beta hydrolase family protein.
Os.46548.2.S1	Os10g0546600		2.07	10	Chloroplast carotenoid epsilon-ring hydroxylase.
OsAffx.18586.1.S1	Os10g0547900	2.01		10	Short-chain dehydrogenase Tic32.
Os.46632.1.S1	LOC_Os10g39800		2.12	10	hypothetical protein
Os.26482.1.S1	Os10g0551700	2.75		10	Plant lipid transfer
Os.46052.1.S1	Os10g0551900		2.54	10	Plant lipid transfer
OsAffx.30731.1.S1	LOC_Os10g40120		2.14	10	Hypothetical protein
Os.2404.1.S1	Os10g0555600	2.10		10	Beta-expansin precursor.
Os.46623.1.S1	Os10g0557900	2.92		10	92 kDa type IV collagenase precursor
Os.23290.1.S1	Os10g0558900		2.20	10	2OG-Fe(II) oxygenase domain containing protein.
Os.52326.1.S1	Os10g0559200	2.99		10	Conserved hypothetical protein.
Os.46540.1.S1	Os10g0560000	3.32		10	Plant protein of unknown function DUF828
Os.18989.1.S1	LOC_Os10g05660.4		2.26	10	Putative thaumatin-like protein
Os.25164.1.A1	LOC_Os11g22250	2.04		11	expressed protein
**OsAffx.30855.1.S1**	**LOC_Os11g07140**	**2.02**		**11**	**receptor kinase-like protein, putative, expressed**
OsAffx.31356.1.S1	LOC_Os11g37880		2.11	11	stripe rust resistance protein Yr10
Os.152.1.S1	Os11g0104400		2.09	11	Fatty acid desaturase subdomain containing protein.

How the deposited data were processed for this re-analysis (not part of the article)

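Gene expression was measured in shoots and roots of PL177 and IR64 under the control, salt and salt+ABA, with 3 arrays for each of the 12 groups. The sample labels call the shoot samples leaf. The intensities are the values that the authors deposited, summarised per probe set of the Affymetrix rice array on a linear scale. The paper's methods name the company that carried out the array analysis, and the array is named in the sample records. The summary and the normalization of the authors' intensities are not given in the sources used here. The design was written for log2 values, and since the values turned out to be linear intensities they were put on the log2 scale first. The lowest intensity was 1 and the highest 25332.33, with 106 values at the lowest. All columns of values could be mapped to a sample by their labels.

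From these intensities, 123 control probe sets were left out and 57258 were tested. The 18 arrays of an organ were quantile normalized, 32 was added and log2 was taken. A fold change is therefore on the log2(intensity + 32) scale, and it understates the change of dim genes. Models were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, one per organ with 6 groups, and one over all 36 arrays for the difference between organs. Tables were prepared with Python 3.11.15 and pandas 2.3.3. All p-values of single genes, adjusted by the method of Benjamini and Hochberg, are from limma's moderated test. The number of arrays, 3 per group, limits the precision. The paper calls them independent biological replicates.

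The comparisons were salt with control, salt+ABA with control and salt+ABA with salt in each genotype and organ, the difference of each response between the genotypes, the difference of the salt response between the organs, and PL177 with IR64 under the control. A DEG needed a change of more than 2-fold and an adjusted p below 0.05, as the methods state with a q-value. The results name a p below 0.05 from t-tests and do not say whether it was adjusted. The t-test was run as an alternative, with an adjusted and with an unadjusted p. The fit was tested on simulated data. In simulated arrays with 50 probe sets changed at each size, the fit for salt in PL177 shoots found 92% of the changes of 2.5-fold, 94% of 3-fold, 98% of 4-fold and 100% of 8-fold, with 2 false calls among 57058 unchanged probe sets. For the difference between the genotypes in the salt response of shoots it found 90%, 98%, 98% and 100%, with 4 false calls. In roots, it found 98%, 100%, 96% and 98% for salt in PL177 and 100%, 96%, 96% and 100% for the difference between the genotypes, with 0 false calls in both. The changed probe sets were drawn at random from all, and the changes were put in on the log2 scale. These shares therefore do not hold for genes with a larger spread, and do not make a count of 0 a sign of equal responses. In shoots the difference of 1.16 for Os09g0388400 had an adjusted p of 0.558 from limma.

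Probe sets were named through the platform's annotation and a gene table of assembly ASM3414082v1, whose gene positions were used only to place genes inside the introgressed segments. Of the probe sets, 22436 had 1 gene, 95 had several and 34727 had none, and the 17905 genes so named were all found in the gene table. Tables S10 and S12 pair 149 probe sets with gene identifiers, and these were used too. The genes named in the text are those that the paper names in its text and in Tables 2, 3, S9, S10 and S12, the 10 largest increases and the 10 largest decreases of each comparison among DEGs with 1 gene name whose groups did not overlap, and up to 4 members of each gene list with the largest change in each direction. The probe set listed by the paper was used, or else the one with the highest mean. Other probe sets of Os01g0749400, Os05g0550600, P5CS2 and BIPP2C1 had the opposite direction. The values in the paper's tables had been seen when this rule was written.

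The rule for named genes, the comparisons and most alternatives were set before the data were examined, and the alternatives and tests chosen later are named where they are used. The gene lists were set then too, by keywords and locus identifiers, but most of these could not be matched to the annotation. The lists used here are patterns of gene symbols written once the annotation could be read and before any comparison between groups was computed. Genes of Tables S10 and S12 whose identifier or annotation matched the terms of a list were added to it. The study chose these genes on these samples, so that their direction is not independent evidence. Lists with too few symbols were dropped, and lists of jasmonate ZIM-domain proteins, calcineurin B-like interacting kinases, calcium-dependent protein kinases, auxin factors, trehalose-phosphate enzymes, sugar and nitrogen transporters, cell cycle genes, and tubulins and actins were added. A list needed at least 4 genes, and was tested with limma's camera at a preset correlation of 0.01 and again with an estimated one. The GO categories and the metabolites of the paper were not analysed here.

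Alternatives were a pseudocount of 8 or 128, and of 1 as chosen after seeing the values, no quantile normalization, median centring, 1 fit over all 36 arrays or only over the arrays compared, limma's trend and robust options, probe sets without the dim ones, 1 probe set per gene, other thresholds, the t-test, the replicate number as a block, and leaving out each array in turn. To see whether replicate numbers pair the arrays, their deviations from the group means were correlated across probe sets. The same-numbered control arrays of PL177 and IR64 deviated together, with r of 0.70, 0.73 and 0.74 in shoots and 0.64, 0.69 and 0.58 in roots, and so did the root arrays under salt, with 0.15, 0.50 and 0.27. In shoots the same-numbered arrays of the genotypes had 0.42, 0.35 and 0.07 under salt and 0.45, 0.28 and 0.04 under salt+ABA. Arrays of different treatments paired unevenly. IR64 shoots under salt and salt+ABA had 0.48, 0.6 and 0, whereas PL177 shoots under salt+ABA and control had -0.47, -0.13 and -0.05. Neither the paper nor the labels say what a number marks, and the main fits do not model it. As a sign of RNA quality, the 3′ minus 5′ difference of actin probe sets was 2.82 to 3.16 on the log2 scale in the group means of shoots and 3.44 to 3.92 in roots, and that of GAPDH 0.46 to 0.92.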

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

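The tests of equal effects and of a 2-fold difference between the genotypes were chosen only after the result was seen, as was the count of probe sets beyond 2 standard errors in the tissue test.

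The response to salt differed between shoots and roots at 1550 probe sets in PL177 (667 higher and 883 lower in shoots) and 1680 in IR64 (736 and 944), by limma's test of the difference itself. With salt and control labels exchanged within each organ, 5 of 100 splits gave as many in PL177, with 3015 as the highest other, from exchanging all labels of one organ. In IR64 1 of 100 splits did, the real one, with 1625 as the highest other, from exchanging labels in roots alone. Such splits keep the whole response to salt of an organ, so these counts do not decide whether chance is excluded. The response to salt of roots differed between the genotypes at 1 probe set, LOC4341335 (-1.85, adjusted p = 0.00654 from limma), and at 2 without IR64 root control replicate 2, IR64 root salt replicate 3 or PL177 root control replicate 2. It was 0 with the replicate number as a block within each treatment, chosen after seeing the data. Of 100 splits, 28 gave as many, with 334 as the highest, so chance is not excluded, and so large a number in another split points to a structure of the samples. In shoots limma gave 0 (56 at an unadjusted p and more than 2-fold), with 1 without IR64 shoot salt+ABA replicate 1 or PL177 shoot salt replicate 1 and 3 without PL177 shoot control replicate 2, and 1 without both shoot control arrays numbered 2, chosen after seeing the data. All 100 splits gave as many, as a real number of 0 makes certain, so that this count does not bear on chance. The highest was 860. For the response to ABA limma gave 0 in shoots (10 at an unadjusted p and more than 2-fold) and 0 in roots (3), with 1 in roots without IR64 root salt+ABA replicate 3 or with a pseudocount of 128. With the replicate number as a block within each treatment, chosen after seeing the data, there was 1 in shoots. In both organs 100 of 100 splits gave as many, which a real number of 0 again makes certain, and the highest others were 0 and 334. For the 12 comparisons of treatments within a genotype and organ, only 1 of 10 splits, the real one, gave as many DEGs, and 10 splits cannot give a share under 0.05. The real numbers and the highest of the other splits were 1289 and 1, 596 and 0, and 407 and 0 in PL177 shoots for salt, salt+ABA, and salt+ABA against salt. They were 1347 and 1, 625 and 2, and 428 and 0 in IR64 shoots, 765 and 1, 1149 and 1, and 787 and 0 in PL177 roots, and 687 and 2, 958 and 0, and 747 and 0 in IR64 roots.

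Under salt, 92 genes were called up and 216 down in shoots of IR64 and not of PL177, and 41 up and 61 down in roots. These were not tested further. In PL177 and not in IR64, the genes called were 101 up and 149 down in shoots and 111 up and 69 down in roots. A salt response more than 2-fold different between the genotypes is argued against as the account of most of them, since 12.4% of them in shoots and 2.8% in roots had an estimated difference above 1 on the log2 scale. In 20 simulated sets of arrays with equal effects in both genotypes, the lowest numbers up and down add to 404 in shoots and 231 in roots and the highest to 502 and 300, and the 250 and 180 observed lay below all of these. The simulated arrays lack the pairing of the same-numbered control arrays, so this test does not decide whether the thresholds parted equal effects. Smaller differences between the genotypes stay open too, as the biological explanation that the design gives.

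Of 10 photosystem and antenna genes, 4 rose in roots of each genotype under salt and 8 fell under salt+ABA against salt (adjusted p = 0.67 and 0.418, and 0.142 and 0.0641, from camera with an estimated correlation). Shoot tissue in the root samples would add the same share of every abundant shoot transcript. The test took the 100 probe sets brightest in shoots of those more than 8-fold brighter there than in roots. Among these 100, the change in root intensity from salt to salt+ABA was a median of 4.5% of the shoot intensity (standard error 0.795). Of them, 32% lay under 1/3 or over 3 times that share, 29 of them below by 2 standard errors. For salt against control in PL177 the median was 2.89% (standard error 0.444), and 34% lay outside, 24 of them below by 2 standard errors. For these 100 probe sets this argues against 1 common share of shoot tissue as the whole account of the fall and of the rise in PL177. Of them, 88% and 77% moved in its direction, and the rise in IR64 was not tested. LHCP and RCABP69 were less than 8-fold brighter in shoots and lay outside these 100, so that the test does not decide for them. Shoot values near the top of the range of an array can also make the shares unequal. LTP2-B and PIP2;7, at 9800 and 9050 in shoots, had shares of 0.0728% and 0.125% for salt+ABA, and a response of root cells to the treatments stays open.

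Without any treatment, which the paper does not analyse by array, PL177 and IR64 differed at 64 probe sets in shoots (38 higher in PL177 and 26 lower) and at 61 in roots (38 and 23), of which 36 were called in both organs in the same direction. LOC4349197 was higher in PL177 by 5.70 (standard error 0.09, adjusted p = 6.24e-14) in shoots and 6.29 in roots, and LOC4328098 lower, with -2.38 and -3.11. A sequence difference between the lines at the probes is a candidate explanation, since of 22 other probe sets of these genes, added over both organs, 3 (13.6%) differed more than 2-fold in the same direction. Most called genes could not be checked so, since 9 of 39 in shoots and 8 of 34 in roots had another probe set bright enough. Of the called genes, 3 of 33 in shoots (odds ratio 2.46, p = 0.138) and 5 of 29 in roots (odds ratio 5.14, p = 0.00493, Fisher's exact test, odds ratio 3.69 and p = 0.0592 without PL177 root control replicate 1) lay inside the introgressed segments, drawn between the Table S12 genes of chromosomes 6, 9 and 10 with the paper's other regions counted as outside, which leaves open whether these were the source. Of 10 splits 2 gave as many in shoots (64, with 650 as the highest other, IR64 replicate 3 with PL177 replicates 1 and 3 against the rest, which points to a structure of the samples) and 1 in roots (61, with 6), 10 splits cannot give a share under 0.05, and the splits that part all 3 same-numbered pairs, as the real one does, gave 0.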

How the results depend on the processing

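A pseudocount of 1, leaving out both shoot control arrays numbered 2, the replicate block within each treatment, and counting the changes from salt under every setting were chosen only after the data were seen. Of the values of named genes under the alternatives, 9379 kept their side of the threshold and their direction, 409 were no longer past it, 106 came past it and 0 reversed. For gene lists these numbers were 4538, 301, 0 and 1, the last for cell cycle and DNA replication genes under salt+ABA against the control in PL177 shoots, whose direction reversed without dim probe sets (adjusted p = 0.942 from camera). Near the floor of the arrays, where 31.2% of values lay below 32, fold changes depend on the value added. Values outside 1.5 times the main one follow, in numbers of DEGs unless named otherwise, and the cause was not tested.

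Without the 2-fold threshold there were 1586 for down in both genotypes salt+ABA against salt, roots, 2208 for down in both genotypes salt+ABA against salt, shoots, 253 for down in both organs of both genotypes under salt, 346 for down salt+ABA against salt, only IR64 roots, 859 for down salt+ABA against salt, only IR64 shoots, 523 for down salt+ABA against salt, only PL177 roots, 1009 for down salt+ABA against salt, only PL177 shoots, 1439 for down under salt only in PL177 roots, 1091 for down under salt only in PL177 shoots, 12485 for any change from salt, 21203 for any change from the control, 6567 for salt, IR64 roots, 5546 for salt, IR64 shoots, 8292 for salt, PL177 roots, 7022 for salt, PL177 shoots, 6533 for salt+ABA, IR64 roots, 3495 for salt+ABA, IR64 shoots, 8277 for salt+ABA, PL177 roots, 3044 for salt+ABA, PL177 shoots, 4102 for salt+ABA against salt, IR64 roots, 5231 for salt+ABA against salt, IR64 shoots, 4012 for salt+ABA against salt, PL177 roots, 6422 for salt+ABA against salt, PL177 shoots, 1196 for up in both genotypes salt+ABA against salt, roots, 1548 for up in both genotypes salt+ABA against salt, shoots, 486 for up in both organs of both genotypes under salt, 927 for up salt+ABA against salt, only IR64 roots, 553 for up salt+ABA against salt, only IR64 shoots, 578 for up salt+ABA against salt, only PL177 roots, 1595 for up salt+ABA against salt, only PL177 shoots, 1326 for up under salt only in PL177 roots, 1137 for up under salt only in PL177 shoots, 119 for the genotypes under control in roots, 98 for the genotypes under control in shoots, 5128 for the organs' difference in IR64 and 4786 for the organs' difference in PL177. With a pseudocount of 128 there were 269 for down in both genotypes salt+ABA against salt, roots, 116 for down in both genotypes salt+ABA against salt, shoots, 16 for down in both organs of both genotypes under salt, 35 for down salt+ABA against salt, only IR64 roots, 34 for down salt+ABA against salt, only IR64 shoots, 43 for down salt+ABA against salt, only PL177 roots, 48 for down salt+ABA against salt, only PL177 shoots, 32 for down under salt only in PL177 roots, 94 for down under salt only in PL177 shoots, 772 for any change from salt, 1882 for any change from the control, 377 for salt, IR64 roots, 863 for salt, IR64 shoots, 408 for salt, PL177 roots, 783 for salt, PL177 shoots, 516 for salt+ABA, IR64 roots, 364 for salt+ABA, IR64 shoots, 647 for salt+ABA, PL177 roots, 326 for salt+ABA, PL177 shoots, 400 for salt+ABA against salt, IR64 roots, 243 for salt+ABA against salt, IR64 shoots, 416 for salt+ABA against salt, PL177 roots, 226 for salt+ABA against salt, PL177 shoots, 69 for up in both genotypes salt+ABA against salt, roots, 32 for up in both organs of both genotypes under salt, 27 for up salt+ABA against salt, only IR64 roots, 44 for up salt+ABA against salt, only IR64 shoots, 35 for up salt+ABA against salt, only PL177 roots, 13 for up salt+ABA against salt, only PL177 shoots, 41 for up under salt only in PL177 roots, 49 for up under salt only in PL177 shoots, 1 for the genotypes' difference in the ABA response roots, 33 for the genotypes under control in roots, 36 for the genotypes under control in shoots, 1074 for the organs' difference in IR64, 928 for the organs' difference in PL177 and 12 for Table 2 genes salt+ABA against salt. The t-test with 2-fold and an adjusted p gave 5 for down in both genotypes salt+ABA against salt, roots, 23 for down in both genotypes salt+ABA against salt, shoots, 0 for down in both organs of both genotypes under salt, 4 for down salt+ABA against salt, only IR64 roots, 352 for down salt+ABA against salt, only PL177 roots, 35 for down salt+ABA against salt, only PL177 shoots, 2 for down under salt only in PL177 roots, 0 for down under salt only in PL177 shoots, 655 for any change from salt, 947 for any change from the control, 10 for salt, IR64 roots, 40 for salt, IR64 shoots, 8 for salt, PL177 roots, 0 for salt, PL177 shoots, 570 for salt+ABA, IR64 roots, 20 for salt+ABA, IR64 shoots, 754 for salt+ABA, PL177 roots, 21 for salt+ABA, PL177 shoots, 38 for salt+ABA against salt, IR64 roots, 119 for salt+ABA against salt, IR64 shoots, 432 for salt+ABA against salt, PL177 roots, 119 for salt+ABA against salt, PL177 shoots, 16 for up in both genotypes salt+ABA against salt, roots, 8 for up in both genotypes salt+ABA against salt, shoots, 0 for up in both organs of both genotypes under salt, 13 for up salt+ABA against salt, only IR64 roots, 19 for up salt+ABA against salt, only IR64 shoots, 5 for up under salt only in PL177 roots and 0 for up under salt only in PL177 shoots. A pseudocount of 1 gave 109 for down salt+ABA against salt, only IR64 roots, 130 for down salt+ABA against salt, only IR64 shoots, 167 for down salt+ABA against salt, only PL177 roots, 179 for down salt+ABA against salt, only PL177 shoots, 106 for down under salt only in PL177 roots, 231 for down under salt only in PL177 shoots, 2158 for any change from salt, 1077 for salt, IR64 roots, 1260 for salt, PL177 roots, 1726 for salt+ABA, PL177 roots, 654 for salt+ABA against salt, IR64 shoots, 655 for salt+ABA against salt, PL177 shoots, 182 for up in both genotypes salt+ABA against salt, roots, 71 for up salt+ABA against salt, only PL177 shoots, 233 for up under salt only in PL177 roots and 210 for up under salt only in PL177 shoots. Without both shoot control arrays numbered 2 there were 294 for down under salt only in PL177 shoots, 2199 for salt, IR64 shoots, 2084 for salt, PL177 shoots, 712 for salt+ABA against salt, IR64 shoots, 637 for salt+ABA against salt, PL177 shoots, 245 for up in both genotypes salt+ABA against salt, shoots, 145 for up salt+ABA against salt, only IR64 shoots, 194 for up under salt only in PL177 shoots, 1 for the genotypes' difference in the salt response shoots, 2551 for the organs' difference in IR64 and 2350 for the organs' difference in PL177. Fits on only the arrays compared gave 6 for down in both organs of both genotypes under salt, 285 for down under salt only in PL177 shoots, 683 for salt, IR64 shoots, 803 for salt, PL177 shoots, 630 for salt+ABA against salt, PL177 shoots, 221 for up in both genotypes salt+ABA against salt, shoots, 39 for up in both organs of both genotypes under salt and 84 for up salt+ABA against salt, only PL177 shoots. With 1 probe set per gene there were 615 for salt+ABA, IR64 roots, 404 for salt+ABA, IR64 shoots, 713 for salt+ABA, PL177 roots, 370 for salt+ABA, PL177 shoots, 504 for salt+ABA against salt, PL177 roots and 251 for salt+ABA against salt, PL177 shoots. The t-test with 2-fold and an unadjusted p gave 16 for down in both organs of both genotypes under salt, 245 for down under salt only in PL177 shoots, 688 for salt+ABA against salt, IR64 shoots, 236 for up in both genotypes salt+ABA against salt, shoots and 127 for up salt+ABA against salt, only IR64 shoots. With a pseudocount of 8 there were 96 for down salt+ABA against salt, only IR64 shoots, 184 for up under salt only in PL177 roots and 150 for up under salt only in PL177 shoots. limma at 2-fold and an unadjusted p gave 701 for salt+ABA against salt, IR64 shoots and 622 for salt+ABA against salt, PL177 shoots. Without quantile normalization there were 37 for down under salt only in PL177 roots. With an estimated correlation there was 1 for gene lists. Adjustment over the list alone gave 1 for the Table S12 list, shoots. An unadjusted p gave 1 for the Table S12 list, shoots.

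With the replicate number as a block within the organ, 148 DEGs were up-regulated in shoots of both genotypes under salt+ABA against salt. With the block within each treatment, the salt response of roots differed between the genotypes at 0 probe sets and the ABA response of shoots at 1. The pairing changed no other count by over 1.5 times, and the genotypes under control differed at 68 probe sets in shoots and 69 in roots with it.

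Leaving out 1 array in turn leaves 2 arrays in a group. The lowest and highest values, with the array left out, and every value moved by over 1.5 times, were for the Table S12 list, roots 0 throughout, for the Table S12 list, shoots 0 throughout, for down in both genotypes salt+ABA against salt, roots 425 (IR64 root salt 3), 541 (IR64 root salt 1), for down in both genotypes salt+ABA against salt, shoots 129 (PL177 shoot salt 3), 231 (PL177 shoot salt 1), for down in both organs of both genotypes under salt 18 (IR64 shoot control 3), 33 (IR64 shoot control 2), for down salt+ABA against salt, only IR64 roots 28 (IR64 root salt 3), 34 (IR64 root salt+ABA 2), 109 (PL177 root salt 3), 195 (IR64 root salt 1), for down salt+ABA against salt, only IR64 shoots 37 (IR64 shoot salt+ABA 3), 40 (IR64 shoot salt+ABA 2), 41 (IR64 shoot salt+ABA 1), 96 (PL177 shoot salt+ABA 1), 154 (PL177 shoot salt 3), for down salt+ABA against salt, only PL177 roots 63 (IR64 root salt 1), 167 (PL177 root salt 1), 177 (IR64 root salt 3), for down salt+ABA against salt, only PL177 shoots 22 (PL177 shoot salt 3), 55 (PL177 shoot salt+ABA 1), 131 (IR64 shoot salt 1), 138 (PL177 shoot salt 1), 140 (IR64 shoot salt+ABA 1, IR64 shoot salt+ABA 3), for down under salt only in PL177 roots 37 (IR64 root control 2), 87 (IR64 root salt 3), 88 (PL177 root salt 1), 98 (IR64 root control 3), 163 (PL177 root control 2), for down under salt only in PL177 shoots 44 (PL177 shoot salt 2), 46 (PL177 shoot salt 3), 56 (PL177 shoot control 3), 233 (PL177 shoot salt 1), 245 (IR64 shoot control 1), 301 (IR64 shoot salt 2), 363 (IR64 shoot control 3), 556 (PL177 shoot control 2), for any change from salt 1307 (IR64 shoot salt+ABA 3), 1612 (IR64 root salt 1), for any change from the control 2911 (PL177 shoot salt 3), 3762 (PL177 shoot control 2), for salt, IR64 roots 582 (IR64 root control 3), 860 (IR64 root control 2), for salt, IR64 shoots 1056 (IR64 shoot salt 2), 2035 (IR64 shoot control 2), for salt, PL177 roots 576 (PL177 root control 3), 1030 (PL177 root control 2), for salt, PL177 shoots 875 (PL177 shoot salt 3), 1927 (PL177 shoot control 2), for salt+ABA, IR64 roots 818 (IR64 root control 3), 1013 (IR64 root control 1), for salt+ABA, IR64 shoots 388 (IR64 shoot salt+ABA 2), 757 (IR64 shoot control 2), for salt+ABA, PL177 roots 1049 (PL177 root salt+ABA 3), 1185 (PL177 root control 2), for salt+ABA, PL177 shoots 380 (PL177 shoot salt+ABA 3), 671 (PL177 shoot control 2), for salt+ABA against salt, IR64 roots 591 (IR64 root salt 3), 988 (IR64 root salt 1), for salt+ABA against salt, IR64 shoots 232 (IR64 shoot salt+ABA 3), 255 (IR64 shoot salt+ABA 1), 282 (IR64 shoot salt+ABA 2), 561 (IR64 shoot control 2), for salt+ABA against salt, PL177 roots 656 (PL177 root salt 3), 940 (PL177 root salt 1), for salt+ABA against salt, PL177 shoots 192 (PL177 shoot salt 3), 262 (PL177 shoot salt+ABA 1), 527 (PL177 shoot salt 1), for up in both genotypes salt+ABA against salt, roots 91 (PL177 root salt+ABA 2), 152 (PL177 root salt 1), for up in both genotypes salt+ABA against salt, shoots 26 (PL177 shoot salt 3), 28 (PL177 shoot salt 2), 29 (PL177 shoot salt+ABA 1), 31 (PL177 shoot salt+ABA 3), 35 (IR64 shoot salt+ABA 3, PL177 shoot salt+ABA 2), 38 (IR64 shoot salt 2), 43 (IR64 shoot salt+ABA 2), 45 (IR64 shoot salt+ABA 1), 126 (PL177 shoot control 2), 138 (IR64 shoot control 2), for up in both organs of both genotypes under salt 55 (PL177 shoot salt 3), 67 (IR64 root salt 3), for up salt+ABA against salt, only IR64 roots 36 (IR64 root salt+ABA 2), 42 (IR64 root salt 3), 121 (IR64 root salt 1), for up salt+ABA against salt, only IR64 shoots 17 (IR64 shoot salt+ABA 3), 18 (IR64 shoot salt+ABA 1), 24 (IR64 shoot salt+ABA 2), 29 (IR64 shoot salt 2), 49 (IR64 shoot salt 3), 129 (IR64 shoot control 2), 174 (IR64 shoot salt 1), for up salt+ABA against salt, only PL177 roots 32 (PL177 root salt 3), 33 (PL177 root salt+ABA 3), 37 (PL177 root salt+ABA 2), 122 (PL177 root salt 1), for up salt+ABA against salt, only PL177 shoots 12 (PL177 shoot salt+ABA 1), 15 (PL177 shoot salt 3), 18 (PL177 shoot salt 2), 24 (PL177 shoot salt+ABA 3), 69 (PL177 shoot salt 1), 78 (IR64 shoot salt 2), for up under salt only in PL177 roots 59 (PL177 root control 3), 140 (IR64 root salt 2), 142 (IR64 root salt 3, PL177 root salt 3), 199 (PL177 root control 2), for up under salt only in PL177 shoots 37 (PL177 shoot salt 3), 149 (IR64 shoot control 1), 167 (PL177 shoot salt 1), 273 (PL177 shoot control 2), for the lowest correlation between the genotypes 0.83 (PL177 shoot control 2), 0.95 (PL177 shoot control 3), for gene lists 101 (PL177 root control 2), 115 (IR64 root control 1), for the genotypes' difference in the ABA response roots 0 (IR64 root control 1), 1 (IR64 root salt+ABA 3), for the genotypes' difference in the ABA response shoots 0 throughout, for the genotypes' difference in the salt response roots 1 (IR64 root control 1), 2 (IR64 root control 2, IR64 root salt 3, PL177 root control 2), for the genotypes' difference in the salt response shoots 0 (IR64 shoot control 1), 1 (IR64 shoot salt+ABA 1, PL177 shoot salt 1), 3 (PL177 shoot control 2), for the genotypes under control in roots 50 (IR64 root control 2), 63 (IR64 root salt 3), for the genotypes under control in shoots 58 (IR64 shoot control 2), 68 (PL177 shoot salt 3), for the odds ratio in the segments, roots 3.69 (PL177 root control 1), 7.26 (IR64 root control 2), for the odds ratio in the segments, shoots 2.31 (IR64 shoot salt 3), 2.95 (IR64 shoot control 2), for the organs' difference in IR64 1290 (IR64 root salt 3), 2374 (IR64 shoot control 2), for the organs' difference in PL177 1146 (PL177 shoot salt 3), 2170 (PL177 shoot control 2), for Table 2 genes salt+ABA against salt 16 (IR64 shoot salt 1), 23 (IR64 shoot control 2), for Table 3 genes 6 (IR64 root control 2), 7 (IR64 root control 1).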

Differences from the paper's values

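The pseudocount of 1 and the fits without both shoot control arrays numbered 2 were chosen only after the values were seen, and the other alternatives named here were set before the data were examined, with 1 exception. For the total and the numbers exclusive to 1 group under salt+ABA against salt, every alternative was chosen after seeing the values. A value within 1.5 times the paper's closes a gap. Counts use a change of more than 2-fold and an adjusted p below 0.05, as the methods state, whereas the results name a p from t-tests without saying whether it was adjusted.

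For genes up-regulated by salt in IR64 roots, the paper's value is 525 and the value here 348. The gap closed with all 36 arrays in 1 fit, limma at an unadjusted p, median centring, no quantile normalization, a pseudocount of 8, the replicate block within the organ and the probe sets without the dim ones, and remained with 1 probe set per gene, limma's trend and robust options, limma without the 2-fold threshold, the t-test with an adjusted p, the t-test with an unadjusted p, only the arrays of the groups compared and a pseudocount of 128. Leaving out 1 array closed it for 5 of 18 arrays. Chosen after seeing the values, a pseudocount of 1 gives 557 and closes it. The paper's number of genes up-regulated by salt+ABA in PL177 shoots is 285, against 177 here. With all 36 arrays in 1 fit, limma at an unadjusted p, the t-test with an unadjusted p, no quantile normalization, a pseudocount of 8, the replicate block within the organ and the probe sets without the dim ones it closed, but not with 1 probe set per gene, limma's trend and robust options, limma without the 2-fold threshold, median centring, the t-test with an adjusted p, only the arrays of the groups compared and a pseudocount of 128. As settings chosen after seeing the values, a pseudocount of 1 gives 250 and closes it and leaving out both shoot control arrays numbered 2 gives 202 and closes it. In PL177 shoots, the paper has 908 genes changed by salt+ABA, and here there were 596. It closed with all 36 arrays in 1 fit, limma at an unadjusted p, median centring, the t-test with an unadjusted p, no quantile normalization, a pseudocount of 8, the replicate block within the organ and the probe sets without the dim ones, whereas 1 probe set per gene, limma's trend and robust options, limma without the 2-fold threshold, the t-test with an adjusted p, only the arrays of the groups compared and a pseudocount of 128 left it. Of 18 arrays left out in turn, 4 closed it. A pseudocount of 1 gives 862 and closes it and leaving out both shoot control arrays numbered 2 gives 858 and closes it, as chosen after seeing the values. There were 418 genes up-regulated by salt in PL177 roots here, where the paper has 653. Of the alternatives, median centring, no quantile normalization and a pseudocount of 8 closed this gap and 1 probe set per gene, all 36 arrays in 1 fit, limma's trend and robust options, limma at an unadjusted p, limma without the 2-fold threshold, the t-test with an adjusted p, the t-test with an unadjusted p, only the arrays of the groups compared, a pseudocount of 128, the replicate block within the organ and the probe sets without the dim ones did not. Among 18 arrays, 2 closed it when left out. Beside these, and chosen after seeing the values, a pseudocount of 1 gives 762 and closes it. For genes up-regulated by salt only in PL177 in shoots, the paper's value is 287 and the value here 95. None closed this gap among limma without the 2-fold threshold, the t-test with an adjusted p, the t-test with an unadjusted p, no quantile normalization, only the arrays of the groups compared, a pseudocount of 128, a pseudocount of 8, the replicate block within the organ and the probe sets without the dim ones. Leaving out 1 array closed it for 1 of 36 arrays. Chosen after seeing the values, a pseudocount of 1 gives 210 and closes it and leaving out both shoot control arrays numbered 2 gives 194 and closes it. The paper's text also gives 347 such genes in shoots, a gap that closes only without PL177 shoot control replicate 2, with 273. The paper's number of genes down-regulated by salt only in PL177 in shoots is 365, against 143 here. With the t-test with an unadjusted p and only the arrays of the groups compared it closed, but not with limma without the 2-fold threshold, the t-test with an adjusted p, no quantile normalization, a pseudocount of 128, a pseudocount of 8, the replicate block within the organ and the probe sets without the dim ones. For 3 of 36 arrays, leaving the array out closed it. As settings chosen after seeing the values, a pseudocount of 1 gives 231 and does not close it and leaving out both shoot control arrays numbered 2 gives 294 and closes it. In roots, the paper has 184 genes up-regulated by salt only in PL177, and here there were 89. It closed with a pseudocount of 8, whereas limma without the 2-fold threshold, the t-test with an adjusted p, the t-test with an unadjusted p, no quantile normalization, only the arrays of the groups compared, a pseudocount of 128, the replicate block within the organ and the probe sets without the dim ones left it. Of 36 arrays left out in turn, 6 closed it. A pseudocount of 1 gives 233 and closes it and leaving out both shoot control arrays numbered 2 gives 85 and does not close it, as chosen after seeing the values. The paper's text also gives 36 such genes in roots, fewer than here, and of all settings only a pseudocount of 128, with 41, is within 1.5 times of it. There were 72 genes up-regulated in both genotypes by salt+ABA against salt in shoots here, where the paper has 244. Of the alternatives, the t-test with an unadjusted p and only the arrays of the groups compared closed this gap and limma without the 2-fold threshold, the t-test with an adjusted p, no quantile normalization, a pseudocount of 128, a pseudocount of 8, the replicate block within the organ and the probe sets without the dim ones did not. Beside these, and chosen after seeing the values, a pseudocount of 1 gives 90 and does not close it and leaving out both shoot control arrays numbered 2 gives 245 and closes it. For genes changed by salt+ABA against salt in at least 1 organ of 1 genotype, the paper's value is 4382 and the value here 1424. None closed this gap among limma without the 2-fold threshold, the t-test with an adjusted p, the t-test with an unadjusted p, no quantile normalization, only the arrays of the groups compared, a pseudocount of 128, a pseudocount of 8, the replicate block within the organ and the probe sets without the dim ones, all of them settings chosen after seeing the values for this number. Chosen after seeing the values, a pseudocount of 1 gives 2158 and does not close it and leaving out both shoot control arrays numbered 2 gives 1721 and does not close it. The counts printed in Fig. 7 do not sum to 4382, so that it is not clear what this number counts. The paper's number of genes up-regulated only there by salt+ABA against salt in IR64 shoots is 160, against 84 here. With the t-test with an unadjusted p, a pseudocount of 8, the replicate block within the organ and the probe sets without the dim ones it closed, but not with limma without the 2-fold threshold, the t-test with an adjusted p, no quantile normalization, only the arrays of the groups compared and a pseudocount of 128, all of them settings chosen after seeing the values for this number. For 5 of 36 arrays, leaving the array out closed it. As settings chosen after seeing the values, a pseudocount of 1 gives 121 and closes it and leaving out both shoot control arrays numbered 2 gives 145 and closes it. In IR64 shoots, the paper has 114 genes down-regulated only there by salt+ABA against salt, and here there were 62. It closed with the t-test with an unadjusted p, only the arrays of the groups compared and a pseudocount of 8, whereas limma without the 2-fold threshold, the t-test with an adjusted p, no quantile normalization, a pseudocount of 128, the replicate block within the organ and the probe sets without the dim ones left it, all of them settings chosen after seeing the values for this number. Of 36 arrays left out in turn, 3 closed it. A pseudocount of 1 gives 130 and closes it and leaving out both shoot control arrays numbered 2 gives 71 and does not close it, as chosen after seeing the values. There were 60 genes down-regulated only there by salt+ABA against salt in IR64 roots here, where the paper has 121. Of the alternatives, a pseudocount of 8 closed this gap and limma without the 2-fold threshold, the t-test with an adjusted p, the t-test with an unadjusted p, no quantile normalization, only the arrays of the groups compared, a pseudocount of 128, the replicate block within the organ and the probe sets without the dim ones did not, all of them settings chosen after seeing the values for this number. Among 36 arrays, 2 closed it when left out. Beside these, and chosen after seeing the values, a pseudocount of 1 gives 109 and closes it and leaving out both shoot control arrays numbered 2 gives 60 and does not close it.

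The paper's fold changes of single genes are on the linear scale, and those here are on the log2(intensity + 32) scale turned back to a fold. For RAB16B, Table S10 gives 117.9 in PL177 shoots, 9.4 in PL177 roots, 101.3 in IR64 shoots and 8.9 in IR64 roots, where the values here are 50.4, 5.11, 38.7 and 4.52, and 110, 8.63, 93.1 and 7.86 with a pseudocount of 1, chosen after seeing the values. For PM1, Table S10 gives 88.4 in PL177 shoots, 18.8 in PL177 roots, 61.4 in IR64 shoots and 14.3 in IR64 roots, where the values here are 36.5, 11.5, 25.5 and 9.27, and 82.2, 18.7, 58.1 and 13.9 with a pseudocount of 1, chosen after seeing the values. For HOX24, Table S10 gives 29.1 in PL177 shoots and 37.6 in IR64 shoots, where the values here are 18.9 and 22.4, and 28.2 and 36.4 with a pseudocount of 1, chosen after seeing the values. For RAB21, Table S10 gives 18.4 in PL177 roots and 11 in IR64 roots, where the values here are 9.31 and 6.52, and 16.7 and 10.6 with a pseudocount of 1, chosen after seeing the values. For RAB16C, Table S10 gives 8.2 in PL177 roots and 7.3 in IR64 roots, where the values here are 4.94 and 4.27, and 7.72 and 6.5 with a pseudocount of 1, chosen after seeing the values. For RAB16D, Table S10 gives 23.8 in IR64 roots, where the value here is 15.6, and 22.6 with a pseudocount of 1, chosen after seeing the values. For Os01g0795000, Table S10 gives 0.11 in PL177 shoots and 0.1 in IR64 shoots, where the values here are 0.302 and 0.264, and 0.117 and 0.103 with a pseudocount of 1, chosen after seeing the values. For Os09g0388400, Table S12 gives 3.9 in PL177 shoots, where the value here is 2.4, and 3.9 with a pseudocount of 1, chosen after seeing the values. For HSF2, Table 2 gives 0.24 in PL177 shoots, where the value here is 0.41, and 0.271 with a pseudocount of 1, chosen after seeing the values. A pseudocount of 8 brought each of these within 1.5 times the paper's, except Os01g0795000 in PL177 shoots. Without quantile normalization PM1 and RAB16D in IR64 roots came within it too, and with median centring HSF2 did. The others remained apart without quantile normalization and with median centring, and none came within it with a pseudocount of 128. Over whole tables, 75 of the 424 values of Table S10 differed by more than 1.5 times and the spread of the replicates, 2 of the 47 of Table S12, 1 of the 27 of Table 2 and 0 of the 16 of Table 3, with 0 in the opposite direction. With a pseudocount of 8 these numbers were 4, 0, 0 and 0, with 128 they were 233, 12, 7 and 3, without quantile normalization 69, 2, 1 and 0, with median centring 72, 2, 0 and 0, and with 1, chosen after seeing the values, 0 in each table. Listed singly are values of genes in the comparisons that the text names. Of genes named in other comparisons, Os08g0327700 has 24.9, 12.4, 12.3 and 11.6 in Table S10 for PL177 shoots, PL177 roots, IR64 shoots and IR64 roots, against 10.6, 3.44, 5.45 and 2.91 here, and Os06g0698300 has 3.3 and 3.1 in roots of PL177 and IR64, against 2.15 and 1.98.

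The paper has more genes changed in PL177 than in IR64 under both treatments. Here this was so in roots (765 and 687 under salt, 1149 and 958 under salt+ABA), and in shoots there were 1289 in PL177 and 1347 in IR64 under salt and 596 and 625 under salt+ABA. The order in shoots depended on the setting. Under salt PL177 had more with only the arrays of the groups compared (803 and 683), limma without the 2-fold threshold (7022 and 5546), all 36 arrays in 1 fit, the t-test with an unadjusted p and a pseudocount of 8, and of 1 as chosen after seeing the values, and without any 1 of 6 arrays. Under salt+ABA it had more with limma at an unadjusted p, the t-test with an adjusted p and the probe sets without the dim ones, and without any 1 of 4 arrays. In roots IR64 had more under salt with the t-test with an adjusted p and without any 1 of 3 arrays, and under salt+ABA in no fit.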

Other observations

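The fits without both shoot control arrays numbered 2 and with a pseudocount of 1 were chosen only after the result was seen, and all values of single genes are from limma. In roots CPS2, a copalyl diphosphate synthase, rose by log2 fold changes of 3.57 (standard error 0.11, adjusted p = 8.13e-11) in PL177 and 4.18 in IR64 under salt+ABA against salt, and DXPS, a 1-deoxy-D-xylulose 5-phosphate synthase of isoprenoid synthesis, by 2.17 (standard error 0.17, adjusted p = 2.75e-06) and 2.78. The cytochrome P450 enzymes CYP71Z7 (2.23 and 2.77), CYP99A3 (1.65 and 2.27) and CYP701A8 (1.62 and 1.96) rose too. With the t-test and an adjusted p these calls ended, except those of CPS2, of DXPS in IR64 and of CYP71Z7 in PL177. JAZ13, a repressor of jasmonate signalling, fell in roots, with -2.19 (standard error 0.61, adjusted p = 0.0405) in PL177 and -2.85 in IR64. Its call ended at -2.19 with all 36 arrays in 1 fit, -2.19 with limma's trend and robust options, -1.26 with a pseudocount of 128, -2.33 and -1.73 without PL177 root salt replicates 1 and 3, -2.21, -2.21 and -2.14 without PL177 root salt+ABA replicates 1, 2 and 3 and -2.19 without IR64 root control replicate 3 and IR64 root salt+ABA replicates 1, 2 and 3 in PL177, and at -2.85 with only the arrays compared in IR64. Of 17 jasmonate ZIM-domain proteins, 1 fell in PL177 and 2 in IR64 in this comparison (adjusted p = 0.105 and 0.0119 from camera, adjusted p = 0.662 in IR64 with an estimated correlation and 0.0685 without IR64 root salt replicate 1), and 1 fell in shoots of each genotype under salt (adjusted p = 0.00766 and 0.00303 from camera, adjusted p = 0.312 and 0.27 with an estimated correlation). Of 6 WRKY transcription factors, 2 fell in PL177 and 3 in IR64 shoots under salt (adjusted p = 0.00833 and 0.00303 from camera, adjusted p = 0.248 and 0.221 with an estimated correlation), and the call in PL177 ended at 0.103 without PL177 shoot control replicate 2 and at 0.133 without both shoot control arrays numbered 2, which was chosen after seeing the values.

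NRT2.2, a high-affinity nitrate transporter, fell in roots under salt, with -3.69 (standard error 0.38, adjusted p = 2.3e-05) in PL177 and -3.04 in IR64. Of 11 ammonium and nitrate transporters 2 fell in roots of each genotype (adjusted p = 0.705 and 0.746 from camera), and 1 fell in shoots of each (adjusted p = 0.00833 and 0.0193 from camera, adjusted p = 0.106 and 0.201 with an estimated correlation). The list's call in IR64 shoots also ended at 0.0805 without IR64 shoot control replicate 2 and at 0.172 without dim probe sets, and without both shoot control arrays numbered 2 the calls ended at 0.0572 in PL177 and 0.114 in IR64. HKT1.5, a sodium transporter, rose in roots by 1.08 (standard error 0.21, adjusted p = 0.00376) in PL177 and 1.16 in IR64, calls that ended at 0.68 with a pseudocount of 128 and 0.99 and 0.93 without PL177 root control replicates 1 and 3 in PL177, and at 0.74 with a pseudocount of 128, 1.00 without IR64 root control replicate 3 and 0.94 without IR64 root salt replicate 3 in IR64. It was the 1 member of 28 sodium and potassium transporters that rose in roots (adjusted p = 0.74 and 0.7 from camera). In shoots 2 of these fell in PL177 and 1 in IR64 (adjusted p = 0.125 and 0.153 from camera). Of 16 SWEET and sucrose transporters, 2 rose and 1 fell in roots of each genotype under salt (adjusted p = 0.858 and 0.752 from camera), and 1 rose in each under salt+ABA against salt (adjusted p = 0.0187 and 0.0165 from camera, adjusted p = 0.248 and 0.238 with an estimated correlation). The 47 cell cycle and DNA replication genes had medians of -0.18 and -0.25 in roots under salt, where 1 fell in PL177 and none did in IR64 (adjusted p = 0.00124 and 1.91e-05 from camera, adjusted p = 0.67 and 0.418 with an estimated correlation).

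Of the other lists under salt in shoots, 1 of 9 trehalose-phosphate phosphatases and synthases fell in each genotype (adjusted p = 0.0069 and 0.043 from camera, adjusted p = 0.106 and 0.223 with an estimated correlation). The call of this list in IR64 ended under 8 settings and arrays in all, at 0.0509 without IR64 shoot control replicate 2 to 0.0919 without IR64 shoot control replicate 3 among the arrays. Under salt in shoots, 3 of 43 auxin response and Aux/IAA factors rose in PL177 and 1 in IR64 (adjusted p = 0.907 and 0.93 from camera), and 3 of 56 protein phosphatases 2C rose in each, with 2 that fell in IR64 (adjusted p = 0.544 and 0.231 from camera). Of 16 stress transcription factors, 1 rose and 2 fell in PL177 and 3 fell in IR64 (adjusted p = 0.423 and 0.093 from camera), among them DREB1A, with -2.55 (standard error 0.43, adjusted p = 0.00164) in IR64, where the call ended with only the arrays compared. None of 13 tubulins and actins changed by limma (adjusted p = 0.907 and 0.701 from camera). Of 30 expansins and xyloglucan enzymes, 3 rose in PL177 and 2 in IR64 shoots under salt+ABA against the control (adjusted p = 0.00654 and 0.00521 from camera, adjusted p = 0.278 and 0.159 with an estimated correlation), where without both shoot control arrays numbered 2 the calls ended at 0.0918 and 0.0508.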
